# Cell-fate transition and determination analysis of mouse male germ cells throughout development

**DOI:** 10.1038/s41467-021-27172-0

**Published:** 2021-11-25

**Authors:** Jiexiang Zhao, Ping Lu, Cong Wan, Yaping Huang, Manman Cui, Xinyan Yang, Yuqiong Hu, Yi Zheng, Ji Dong, Mei Wang, Shu Zhang, Zhaoting Liu, Shuhui Bian, Xiaoman Wang, Rui Wang, Shaofang Ren, Dazhuang Wang, Zhaokai Yao, Gang Chang, Fuchou Tang, Xiao-Yang Zhao

**Keywords:** Mitosis, Infertility, Next-generation sequencing, Germline development

## Abstract

Mammalian male germ cell development is a stepwise cell-fate transition process; however, the full-term developmental profile of male germ cells remains undefined. Here, by interrogating the high-precision transcriptome atlas of 11,598 cells covering 28 critical time-points, we demonstrate that cell-fate transition from mitotic to post-mitotic primordial germ cells is accompanied by transcriptome-scale reconfiguration and a transitional cell state. Notch signaling pathway is essential for initiating mitotic arrest and the maintenance of male germ cells’ identities. Ablation of HELQ induces developmental arrest and abnormal transcriptome reprogramming of male germ cells, indicating the importance of cell cycle regulation for proper cell-fate transition. Finally, systematic human-mouse comparison reveals potential regulators whose deficiency contributed to human male infertility via mitotic arrest regulation. Collectively, our study provides an accurate and comprehensive transcriptome atlas of the male germline cycle and allows for an in-depth understanding of the cell-fate transition and determination underlying male germ cell development.

## Abstract (web summary)

The full-term developmental profile of male germ cells remains undefined. Here, the authors use single-cell sequencing to investigate the transcriptome landscapes of mouse male germ cells throughout development and find several critical regulators for prenatal cell-fate determination.

## Introduction

In species relying on sexual reproduction, germ cells are essential for the transmission of parental genetic information to subsequent generations. The full-term developmental trajectory of male germ cells in mammals entails primordial germ cell (PGC) specification, PGC migration, germ cell sex determination, gonadal PGC proliferation arrest, prospermatogonia-spermatogonia transition, and spermatogenesis^1^. The current understanding of mammalian germ cell development, of the germ cell niche, and of the critical roles of master regulators in controlling initiation and maintenance of germ cells emerged from pivotal studies in vivo and in vitro^2–9^.

In mammals, the precursors of gametes are PGCs, which derive from the post-implantation epiblasts and gradually acquire the potential to further differentiate into prospermatogonia and finally mature into spermatozoa or oocytes. While PGCs have been well studied in many aspects such as PGC specification, epigenetic reprogramming, and the transition from PGCs to prospermatogonia^10,11^, it is still poorly understood how stepwise cell-fate transitions orchestrate full-term male germ cell development. For instance, it is well known that the commitment of fetal male germ cells to mitotic arrest is crucial for subsequent development. However, the biological function and the regulatory mechanisms of mitotic arrest in male germline need further characterization albeit previous studies have accumulated much knowledge about this event^1,12–14^. On the other hand, a major bottleneck of human germ cell research is the difficulty in the continuous sampling of human germ cells, impeding our understanding of the full-term developmental trajectory and the underlying regulatory networks. Therefore, a single-cell transcriptome atlas to compare mouse and human male germ cell development programs is instructive to uncover evolutionarily conserved regulators. These insights are crucial to recapitulate the complete male gametogenesis process in vitro.

Previous genome-wide transcriptomic and epigenetic studies have offered valuable information about germ cell development^15–17^. With the help of single-cell RNA sequencing (scRNA-seq)^18^, it is now possible to reveal the transcriptome signatures of rare cell populations with limited cell numbers. As a consequence, a cell census can be constructed for entire organs or even the whole organisms, providing novel avenues to decoding the molecular events underlying key developmental programs including germ cell development. Major breakthroughs have been achieved for mouse^19–23^ and human germ cell development^24–30^. These studies illuminated specific stages of germ cell development but none of them monitored a full-term program of germ cell development in a single study. Considering the contribution of genetic background to the global gene-expression variations^31^, and difficulties in integrating different sets of single-cell data due to the “batch effect” caused by different sequencing technologies, library preparation protocols, and data interpretation strategies across different platforms^32^, it has profound significance to establish the full-term transcriptome atlas of male germ cell development at single-cell resolution.

In the present study, high-precision scRNA-seq was used to characterize the transcriptome atlas throughout the whole developmental trajectory of mouse male germ cells. We reconstructed the cell-fate transition landscapes of male germ cells and revealed the cell-type-specific transcriptome signatures as well as undefined cellular states. We further revealed the regulatory heterogeneity and key markers across male germ cell development. A transitional PGC stage was uncovered to be important for the cell-fate transition from mitotic to mitotic arrest PGCs. Moreover, we revealed that the importance of Notch signaling pathway in proper cell-fate transition from mitotic to mitotic arrest PGCs in mouse male germline development. And the biological function of mitotic to mitotic arrest transition of male PGCs was further verified using *Helq* knockout mouse model, wherein DNA damage-associated cell-cycle regulation was found to be essential for prenatal development of male germ cells, as exemplified by the involvement of HELQ in controlling the normal development of transitional PGCs and post-arrest PGCs as well as proper transcriptome reconfiguration. Finally, we established the systematic comparison dataset of germ cell development between human and mouse and elicited human-mouse conserved gene regulatory networks. To enable public access to our data, we constructed the mouse male germ cell landscape website at https://tanglab.shinyapps.io/Mouse_Male_Germ_Cells/.

## Results

### A single-cell map of mouse male germ cell development

To robustly trace germ cell development in mice, we crossed C57BL/6 females with double transgenic *Prdm1*-mVenus and *Dppa3*-ECFP (*Blimp1-mVenus* and *Stella-ECFP*, BVSC) males. The offspring of these animals were used to explore the transcriptome profiles and developmental program underlying male germ cell development. We performed high-precision scRNA-seq on 11,896 individual cells from 28 critical time-points across the whole male germ cell development process. For sample collection, early embryos or male gonads were collected spanning embryonic day (E) 6.5 and up to postnatal day (PND) 8 at one-day intervals, PND10-14 at two-day intervals, juvenile stages of PND30 and PND35 as well as adults (8–10 weeks). At least two independent biological replicates were performed for each time-point (Fig. 1a, Supplementary Table 1).

**Fig. 1:**
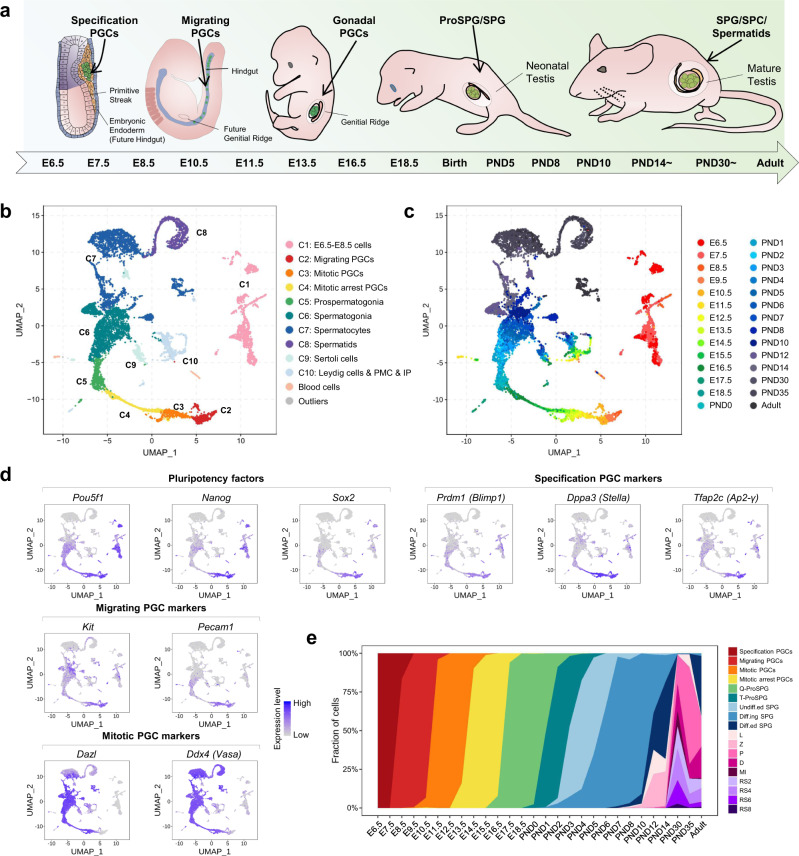
A single-cell map of mouse male germ cell development. **a** Schematic overview of the sampled time-points across mouse male germ cell development. **b** UMAP (Uniform Manifold Approximation and Projection) plot of the 11,598 mouse germ cells and somatic cells included in this study. Cells are colored by indicated cell types. **c** UMAP plot of 11,598 mouse germ cells and somatic cells included in this study. Cells are colored by indicated developmental time-points. **d** UMAP plots are colored by expression levels for selected marker genes. Aliases of some genes are also shown. The color key from gray to blue indicates low to high expression levels. **e** Proportion of germ cell types across the sampled time-points. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids.

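Male germ cells and gonadal somatic cells of 28 time-points from E6.5 to the adult were sequenced by a modified STRT-seq, which marks each transcript with a cell barcode and a unique molecular identifier (UMI) and reads its 3′ end. The authors deposited the number of UMIs of each of 31053 genes in each cell, without normalization. Wild-type mice gave 11896 cells in 61 pools, a pool being the cells of one time-point, genotype and biological replicate. The filter of the paper's methods, more than 2000 genes and between 10000 and 1000000 UMIs per cell, left 11598 wild-type cells. These held 9413 ± 2125 genes and 302772 ± 183320.5 UMIs (mean ± SD over cells). Between 15163519 and 197524235 UMIs were counted per wild-type pool, with a median of 42133622. Because the copy of the authors' sheet of cell types that was used lists only a part of the wild-type cells, the cell types were rebuilt by clustering on principal components of highly variable genes, after leaving out the genes that the paper names and its list of cell-cycle genes. A cluster took the authors' label when at least 50% of its labelled cells carried it, and otherwise a name ending in "-like" from marker genes fixed before the data were examined. Of 1475 labelled wild-type germ cells in named clusters, 77.6% fell in the class of their label, with 48.4% for diff.ing SPG and 51.1% for T-ProSPG, of which 77 fell in Q-ProSPG. Not counted there are the wild-type cells labelled mitotic arrest PGCs, of which 22 fell in mitotic PGCs, 7 in cluster 2 and none in mitotic arrest PGCs, a class that takes its name from <i>Helq</i>-null cells alone. Gonadal primordial germ cells (PGCs) of both genotypes were clustered together, and the cluster in which 57.1% of 366 labelled cells carried the authors' label for transitional PGCs is called cluster 2 or transitional PGCs here. UMI counts of the cells of one type in one pool were summed, and each gene is given in counts per 1000000 UMIs (CPM) as the mean ± SD over pools with at least 10 cells of the type. Where a gene was compared between cell types over pools, a two-sided permutation test of the mean log2(CPM + 1) was used that counts every assignment of the pools, with Benjamini-Hochberg adjustment over 29 such tests.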

A total of 11,598 single-cell transcriptomes passed stringent quality control measures (Fig. 1b, c, Supplementary Fig. 1b and Supplementary Data 1), with an average of 9,413 detected genes and 302,772 mRNA molecules detected per cell (Supplementary Fig. 1a), indicating the STRT-seq method (based on SMART-seq2, see “Methods”) that we used here was with high gene detection rate and sensitivity^33^. Subsequently, dimension reduction and clustering analysis were performed to group cells according to the global gene-expression profiles in an unbiased manner^34,35^. 10 major cell clusters, including one E6.5–E8.5 mix cell cluster containing specification PGCs, 7 germ cell clusters, and 2 somatic cell clusters, were identified (Fig. 1b–d and Supplementary Fig. 1b) (excluding contaminating blood cells and outliers). In particular, there were: (1) E6.5–E8.5 mix cell cluster (cluster 1) which contains specification PGCs expressing *Pou5f1* (*Oct4*), *Prdm1* (*Blimp1*), *Dppa3* (*Stella*), *Alpl*, and *T*^2,36–39^ (Fig. 1d and Supplementary Fig. 1d, e); (2) migrating PGCs (cluster 2, E8.5–E10.5) expressing *Kit* and *Pecam1*^40^; (3) mitotic PGCs (cluster 3, E11.5–E13.5) expressing *Ddx4*, *Dazl*, and *Mki67*^41,42^; (4) mitotic arrest PGCs (cluster 4, E13.5–E16.5) expressing *Nanos2* and *Piwil4*^43,44^; (5) prospermatogonia (ProSPG, cluster 5, E16.5-PND4) expressing *Tspan8*^45^; (6) spermatogonia (SPG, cluster 6, PND0-14) expressing *Etv5* and *Zbtb16* (*Plzf*)^46–48^; (7) spermatocytes (SPC, cluster 7, PND5-Adult) expressing *Sycp3* and *Spo11*; (8) round spermatids (RS, cluster 8, PND30-Adult) expressing *Prm1* and *Tex36*^19,21^. 

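In the migrating PGCs, <i>Kit</i> lay at 160.0 ± 47.2 CPM (SD, n = 4 pools) and <i>Pecam1</i> at 107 ± 44.4 CPM. <i>Ddx4</i>, on chromosome 13 of mm10 from 112598333 to 112652475, rose from 19.9 ± 8.14 CPM in these cells to 296 ± 86.3 CPM (SD, n = 6 pools) in mitotic PGCs, and no pool of one type overlapped the other. For <i>Dazl</i> the values were 4.32 ± 3.93 CPM and 564 ± 235 CPM, with the highest migrating pool, E10.5 replicate 1, at 10.2 CPM. <i>Piwil4</i>, on chromosome 9 from 14696230 to 14740733, had 5.49 ± 3.47 CPM in mitotic PGCs and 301.5 ± 55.7 CPM (SD, n = 4 pools) in mitotic arrest PGCs. <i>Zbtb16</i> was measured at 76.8 ± 4.94 CPM (SD, n = 4 pools) in undiff.ed SPG and 97.8 ± 36.0 CPM (SD, n = 10 pools) in diff.ing SPG, which differed by less than the spread between pools. <i>Spo11</i>, on chromosome 2 from 172977700 to 172993576, rose from 52.1 ± 44.0 CPM (SD, n = 6 pools) in diff.ed SPG to 188 ± 15.0 CPM (SD, n = 7 pools) in spermatocyte-like cells (exact permutation test, p = 5.83e-04, the smallest that 7 pools against 6 allow, adjusted p = 0.00523). The diff.ed SPG of this clustering also hold cells that the authors label leptotene or zygotene, so spermatocytes lie on both sides of that comparison. <i>Sycp3</i>, <i>Prm1</i> and <i>Tex36</i> served to name the spermatocyte-like and round spermatid-like clusters and are not used as results. No cluster of E6.5 to E8.5 cells could be named as specification PGCs from the labels and markers used here. The cells of E6.5 and E7.5 were left out of the comparisons. Of the E8.5 cells only the 85 of replicate 2 that were classed as migrating PGCs were used, as one of the pools of that type.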

To better understand the cell heterogeneity of specific cell clusters, unbiased cell clustering was further performed on clusters 5–6 and clusters 7–8, respectively. For ProSPG (cluster 5) and SPG (cluster 6), five subgroups corresponding to the five sequential developmental stages were further identified (Supplementary Fig. 1f, g). These included quiescent prospermatogonia (Q-ProSPG, expressing *Dnmt3l* and *Tspan8*), transitional prospermatogonia (T-ProSPG, expressing *Id4* and *Pecam1*), undifferentiated spermatogonia (undiff.ed SPG, expressing *Etv5* and *Gfra1*), differentiating spermatogonia (diff.ing SPG, expressing *Nanos3*, *Lin28a*, and *Upp1*) and differentiated spermatogonia (diff.ed SPG, expressing *Dmrtb1* and *Esx1*) (Supplementary Fig. 1f, g). Similarly, nine subgroups (excluding some residual SPG) were further defined from SPC (cluster 7) and RS (cluster 8) according to the dynamic expression of stage-specific markers (Supplementary Fig. 1h, i). 

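<i>Dnmt3l</i>, on chromosome 10 of mm10 from 78041947 to 78063622, was at 206 ± 111 CPM (SD, n = 9 pools) in Q-ProSPG and 25.5 ± 14.0 CPM (SD, n = 5 pools) in T-ProSPG, a log2 fold change of -2.92 (standard error 0.64, adjusted p = 0.00140) from edgeR's quasi-likelihood test over 19692 genes. For <i>Tspan8</i> the same comparison gave 144 ± 34.6 CPM in Q-ProSPG and a log2 fold change of -1.21 (standard error 0.42, adjusted p = 0.0295). <i>Id4</i> measured 85.4 ± 68.5 CPM in Q-ProSPG, 198 ± 16.9 CPM in T-ProSPG and 168 ± 32.3 CPM (SD, n = 4 pools) in undiff.ed SPG, where the pool of PND5 replicate 2 had the lowest value at 121 CPM. Its rise from Q-ProSPG to T-ProSPG did not pass the threshold (log2 fold change 1.31, adjusted p = 0.0563). <i>Pecam1</i> did not differ between Q-ProSPG, at 25.3 ± 6.89 CPM, and T-ProSPG, at 24.8 ± 9.20 CPM (adjusted p = 0.906 from edgeR). Between undiff.ed and diff.ing SPG, the values were 102 ± 12.3 CPM (SD, n = 4 pools) and 144 ± 57.0 CPM (SD, n = 10 pools) for <i>Nanos3</i>, 39.0 ± 11.9 CPM and 53.2 ± 14.7 CPM for <i>Lin28a</i>, and 32.6 ± 3.96 CPM and 106 ± 75.9 CPM for <i>Upp1</i>. All 3 were higher in diff.ing SPG without passing the permutation test, with adjusted p = 0.369, 0.131 and 0.112 in that order. <i>Upp1</i> had its lowest undiff.ed value, 26.7 CPM, in PND4 replicate 1. <i>Dmrtb1</i> rose from 20.7 ± 9.96 CPM (SD, n = 10 pools) in diff.ing SPG to 55.8 ± 29.3 CPM (SD, n = 6 pools) in diff.ed SPG (exact permutation test, adjusted p = 0.00634), and <i>Esx1</i> from 21.2 ± 17.2 CPM to 106 ± 39.8 CPM (adjusted p = 0.00523). The diff.ing pool of PND10 replicate 2 lay above the other 9 for <i>Esx1</i>, at 63.4 CPM. One cluster of diff.ed SPG, of 314 cells, was led by genes high in Sertoli cells. Another, of 253 cells, scored highest for the fixed spermatocyte markers. Of the cells labelled zygotene, 5 fell in diff.ed SPG and 1 in spermatocyte-like cells, and 1 labelled leptotene fell in diff.ed SPG. The mean of <i>Sycp1</i> was 842 CPM in diff.ed SPG and 478 CPM in spermatocyte-like cells. The class thus holds early spermatocytes too. Whether RNA of other cells or somatic cells move the values given for diff.ed SPG was not tested. In spermatocyte-like cells <i>Dmrtb1</i> stood at 512 ± 246 CPM (SD, n = 7 pools), above diff.ed SPG (exact permutation test, adjusted p = 0.00523). A cluster of 449 cells, mostly of PND8 to PND14, had too few labelled cells to take a name. All 8 of them carry the label diff.ed SPG. <i>Esx1</i> and <i>Dmrtb1</i> are among its leading genes, so the diff.ed SPG values leave out cells high in both.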

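The stages inside spermatocytes and round spermatids were not rebuilt here, and their cells were kept in spermatocyte-like clusters of 1013 cells in 7 pools and round spermatid-like clusters of 1149 cells in 5 pools. At PND30 the cells had been sorted by DNA content, which gives a check that does not rest on transcripts. Among the cells sorted as 4N, 235 of 286 fell in spermatocyte-like clusters and 49 in round spermatid-like ones. Among those sorted as 1N, 278 of 286 fell in round spermatid-like clusters and 4 in spermatocyte-like ones. Of the 277 cells sorted as 2N, 208 fell in round spermatid-like clusters.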

The succession of all the germ cell types matched the progression along the densely sampled time-points. Also, four major somatic cell clusters were annotated as progenitor cells, peritubular myoid cells & interstitial progenitors (PMC & IP), Leydig cells and Sertoli cells based on previously determined cell-type markers (Supplementary Fig. 1j, k).

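Of the wild-type cells, 506 fell in clusters that took the authors' Sertoli cell label and 754 in the cluster that took their label for peritubular myoid cells and interstitial progenitors. <i>Sox9</i>, on chromosome 11 of mm10 from 112782224 to 112787760, was at 379 CPM in the Sertoli cells and 56.9 CPM in the other cluster, each from counts summed over all its cells. <i>Amh</i> was at 397 and 16.2 CPM in the same order, <i>Nr2f2</i> at 15.8 and 329 CPM, and <i>Acta2</i> at 61.5 and 396 CPM. <i>Cyp11a1</i>, a gene of steroid synthesis, reached 211 CPM in the cluster of peritubular myoid cells and interstitial progenitors and 57.0 CPM in Sertoli cells. The germ cell gene <i>Ddx4</i> gave 52.7 and 51.5 CPM in these 2 groups, a level that RNA from germ cells in the same pools can also give. Leydig cells and progenitor cells were not separated by the labels at hand.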

To examine the cell distribution across male germ cell development, the cellular composition of each sampled time-point was recorded based on the cell clustering results (Fig. 1e). Specifically, germ cells from E6.5 and E7.5 embryos consisted of only specification PGCs. Migrating PGCs colonized the gonads mainly at E10.5. At E13.5, mitotic arrest PGCs began to emerge and accordingly the proportion of mitotic PGCs declined, followed by sharply decreasing at E14.5. 

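The cells of E13.5 to E16.5 had been sorted from 3 parts of the gonad, so that shares of cell types describe the sorted cells. Mitotic PGCs made up 151 of 151 germ cells at E11.5 and 137 of 138 at E12.5, in 2 pools at each time-point. At E13.5 their share was 88.5% ± 8.76 (SD, n = 2 pools), and 21 of 190 germ cells lay in cluster 2. At E14.5 mitotic PGCs were 6.86% ± 2.34 of the germ cells, cluster 2 82.0% ± 10.7 and mitotic arrest PGCs 11.1% ± 8.35 (SD, n = 2 pools each). From E15.5 to E16.5 the share of a cluster without a label, called late PGCs here, rose from 5.91% ± 8.36 to 90.0% ± 5.26 (SD, n = 2).

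**Figure D1:**
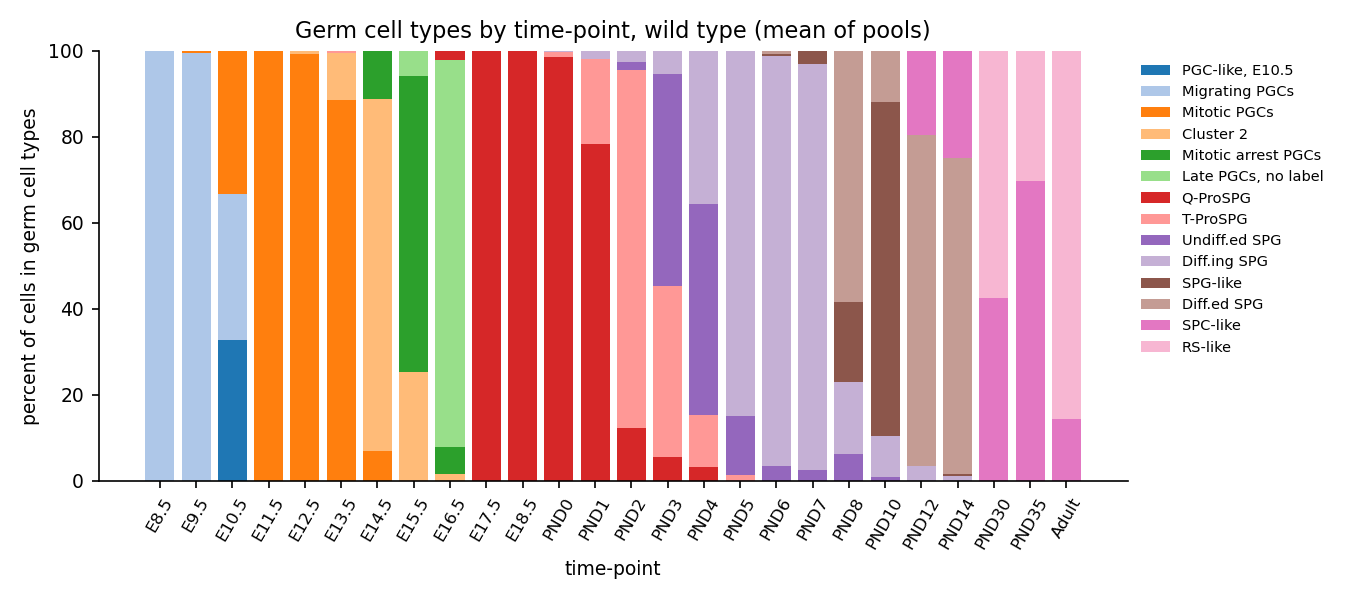
Germ cell types of wild-type pools from E8.5 to the adult, as percent of the cells that took a germ cell type (vertical axis, mean of the pools of a time-point) against time-point (horizontal axis). Mitotic PGCs make up 99.3% at E12.5 and 6.86% at E14.5.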

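At PND0, 332 of 336 germ cells were Q-ProSPG and 3 were T-ProSPG, over 2 pools. The share of T-ProSPG was 19.7% ± 25.8 at PND1 and 83.3% ± 5.99 at PND2 (SD, n = 2 pools each). At PND1 one pool had 1.43% and the other 38.0%. The pools of PND3 were further apart, with 0.559% T-ProSPG in one and 78.9% in the other, and Q-ProSPG had fallen to 18 cells.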

The conversion from Q-ProSPG to T-ProSPG occurred mainly from PND0-3. 

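At E17.5 and E18.5, 64 and 140 germ cells took a germ cell type, and all of them were Q-ProSPG. Those of E17.5 all came from replicate 2, since none of the 72 BVSC-positive cells of E17.5 replicate 1 took a germ cell type. A cluster of E16.5 and E17.5 cells was named somatic-like from markers although it held <i>Ddx4</i> at 217 CPM, and the BVSC-positive cells of that replicate were left out of the comparisons. Cells classed as undiff.ed SPG first appeared at PND2, where they were 7 of 210 germ cells, all in one of the 2 pools, replicate 2. These 7 cells held 469484 UMIs together, against a median of 235449 UMIs per cell in that pool. Whether low depth placed them in this class was not tested, so they do not show undiff.ed SPG at PND2. The share of undiff.ed SPG at PND3 was 3.11% in one pool and 95.5% in the other, and at PND4 5.22% and 92.9%. The low share at PND3 rests on 5 cells with 109353 UMIs together, and that at PND4 on 7 cells with 248062. A difference of this size between pools of one time-point leaves the mean share at these days undefined.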

From E16.5 to PND3, Q-ProSPG developed into T-ProSPG, while undiff.ed SPG appeared as early as PND2. From PND7 onwards, the commitment to spermatogonia differentiation and subsequent male meiosis occurred. This indicates that our dataset captures all of the known critical stages and cell-fate transition of mouse male germ cells, constituting the full-term single-cell transcriptome atlas of male germline cycle.

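Diff.ing SPG made up 94.2% ± 2.94 of the germ cells at PND7 (SD, n = 2 pools). The first spermatocyte-like cells classed were 42 of 179 germ cells at PND12, in one of 2 pools, and diff.ed SPG were 76.9% ± 22.8 at that time-point and 73.5% ± 29.8 at PND14. These diff.ed SPG include cells that the authors label leptotene or zygotene. Left out are 37 cells of PND12 and 221 of PND14 in a cluster without a name. Its 8 labelled cells all carry the label diff.ed SPG. At PND30, spermatocyte-like cells were 42.6% ± 17.6 and round spermatid-like cells 57.4% ± 17.6 of the germ cells (SD, n = 2), after sorting by DNA content. At PND8, 330 of 371 cells lay in clusters without a name.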

### Transcriptome signatures of mouse male germ cells

To further dissect the transcriptome dynamics along the developmental trajectory of male germ cell development, global gene-expression patterns of differentially expressed genes (DEGs) were analyzed. 

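Counts were summed over the cells of one type in one pool, which gave 71 sums, and 13 rebuilt germ cell types had at least 2 of them. Each type was compared with the mean of the other types by edgeR's quasi-likelihood test over 23988 genes. At a false discovery rate of 0.05, 85804 calls of a gene higher in one type were made, covering 23588 different genes. With a rise of at least 2-fold required as well, 68971 calls of 20829 genes were left. The alternative that moved the number of calls most was leaving out replicate 1 of every time-point, with 51755. In data simulated from these counts with 200 changed genes, 73.5% of the changed genes were called and 31.3% of the calls were false. The real fit called 23588 genes, so this share of false calls cannot be carried over to it. The paper's test took single cells as replicates, and its types were more finely divided.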

A total of 23,204 DEGs (9,922 unique DEGs) were identified among the entire set of 8,581 germ cells in 18 major germ cell stages (Supplementary Fig. 2a and Supplementary Data 1). Gene ontology (GO) analysis on these DEGs demonstrated distinct biological processes in each germ cell type (Fig. 2a). 

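Cell-cycle phases were scored from 43 G1/S and 54 G2/M genes of the paper's list, following the scheme of Seurat, after thinning every cell to 50000 UMIs so that depth could not move the calls. Of 7576 cells scored, 732 lay within 0.05 of the border between phases. Migrating PGCs were 58.2% ± 17.7 in S and 41.1% ± 17.46 in G2/M (SD, n = 4 pools), and mitotic PGCs 42.9% ± 12.3 and 55.6% ± 14.1 (n = 6). In T-ProSPG the S share was 65.7% ± 10.6 (n = 5), in undiff.ed SPG 42.8% ± 1.99 (n = 3), in diff.ing SPG 39.5% ± 9.53 (n = 10) and in diff.ed SPG 55.5% ± 16.2 (n = 6). Phase calls read RNA that does not come from the cell itself too, so <i>Mki67</i>, on chromosome 7 of mm10 from 135689784 to 135716361, was taken beside them. It stood at 201 ± 12.1 CPM (SD, n = 4 pools) in undiff.ed SPG and 134 ± 56.4 CPM (SD, n = 5 pools) in T-ProSPG.

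**Figure D2:**
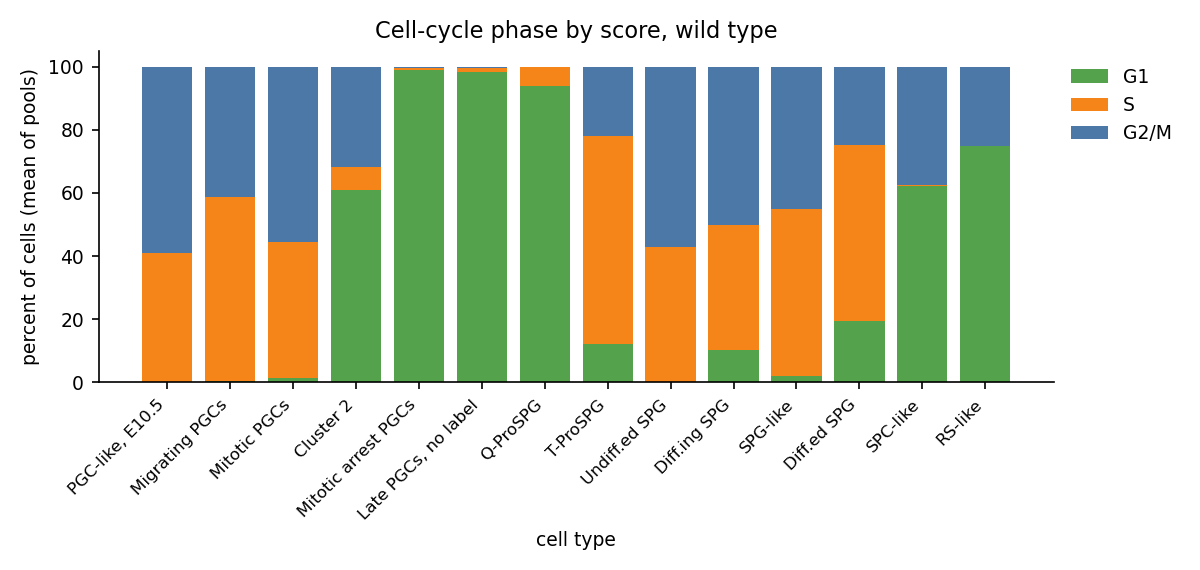
Percent of cells in G1, S and G2/M by score (vertical axis, mean of pools) for each wild-type germ cell type (horizontal axis). S makes up 42.9% of mitotic PGCs and 65.7% of T-ProSPG.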

Cell-cycle analysis revealed that a remarkable fraction of a majority of PGC and spermatogonia cell types were actively dividing (Fig. 2b, c). In contrast, mitotic arrest PGCs, Q-ProSPG, and spermatids were predominantly quiescent.

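By score, G1 held 99.0% ± 1.67 of mitotic arrest PGCs (SD, n = 3 pools), 93.9% ± 7.73 of Q-ProSPG (n = 9) and 74.7% ± 11.9 of round spermatid-like cells (n = 5). The rest of the round spermatid-like cells, 25.3% ± 11.9, scored as G2/M, and none scored as S. Spermatocyte-like cells were 62.3% ± 8.76 G1 and 37.5% ± 8.86 G2/M by score (n = 7). <i>Mki67</i> was at 18.8 ± 7.99 CPM (SD, n = 9 pools) in Q-ProSPG. The scheme has no class for cells outside the cycle, and G1 takes every cell with both scores below 0.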

**Fig. 2:**
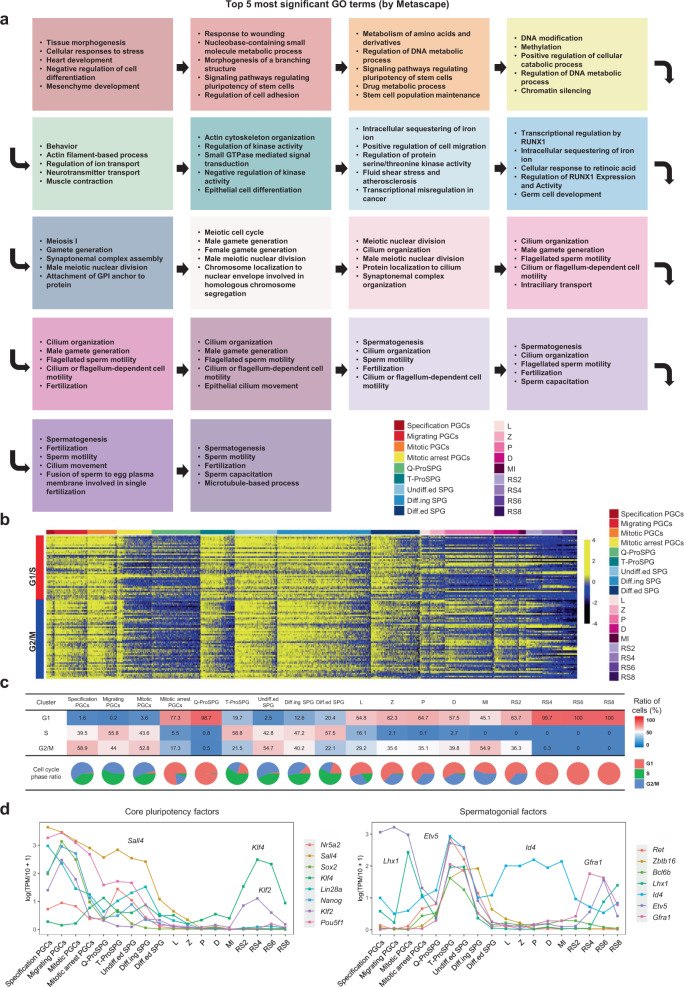
Transcriptome signatures of mouse male germ cells. **a** Top 5 most significant GO terms and *P* values (-LogP) of 18 germ cell clusters are indicated by distinct colors, respectively. **b** Heatmap of 97 cell-cycle-related genes in mouse male germ cells. The color key from black to yellow indicates low to high expression levels. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **c** Proportion germ cells in one of three cell-cycle phase. **d** Line plots showing the relative expression levels (log(TPM/10+1)) of previously known core pluripotency factors, and spermatogonial factors in each cell cluster.

Cell-fate transition during male germ cell development involves the participation of a set of critical regulators; however, the expression dynamics of these genes in the context of the whole male germ cell development is hitherto unknown. To this end, the full-term transcriptional patterns of known essential regulators were analyzed across mouse male germ cell development (Fig. 2d; Supplementary Fig. 2d). 

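<i>Pou5f1</i>, on chromosome 17 of mm10 from 35506018 to 35510772, was at 333 ± 39.2 CPM (SD, n = 4 pools) in migrating PGCs and 0.697 ± 0.762 CPM (SD, n = 7 pools) in spermatocyte-like cells. <i>Sox2</i>, on chromosome 3 from 34650405 to 34652461, fell from 267 ± 31.3 CPM in migrating PGCs to 20.1 ± 16.4 CPM (SD, n = 4 pools) in mitotic arrest PGCs, and <i>Nanog</i>, on chromosome 6 from 122707489 to 122714633, stood at 215 ± 49.8 CPM in migrating PGCs. Over all types, those of 1 pool included, the highest mean of each of these 3 genes was in migrating PGCs or in the PGC-like cluster of E10.5, which holds 89 cells of one pool. <i>Klf4</i> did not share this pattern, with 3.36 ± 2.40 CPM in migrating PGCs.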

As anticipated, core pluripotency factors were prominently enriched in the PGCs. According to the self-organizing maps (SOM), we found that each cell cluster enriched a different set of pluripotency factors (Supplementary Fig. 2c, Supplementary Data 1). 

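<i>Etv5</i>, on chromosome 16 of mm10 from 22381309 to 22439719, was at 167 ± 13.6 CPM (SD, n = 5 pools) in T-ProSPG and 143 ± 28.2 CPM (SD, n = 4 pools) in undiff.ed SPG, and higher still in migrating PGCs at 266 ± 16.2 CPM (SD, n = 4 pools). <i>Gfra1</i>, on chromosome 19 from 58235604 to 58455909, was at 88.0 ± 12.2 CPM in T-ProSPG, 84.6 ± 7.57 CPM in undiff.ed SPG and 38.1 ± 23.6 CPM (SD, n = 10 pools) in diff.ing SPG. <i>Ret</i> and <i>Bcl6b</i> had their highest means among the types in T-ProSPG, at 193 ± 29.6 CPM and 70.0 ± 16.6 CPM. <i>Lhx1</i>, on chromosome 11 from 84518284 to 84525535, was measured at 151 ± 25.8 CPM in undiff.ed SPG and 156 ± 59.7 CPM (SD, n = 6 pools) in mitotic PGCs, which differed by less than the spread between pools.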

And the well-defined spermatogonia factors were upregulated in ProSPG and SPG stages as expected. 

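Round spermatid-like cells were compared with spermatocyte-like cells, 5 pools against 7. <i>Klf4</i>, on chromosome 4 of mm10 from 55527143 to 55532466, was at 73.6 ± 21.6 CPM and 6.63 ± 3.10 CPM, and <i>Klf2</i> at 17.0 ± 2.16 CPM and 1.23 ± 1.04 CPM. <i>Gfra1</i> rose from 2.64 ± 1.87 CPM to 34.3 ± 13.6 CPM and <i>Etv5</i> from 1.57 ± 1.13 CPM to 15.2 ± 10.0 CPM. For each of these 4 genes no pool of one type overlapped the other (exact permutation test, p = 0.00126, the smallest that this design allows, adjusted p = 0.00523). <i>Lhx1</i> was at 6.90 ± 7.59 CPM and 1.08 ± 1.64 CPM, with overlapping pools (adjusted p = 0.0244 from the same exact permutation test), and its round spermatid-like mean rests on PND30 replicate 2 at 20.3 CPM. The spermatocyte-like cells of adult replicate 2 lay above the other pools of their type for <i>Klf2</i>, <i>Klf4</i>, <i>Etv5</i> and <i>Lhx1</i>. Against the other types, <i>Klf4</i> was highest in round spermatid-like cells, while <i>Klf2</i> was highest in migrating PGCs.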

Notably, RS stage exhibited an upregulated expression of several pluripotency markers (*Klf2*, *Klf4*, *Gfra1*) and spermatogonia factors (*Etv5*, *Lhx1*) (Fig. 2d).

In search for markers with potential roles as drivers in mouse PGC development, we searched our data for genes specifically elevated at different developmental stages by DEG analysis. For example, it is observed that a prominent and cell-type-specific expression of *Elf3*, *Zic3*, *Rbm47*, *Irf1*, *Meios3*, *Porcn*, and *Slpi* in specification PGCs (Supplementary Fig. 3a, Supplementary Data 2). Among these candidate genes, *Irf1* was highly expressed in E7.5 PGCs; however, the emergence of IRF1 protein was first detected in migrating PGCs (BLIMP1-EGFP^+^, E9.5), but not E7.5 PGCs (Supplementary Fig. 3b, c). This might be due to delayed translation of *Irf1* mRNA. Thus, our data indicate that IRF1 might participate in the regulation of PGC maintenance rather than PGC specification. Notably, we found that the population of migrating PGCs was highly heterogeneous and could be further divided into three states (Supplementary Fig. 3d). GO analysis showed that DEGs involved in “Wnt signaling pathway”, “Ribosome”, and “piRNA metabolic process” distinguished the three states of migrating PGCs, indicating that Wnt signaling pathway, translation, and piRNAs are sequentially involved in regulating the migration process of PGCs (Supplementary Fig. 3e, Supplementary Data 2).

With respect to the defined stage-specific markers identified in this study (discuss later) (Supplementary Fig. 2b), *Zic3* was highly expressed in both specification and migrating PGCs. Upregulated expression of *Hesx1* was detected in mitotic arrest PGCs. 

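<i>Hesx1</i>, on chromosome 14 of mm10 from 26994416 to 27002329, was at 38.1 ± 23.8 CPM (SD, n = 4 pools) in the mitotic arrest PGCs of this clustering and 57.9 ± 73.3 CPM (SD, n = 6 pools) in mitotic PGCs. The spread between the mitotic pools, from 0.646 to 189 CPM, was larger than this difference.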

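<i>Tie1</i>, on chromosome 4 of mm10 from 118471191 to 118490061, had its highest mean in Q-ProSPG, at 113 ± 56.3 CPM (SD, n = 9 pools), against 19.6 ± 10.9 CPM (SD, n = 5 pools) in T-ProSPG. <i>Krt18</i>, on chromosome 15 from 102028180 to 102032027, was also highest in Q-ProSPG, at 214 ± 40.2 CPM, then in T-ProSPG at 121 ± 36.0 CPM, and fell to 17.4 ± 10.4 CPM (SD, n = 4 pools) in undiff.ed SPG. The lowest <i>Krt18</i> values of these types came from PND3 replicate 2 in Q-ProSPG, at 117 CPM, and PND5 replicate 2 in undiff.ed SPG, at 1.98 CPM. <i>Zxdc</i>, on chromosome 6 from 90369492 to 90403490, was at 76.7 ± 55.1 CPM in Q-ProSPG and 15.0 ± 6.54 CPM in T-ProSPG, and was higher in the late PGCs of E15.5 and E16.5, at 121 ± 14.2 CPM (SD, n = 3 pools). In mitotic arrest PGCs it had 47.5 ± 20.6 CPM (SD, n = 4 pools), with E15.5 replicate 1 at 78.3 CPM above the other pools.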

Subsequently, *Zxdc* and *Tie1* were primarily expressed in Q-ProSPG, while *Krt18* was expressed in Q-ProSPG, T-ProSPG as well as specification PGCs. Furthermore, prominent expression of *Hhex* was observed in both T-ProSPG and undiff.ed SPG. These stage-specific markers could potentially be used to further characterize the regulatory networks of male germ cells.

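<i>Hhex</i>, on chromosome 19 of mm10 from 37434810 to 37440731, was at 120.1 ± 25.6 CPM (SD, n = 5 pools) in T-ProSPG and 103 ± 18.2 CPM (SD, n = 4 pools) in undiff.ed SPG, its 2 highest means among the types compared. Diff.ing SPG followed at 90.2 ± 34.1 CPM (SD, n = 10 pools), which did not differ from undiff.ed SPG (exact permutation test, p = 0.380, adjusted p = 0.408), and Q-ProSPG had 50.2 ± 26.7 CPM (SD, n = 9 pools). The sign of the small difference between undiff.ed SPG and T-ProSPG changed with the normalization.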

### Mitotic to mitotic arrest transition is companied by global transcriptome reconfiguration

Upon arrival at genital ridges, PGCs undergo rapid proliferation and subsequently commit to male or female developmental trajectories^1^. 

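<i>Mki67</i> stood at 214 ± 42.1 CPM (SD, n = 6 pools) in mitotic PGCs and 9.91 ± 4.58 CPM (SD, n = 4 pools) in mitotic arrest PGCs, where E15.5 replicate 1 had the highest value at 16.8 CPM. By score, 1.52% ± 3.71 of mitotic PGCs were in G1 (SD, n = 6 pools). The authors labelled 251 <i>Helq</i>-null cells as mitotic arrest PGCs, and 129 of these fell in cluster 2 when the cell-cycle genes were left out of the clustering.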

In accordance with previous reports^49,50^, we verified that almost all of the mouse male mitotic PGCs were indeed actively proliferating, but a part of mitotic arrest PGCs expressed cell-cycle-related genes highly, indicating that the heterogeneity and asynchronism in mouse male gonadal PGC development (Fig. 2b). Immunostaining analysis showed that the number of MKI67^+^ PGCs decreased dramatically from 94.8% to 0.6% between stages E11.5 to E16.5, corroborating the final fate of male germ cells towards quiescence (Supplementary Fig. 4a, b). 

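The clustering used here left out the cell-cycle genes, and cluster 2 was found without them. Its wild-type cells were 60.9% ± 23.4 G1, 7.17% ± 8.02 S and 31.9% ± 17.1 G2/M by score (SD, n = 5 pools). Over the 96 genes of the cell-cycle list that could be tested, 88 were higher in cluster 2 than in mitotic arrest PGCs, with a median log2 fold change of 0.67 against -0.055 over all genes. The list as a set was higher by limma's camera (p = 9.95e-18 with its preset correlation of 0.01), by fry (p = 1.29e-04) and by camera with the correlation estimated from the data (p = 0.0271).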

The mitotic arrest PGCs were then subdivided into two sub-populations based on the expression of cell cycle-related genes by unsupervised hierarchical clustering analysis (Fig. 3a). Coincided with the findings in human male fetal germ cells^29^, the group with higher expression of cell-cycle genes were at the transitional stage of the two types of gonadal PGCs and were accordingly named as transitional PGCs. ROGUE-guided analysis^51^ (see “Methods”) proved that the purity score of mitotic arrest PGCs was increased from 0.26 to 0.50 when sub-dividing was performed. Besides, DEG analysis showed that the transitional PGCs exhibited its unique gene-expression signature (Fig. 3b). 

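Sums of cluster 2, 5 pools, were compared with those of mitotic PGCs, 6 pools, and of mitotic arrest PGCs, 4 pools, in one fit that also held the late PGCs, Q-ProSPG and T-ProSPG and left out the 3316 genes that any clustering had used. Of 20307 genes tested, 4877 differed from mitotic PGCs at a false discovery rate of 0.05 by edgeR's quasi-likelihood test, 2903 of them higher in cluster 2. Against mitotic arrest PGCs 5069 genes differed, 2200 of them higher in cluster 2. Each sum held between 1982092 and 29543715 UMIs. With the pool taken as a block, 3497 genes differed from mitotic arrest PGCs, 2874 of them among those above and 2027 higher in cluster 2, so that most changes were then rises. These 2 types share 3 pools with enough cells of both. Cluster 2 and mitotic PGCs share only E13.5 replicate 1, so their comparison rests on differences between pools. The largest rises from mitotic PGCs among well expressed genes whose pools did not overlap were those of <i>Fam50b</i> (8.29), <i>Syce1l</i> (5.58) and <i>Abcd2</i> (5.57) and the largest falls those of <i>Hk1</i> (-4.23), <i>S100a13</i> (-3.80) and <i>Fblim1</i> (-3.44), with log2 fold changes in parentheses. Against mitotic arrest PGCs these were <i>Gatsl3</i> (3.98) and <i>Etv4</i> (3.88) among the rises and <i>Tie1</i> (-4.86) and <i>Procr</i> (-3.45) among the falls.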

Based on the results using unsupervised dimension reduction and clustering analysis, the transitional PGCs were further confirmed to be an independent cell population (Supplementary Fig. 4c), which was comparable with the aforementioned results by unsupervised hierarchical clustering analysis.

**Fig. 3:**
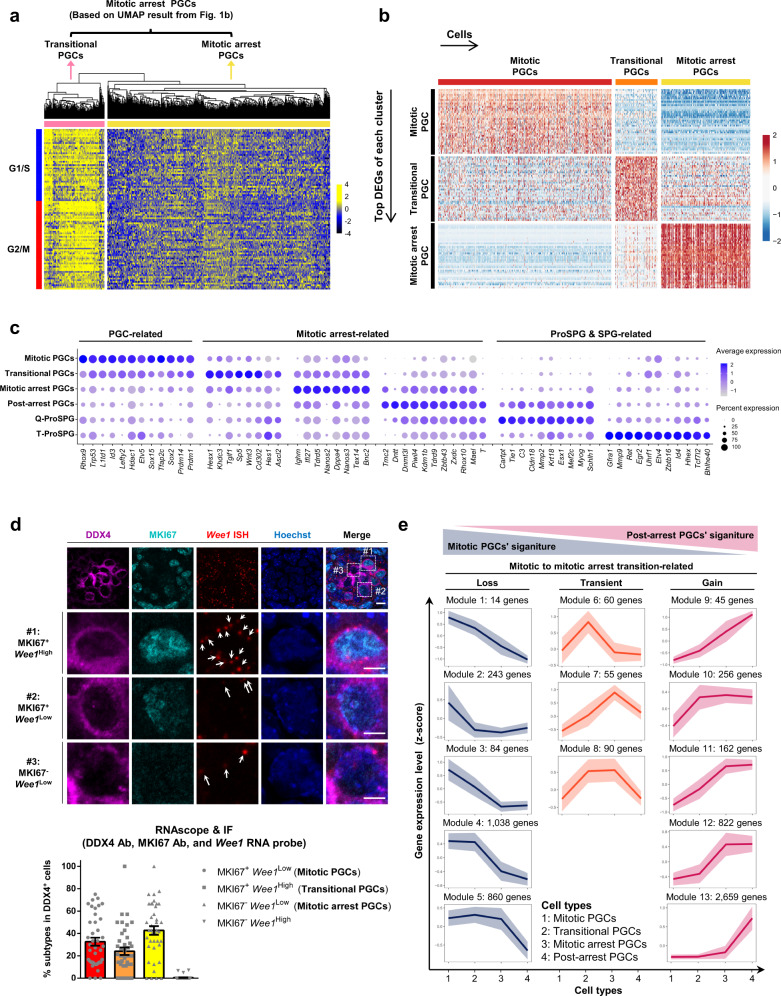
Mitotic to mitotic arrest transition is companied by global transcriptome reconfiguration. **a** Heatmap showing cell-cycle-related genes based hierarchical clustering result of the mitotic arrest PGCs identified from Fig. 1b. The transitional PGCs are clearly subdivided as an independent cell cluster. **b** Heatmap of the top DEGs of each stage (identified among the mitotic PGCs, transitional PGCs and mitotic arrest PGCs). The color key from blue to red indicates low to high expression levels. **c** Dotplot showing the expression patterns of gene sets in the mitotic PGCs, transitional PGCs, mitotic arrest PGCs, post-arrest PGCs, Q-ProSPG, and T-ProSPG. Dot size indicates the fraction of cells with detectable expression for a given marker gene and the color key indicates average gene-expression levels in each cell type. **d** RNAscope of *Wee1* co-stained with immunofluorescence of DDX4 and MKI67 antibodies in E14.5 mouse male gonadal sections. Arrows indicate the dots of the probe signals, each representing one copy of the *Wee1* mRNA. Scale bar, 10 μm. Detailed images of the indicated germ cells are also shown. Scale bar, 5 μm. Images are obtained using ZEISS LSM880 confocal microscope under a C-Apochromat 63×/1.20 W korr M27 objective lens with 2× scan zoom. Relative proportions of mitotic- (MKI67^+^ *Wee1*^Low^), transitional- (MKI67^+^ *Wee1*^High^), and mitotic arrest PGCs (MKI67^−^ *Wee1*^Low^) in the WT mouse male gonads at E14.5 are also shown below. Mean ± SEM, *n* = 457 cells examined over four biologically independent experiments. **e** Clustering analysis of dynamic gene expression during mitotic to mitotic arrest transition. Thirteen modules of genes form three distinct categories according to the expression patterns. Gene number per cluster was followed by the module number. Mean of scaled gene-expression level of each module (solid line) was shown with 95% confidence interval (shadow).

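<i>Nanog</i> lay at 174 ± 41.1 CPM (SD, n = 6 pools) in mitotic PGCs, 81.8 ± 22.8 CPM (SD, n = 5 pools) in cluster 2 and 24.1 ± 9.64 CPM (SD, n = 4 pools) in mitotic arrest PGCs. Cluster 2 differed from both, with a log2 fold change of -1.21 (standard error 0.26, adjusted p = 6.11e-04) against mitotic PGCs and a log2 fold change of 1.90 (standard error 0.30, adjusted p = 1.97e-05) against mitotic arrest PGCs, from edgeR's quasi-likelihood test. <i>Nanos2</i>, on chromosome 7 of mm10 from 18987400 to 18988962, was at 5.98 ± 13.48 CPM in mitotic PGCs, where E13.5 replicate 1 held 33.4 CPM and lay above the other 5 pools. In cluster 2 it was at 94.3 ± 35.2 CPM and in mitotic arrest PGCs at 70.6 ± 43.4 CPM. Its rise from mitotic PGCs had a log2 fold change of 3.90 (standard error 1.21, adjusted p = 0.0197), and the difference between cluster 2 and mitotic arrest PGCs did not pass the threshold (adjusted p = 0.815). The paper reports that transitional PGCs carry signatures of both mitotic and mitotic arrest PGCs, and gives the presence of these genes as an example.

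**Figure D3:**
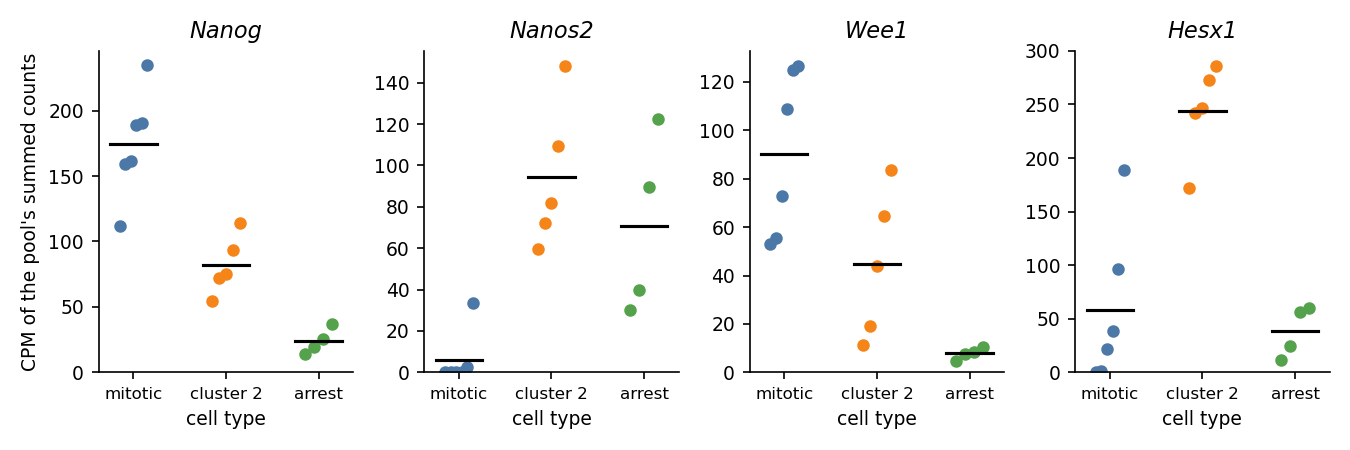
CPM of <i>Nanog</i>, <i>Nanos2</i>, <i>Wee1</i> and <i>Hesx1</i> (vertical axes) in mitotic PGCs, cluster 2 and mitotic arrest PGCs of wild-type mice (horizontal axes). Points are pools and lines are means, which for <i>Nanog</i> fall from 174 to 81.8 and 24.1 CPM.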

Further analysis showed that transitional PGCs shared the transcriptome signatures of both mitotic PGCs and mitotic arrest PGCs; for instance, both of the early PGC’s- marker gene *Nanog* and late PGC’s- marker gene *Nanos2* were expressed in the transitional PGCs (Fig. 3c). The cellular characteristics of the transitional PGCs were analyzed by comparing with mitotic PGCs and mitotic arrest PGCs. We found that transitional PGC’s signature genes were enriched in GO terms such as “Cell-cycle regulation”, “Cell-cycle phase transition”, and “APC/C-mediated degradation of cell-cycle proteins” (Supplementary Data 2), suggesting that cell cycle might be involved in the regulation of this stage of PGC development. 

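<i>Wee1</i>, on chromosome 7 of mm10 from 110122046 to 110143286, was at 90.3 ± 34.1 CPM (SD, n = 6 pools) in mitotic PGCs, 44.6 ± 30.4 CPM (SD, n = 5 pools) in cluster 2 and 7.85 ± 2.54 CPM (SD, n = 4 pools) in mitotic arrest PGCs. It was lower in cluster 2 than in mitotic PGCs, with a log2 fold change of -1.11 (standard error 0.35, adjusted p = 0.0174), and higher than in mitotic arrest PGCs, with a log2 fold change of 2.69 (standard error 0.43, adjusted p = 2.53e-05), from edgeR's quasi-likelihood test. Cluster 2 was built without cell-cycle genes, while the paper split transitional PGCs off by their high expression. Of 251 <i>Helq</i>-null cells labelled mitotic arrest PGCs, 129 fell in cluster 2, so its values are not those of the paper's class. Of 4 other cell-cycle genes, <i>Ccna2</i>, <i>Ccnb1</i> and <i>Cdk1</i> fell in the same order. <i>Ccna2</i> went from 294 ± 33.1 CPM over 131 ± 60.1 CPM to 59.8 ± 1.63 CPM, <i>Ccnb1</i> from 539 ± 52.7 CPM over 381 ± 69.1 CPM to 263 ± 20.8 CPM, and <i>Cdk1</i> from 306 ± 28.7 CPM over 177 ± 63.4 CPM to 56.5 ± 23.0 CPM. <i>Cdk2</i> did not differ in the comparison between pools, with 45.9 ± 27.8 CPM, 57.0 ± 19.9 CPM and 65.9 ± 9.68 CPM in the same order (adjusted p = 0.693 and 0.997 from edgeR). With the pool as a block, its log2 fold change in cluster 2 against mitotic PGCs was -1.51. That value sets 1 sum against 1, from E13.5 replicate 1 alone.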

Among the genes associated with these terms, *Wee1* (encoding WEE1) was selected as a specific maker of the transitional PGCs for further study (Supplementary Fig. 4d). By simultaneous immunofluorescence of MKI67 antibody and RNAscope assay of *Wee1* mRNA probe in situ, the MKI67^+^ *Wee1*^High^ cells were identified to be the transitional PGCs (Fig. 3d). In addition, the expression patterns of WEE1 protein and *Wee1* mRNA were generally consistent (Supplementary Fig. 4e–g). Based on these results, the developmental behavior of transitional PGCs could be traced by MKI67 antibody co-stained with *Wee1* mRNA probe or WEE1 antibody (discussed below). In addition, gene-expression dynamics of transitional PGCs along with mitotic PGCs and mitotic arrest PGCs were examined (Supplementary Data 2). GO analysis showed that the downregulated genes from mitotic PGCs to transitional PGCs were markedly associated with “Glucose catabolic process”, while genes downregulated from transitional PGCs to mitotic arrest PGCs were related to “Cell cycle” and “DNA replication”. In contrast, male gamete generation-related GO terms were enriched in the upregulated genes (Supplementary Data 2). Furthermore, pluripotency factors underwent dramatic expression changes (Supplementary Fig. 4h). Based on these data, transitional PGCs represented the transitional cellular state in the conversion from mitotic PGCs to mitotic arrest PGCs, and its activity was highly associated with cell-cycle regulation. *Ascl2*, *Hesx1*, *Hes1*, *Tgif1*, and *Sp5* were identified to be the top transcription factors specific for the transitional PGCs (Supplementary Fig. 4i, Supplementary Data 2).

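<i>Hesx1</i> had its highest mean among the types in cluster 2, at 244 ± 44.3 CPM (SD, n = 5 pools), with a log2 fold change of 2.79 (standard error 0.92, adjusted p = 0.0280) against mitotic arrest PGCs and a log2 fold change of 1.95 (standard error 0.76, adjusted p = 0.0640) against mitotic PGCs, the latter not past the threshold of edgeR's quasi-likelihood test. <i>Tgif1</i>, on chromosome 17 of mm10 from 70844205 to 70853546, was at 61.1 ± 44.9 CPM in mitotic PGCs, 202 ± 24.1 CPM in cluster 2 and 79.8 ± 39.1 CPM in mitotic arrest PGCs, and both differences passed (adjusted p = 0.00270 and 0.0152 from edgeR). <i>Sp5</i> was at 15.7 ± 17.9 CPM, 44.6 ± 18.3 CPM and 11.3 ± 7.79 CPM in the same order, and only the difference from mitotic arrest PGCs passed (adjusted p = 0.106 and 0.0358). <i>Hes1</i>, on chromosome 16 from 30064384 to 30067796, was at 45.2 ± 41.9 CPM, 152 ± 22.7 CPM and 93.9 ± 33.0 CPM, and only the difference from mitotic PGCs passed (adjusted p = 0.00164 and 0.137). Over all types, the mean of <i>Hes1</i> was highest in T-ProSPG, at 213 CPM. <i>Ascl2</i> did not differ between pools, with 16.1 ± 18.0 CPM, 25.5 ± 17.8 CPM and 16.6 ± 7.04 CPM (adjusted p = 0.568 and 0.402), and was highest in the SPG-like cluster of PND10, at 120.1 CPM. Only E13.5 replicate 1 held enough cells of both cluster 2 and mitotic PGCs, so the differences between these types rest on the comparison between pools. With the pool as a block, 1 sum stands against 1 there, without a replicate check. The log2 fold changes were then -0.43 for <i>Hesx1</i>, -0.044 for <i>Hes1</i>, -1.43 for <i>Sp5</i> and -2.96 for <i>Ascl2</i>, opposite in sign to those between pools. <i>Tgif1</i> kept its sign. The mitotic PGCs of E13.5 replicate 1 also hold cells that the authors label mitotic arrest PGCs, so its 2 sums are mixed in stage.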

To comprehensively understand how cell-fate evolved from PGCs to spermatogonia, dimension reduction and clustering analysis were further performed and an overlapping sub-population between mitotic arrest PGCs and ProSPG was identified, which was termed the post-arrest PGCs (Supplementary Fig. 5a). GO analysis showed that genes specifically expressed in post-arrest PGCs were associated with “DNA methylation involved in gamete generation”, “Cilium assembly”, “Cellular process involved in reproduction in multicellular organism”, and “G1 to G0 transition” (Supplementary Fig. 5b, Supplementary Data 2), demonstrating that the cell-cycle transition of post-arrest PGCs was completed; instead, it was undergoing epigenetic reprogramming for the formation of spermatogonial stem cells (SSCs) pool (Supplementary Fig. 5c, Supplementary Data 2). Besides, the cell identity of post-arrest PGCs was also confirmed by the expression of known and the identified marker genes (Fig. 3c). 

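Among the BVSC-positive wild-type cells of E13.5, 77 of 93 cells of replicate 1 and 89 of 94 cells of replicate 2 were mitotic PGCs. None were mitotic arrest PGCs, which as 3 cells of the total allows a share of up to 3.23% in replicate 1 and 3.19% in replicate 2 (counting error only), with upper limits of the exact 95% confidence interval at 3.89% and 3.85%. At E15.5 no mitotic PGCs were found among 93 and 94 cells. Mitotic arrest PGCs were then 76.3% (exact 95% confidence interval 66.4% to 84.5%) of replicate 1 and 60.6% (exact 95% confidence interval 50.0% to 70.6%) of replicate 2. Cluster 2 held 11 of 93 cells of replicate 1 and 36 of 94 cells of replicate 2.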

Accordantly, the proportion of mitotic arrest PGCs increased from 4% to 85%, along with decreased population of mitotic PGCs, which was from 84% to 1% between E13.5 and E15.5 (Supplementary Fig. 5d).

To delineate the transcriptome reconfiguration from mitotic PGCs to post-arrest PGCs, gene-expression dynamics of the four types of PGCs along with their former- and later-stage cells were examined. Thirteen modules of DEGs with distinct expression patterns were classified into three categories among these four consecutive types of PGCs (Fig. 3e, Supplementary Fig. 5e, and Supplementary Data 2). The genes in modules 1–5 (Category 1), which exhibited downregulated trends, were associated with “Cell cycle” and “mRNA metabolic process”. The genes in modules 6–8 (Category 2) were transiently upregulated in transitional PGCs, mitotic arrest PGCs or both, which were enriched in GO terms of “Regulation of cell-cycle process”, “Regulation of reproductive process”, and “Gamete generation”. While genes in modules 9–13 (Category 3) were gradually upregulated from mitotic PGCs to post-arrest PGCs. Interestingly, there were 2,659 genes (module 13) specifically upregulated from mitotic arrest PGCs to post-arrest PGCs, and these genes were enriched in GO terms associated with intercellular communication and cell movement. In contrast, genes in modules 9–12 were involved in the GO terms of “piRNA metabolic process” and “DNA methylation involved in gamete generation”, which were essential for male germ cell development^44,52–55^ (Supplementary Data 2). Based on these results, the global transcriptome reconfiguration of these gene modules might be important for the cell-fate transition of prenatal male germ cells.

Taken together, male germ cells undergo a comprehensive transcriptome reconfiguration during the mitotic to mitotic arrest transition, wherein transitional PGCs might be essential for the proper progression of this process through cell-cycle regulation.

### Notch signaling pathway regulates the mitotic arrest of male PGCs

Exit from mitosis is an indispensable developmental process of late-stage prenatal male germ cells^56,57^. As aforementioned, the transitional PGCs were identified as an undefined sub-population before mitotic PGCs entered into mitotic arrest status, implying its essential roles in male germ cell-cycle regulation. Among the top transcription factors enriched in transitional PGCs (Fig. 3c, Supplementary Fig. 4i), *Hes1* (encoding HES1), a canonical downstream effector of the Notch signaling pathway, has caught our attention for its crucial roles in stem cell quiescence, cell-cycle control and maintenance through direct DNA-binding activity^58,59^. The previous studies illustrated the roles of Sertoli cell-Notch signaling pathway in regulating male germ cell fate^60,61^. 

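Of the Notch receptor genes, <i>Notch3</i>, on chromosome 17 of mm10 from 32120820 to 32166852, had its highest mean among the types in cluster 2, at 20.4 ± 10.6 CPM (SD, n = 5 pools). It exceeded mitotic arrest PGCs, at 4.54 ± 0.643 CPM (SD, n = 4 pools) (exact permutation test, p = 0.0159, adjusted p = 0.0354), but not mitotic PGCs, at 9.35 ± 7.79 CPM (SD, n = 6 pools) (adjusted p = 0.170 from the same exact test). <i>Notch2</i> was at 15.4 ± 3.73 CPM in mitotic PGCs, 24.7 ± 11.6 CPM in cluster 2 and 12.6 ± 6.25 CPM in mitotic arrest PGCs, and its differences did not pass (adjusted p = 0.188 and 0.184, exact permutation tests). <i>Notch1</i>, at 13.4 ± 13.7 CPM, 2.84 ± 2.25 CPM and 6.45 ± 4.20 CPM, and <i>Notch4</i>, at 2.86 ± 1.74 CPM, 4.03 ± 5.97 CPM and 4.80 ± 2.43 CPM, did not differ either. Cluster 2 and mitotic arrest PGCs share pools that these tests did not pair, so a difference inside pools is not excluded. Single pools lay above the others of their type, E11.5 replicate 1 for <i>Notch1</i> in mitotic PGCs, at 39.4 CPM, and E15.5 replicate 1 for <i>Notch4</i> in cluster 2, at 14.55 CPM.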

Given that *Hes1* was highly expressed in transitional PGCs, we speculated that Notch signaling pathway might also play functions in mitotic- to mitotic arrest transition of prenatal male germ cells. Using immunostaining, a gradual increase of HES1^Bright^/HES1^Dim^ cell ratio was observed from E13.5 to E16.5, which followed the activation of NOTCH1 around E12.5 (Fig. 4a–d). Further immunostaining results of NOTCH2, NOTCH3, and NOTCH4 showed that the NOTCH1/3-HES1 axis was activated in mouse male prenatal germ cells from E13.5 to E15.5, while NOTCH2/4 might not involve in the process (Supplementary Fig. 6a–d). The quite strict correlation of mitotic arrest progression and the activation timing of Notch signaling pathway implied that the Notch signaling pathway might play important roles in PGC development.

**Fig. 4:**
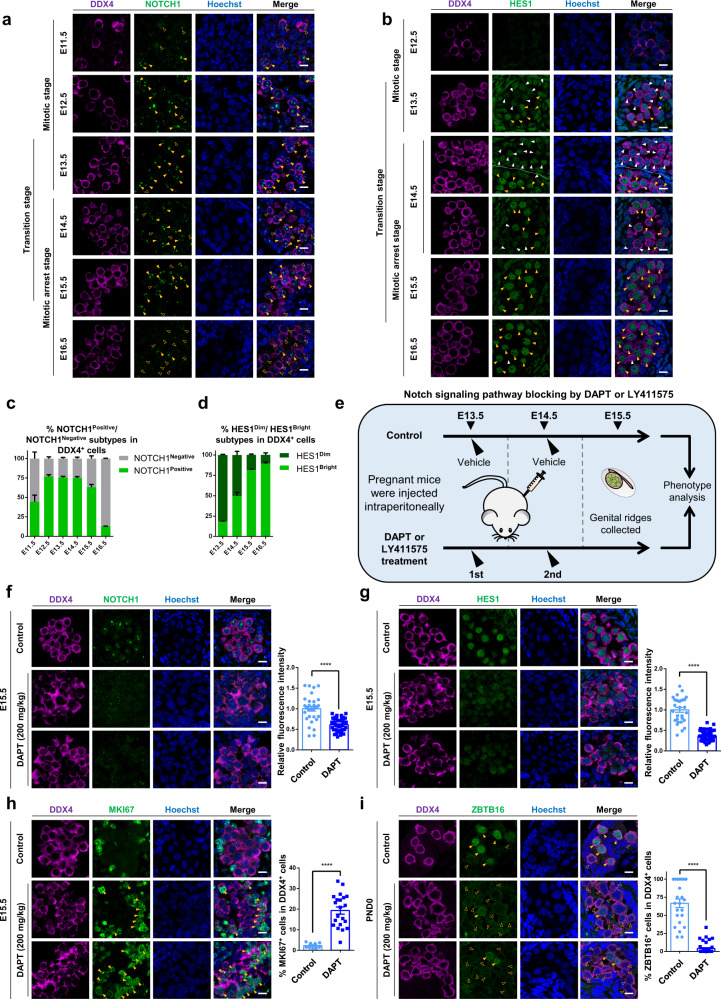
Notch signaling pathway regulates the mitotic arrest of male PGCs. **a** Immunofluorescence of NOTCH1 co-stained with DDX4 in E11.5–E16.5 mouse male gonads. Hollow and solid yellow arrowheads indicate NOTCH1^Negative^ and NOTCH1^Positive^ subtypes in DDX4^+^ cells, respectively. Scale bar, 10 μm. **b** Immunofluorescence of HES1 co-stained with DDX4 in E11.5–E16.5 mouse male gonads. White and yellow arrowheads indicate HES1^Dim^ and HES1^Bright^ subtypes in DDX4^+^ cells, respectively. Scale bar, 10 μm. **c** Proportion of NOTCH1^Negative^ and NOTCH1^Positive^ subtypes in DDX4^+^ cells in E11.5–E16.5 mouse male gonads. Mean ± SEM, *n* = at least 2 biologically independent samples for each time-point. **d** Proportion of HES1^Dim^ and HES1^Bright^ subtypes in DDX4^+^ cells in E11.5–E16.5 mouse male gonads. Mean ± SEM, *n* = at least three biologically independent samples for each time-point. **e** Schematic showing the workflow of treatment of γ-Secretase inhibitor–DAPT or LY411575 for Notch signaling pathway blocking. **f** Immunofluorescence of NOTCH1 co-stained with DDX4 and the quantification of relative fluorescence intensity in DAPT-treatment and control mouse male gonads at E15.5. Scale bar, 10 μm. Mean ± SEM, *n* = 3 per group, **** *P* < 0.0001, *P* = 9.5E–13, unpaired two-tailed *t* test. **g** Immunofluorescence of HES1 co-stained with DDX4 and the quantification of relative fluorescence intensity in DAPT-treatment and control mouse male gonads at E15.5. Scale bar, 10 μm. Mean ± SEM, *n* = 3 per group, **** *P* < 0.0001, *P* = 4.0E–25, unpaired two-tailed *t* test. **h** Immunofluorescence of MKI67 co-stained with DDX4 and proportion of MKI67^+^ cells in DDX4^+^ cells in DAPT-treatment and control mouse male gonads at E15.5. Solid yellow arrowheads indicate MKI67^Positive^ subtypes in DDX4^+^ cells. Scale bar, 10 μm. Mean ± SEM, *n* = 3 per group, **** *P* < 0.0001, *P* = 8.8E–07, unpaired two-tailed *t* test. **i** Immunofluorescence of ProSPG and SPG marker ZBTB16 co-stained with DDX4 and proportion of ZBTB16^+^ cells in DDX4^+^ cells in DAPT-treatment and control mouse male gonads at PND0. Hollow and solid yellow arrowheads indicate ZBTB16^Negative^ and ZBTB16^Positive^ subtypes in DDX4^+^ cells, respectively. Scale bar, 10 μm. Mean ± SEM, *n* = 3 per group, **** *P* < 0.0001, *P* = 1.2E–18, unpaired two-tailed *t* test.

To test if the Notch signaling pathway was involved in regulating PGC mitotic arrest, we performed γ-Secretase inhibitor−DAPT (*N*-[*N*-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester) treatment experiment, which can effectively block the Notch signaling pathway. Pregnant mice were intraperitoneally injected with DAPT twice at E13.5 and E14.5, and the embryos were dissected and genital ridges were analyzed at E15.5 onward (Fig. 4e). We found a dramatic decrease of NOTCH1 and HES1 signal in DAPT-treatment groups compared with the mock controls (Fig. 4f, g). Notably, Notch signaling pathway blocking impaired the mitotic arrest progression of PGC development, wherein the number of MKI67^+^ PGCs was significantly increased compared with the mock controls (~20% versus ~3%, Fig. 4h). These data indicated that the Notch signaling pathway could promote mitotic arrest through cell-cycle regulation. To further confirm this finding, another Notch signaling pathway inhibitor-LY411575 (a chemical γ-Secretase inhibitor, N-[(1S)-2-[[(7S)-6,7-dihydro-5-methyl-6-oxo-5H-dibenz[b,d]azepin-7-yl]amino]-1-methyl-2-oxoethyl]-3,5-difluoro-αS-hydroxy-benzeneacetamide) was used to block Notch signaling pathway and we evaluated its function accordingly (Supplementary Fig. 6g-l). Our results showed that the treatment by LY411575 could also result in a significant decrease of NOTCH1 and HES1 in mouse male germ cells, wherein the number of MKI67^+^ PGCs was significantly increased compared with the mock controls (Supplementary Fig. 6i, l). Short-term treatment of the in vitro cultured mouse male PGCs by DAPT or LY411575 could also lead to the decreased expression of *Hes1* (Supplementary Fig. 6e, f). These results demonstrated that the Notch signaling pathway was indeed activated in mouse male gonadal germ cells, and played critical roles in the cell-fate transition of PGCs.

Further experiment demonstrated that in vivo Notch signaling pathway blocking led to a lower proportion of ZBTB16^+^ germ cells compared with the mock controls at PND0 (Fig. 4i), suggesting that abnormal cell cycle switch might further impair the postnatal cell-fate transition and eventually disturb SSC pool development. Based on these results, the Notch signaling pathway was uncovered to be crucial for the mitotic arrest initiation and the subsequent male germ cell fate transition.

### Proper mitotic to mitotic arrest transition is crucial for the prenatal development of male germ cells

By mining the dynamic transcriptome database delineated from mitotic PGCs to post-arrest PGCs (Supplementary Data 2), we found a set of genes were highly enriched in GO terms such as “Cell cycle”, “Cellular response to DNA damage stimulus”, “DNA repair”, “DNA replication”, and “Cell-cycle phase transition”, suggesting that the cell-fate transition of PGCs might be connected to these biological processes. 

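<i>Helq</i>, on chromosome 5 of mm10 from 100762145 to 100798598, was at 24.9 ± 2.48 CPM (SD, n = 6 pools) in mitotic PGCs, 24.3 ± 5.79 CPM (SD, n = 5 pools) in cluster 2 and 19.1 ± 8.19 CPM (SD, n = 4 pools) in mitotic arrest PGCs of wild-type mice. Cluster 2 did not differ from mitotic PGCs (exact permutation test, p = 0.712, adjusted p = 0.738) or from mitotic arrest PGCs (exact permutation test, p = 0.238, adjusted p = 0.300). The test did not pair the pools that cluster 2 shares with mitotic arrest PGCs, so a difference inside pools is not excluded. Round spermatid-like cells had the lowest mean of the types compared, at 7.74 ± 4.45 CPM (SD, n = 5 pools).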

During the mitotic to mitotic arrest transition, we observed a high expression of *Helq*, which was one of “DNA repair” gene and encoded a DNA helicase (Supplementary Fig. 7a). Previous works have emphasized the critical role of the DNA helicase HELQ in male reproductive system, wherein hypogonadism and germ cell reduction were observed in the postnatal *Helq* mutant male mice^62,63^; however, the fundamental questions about when and how HELQ regulated germ cell development prenatally remained unexplored. To this end, *Helq*^−/−^ mice were generated in the context of the BVSC double transgenic reporter (Supplementary Fig. 7b, c). We found that *Helq*^−/−^ male mice exhibited a clear decrease of germ cell number than the wild-type controls from E13.5 onward (Fig. 5a, Supplementary Fig. 7d). Immunostaining of cleaved PARP1 (cPARP1) showed that apoptosis was upregulated in *Helq*^−/−^ PGCs relative to the wild-type controls (Fig. 5b, Supplementary Fig. 7e). Notably, the germ cell attrition in *Helq*^−/−^ male gonads was mainly coincident with the emergence of transitional PGCs at ~E14.5, suggesting that HELQ might potentially participate in the regulation of cell-fate transition from the mitotic to the mitotic arrest stage.

**Fig. 5:**
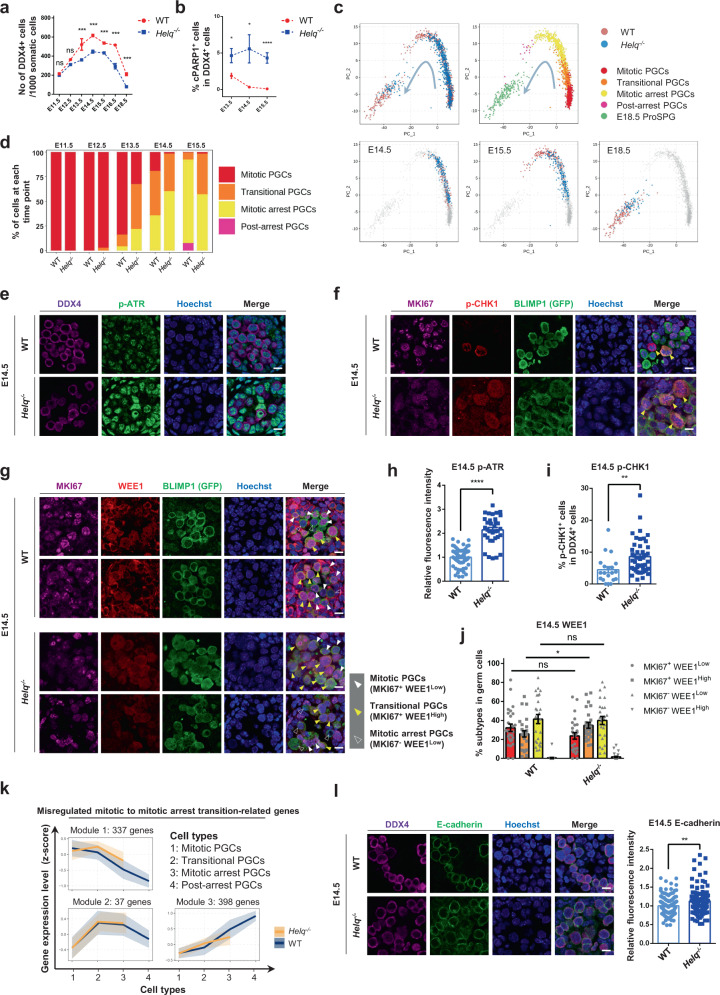
Proper mitotic to mitotic arrest transition is crucial for the prenatal development of male germ cells. **a** Numbers of DDX4^+^ cells from E11.5 to E16.5, and E18.5 WT versus *Helq*^−/−^ mouse male gonads. Mean ± SEM, *n* = 4 per time-point, ns, not significant, *** *P* < 0.001, E11.5 (*P* = 0.5731), E12.5 (*P* = 0.0706), E13.5 (*P* = 0.0004), E14.5 (*P* = 0.0001), E15.5 (*P* = 0.0004, E16.5 (*P* = 0.0002), E18.5 (*P* = 0.0002), unpaired two-tailed *t* test. **b** Scatter diagram showing the proportions of cPARP1^+^ cells in DDX4^+^ cells from E13.5 to E15.5 in the WT- and *Helq*^−/−^ mouse male gonads. Mean ± SEM, n = at least 2 per time-point, * *P* < 0.05, **** *P* < 0.0001, E13.5 (*P* = 0.0176), E14.5 (*P* = 0.0358), E15.5 (*P* = 7.7E−05), unpaired two-tailed *t* test. **c** PCA (Principal component analysis) plots showing the developmental trajectory of 985 WT- and 724 *Helq*^*−/−*^ mouse male germ cells sampled between E14.5 and E18.5. The same PCA is also plotted, highlighting only cells from each stage (cell numbers: *n* = 187, WT; *n* = 191, *Helq*^*−/−*^ for E14.5; *n* = 185, WT; *n* = 187, *Helq*^*−/−*^ for E15.5; *n* = 140, WT; *n* = 72, *Helq*^*−/−*^ for E18.5, also see Supplementary Fig. 8a). **d** Relative proportions of mitotic-, transitional-, mitotic arrest-, and post-arrest PGCs from E11.5 to E15.5 in the WT- versus *Helq*^*−/−*^ mouse male gonads. **e** Immunofluorescence of p-ATR co-stained with DDX4. Scale bar, 10 μm. **f** Immunofluorescence of p-CHK1 co-stained with MKI67 and BLIMP1 (GFP) in the WT- and *Helq*^*−/−*^ mouse male gonads at E14.5. Arrowheads indicate p-CHK1^+^ subtypes in MKI67^+^ germ cells. Scale bar, 10 μm. **g** Immunofluorescence of WEE1 co-stained with MKI67 and BLIMP1 (GFP) in the WT- and *Helq*^*−/−*^ mouse male gonads at E14.5. Scale bar, 10 μm. **h** The quantification of relative fluorescence intensity of p-ATR in the WT- and *Helq*^*−/−*^ mouse male germ cells at E14.5. Mean ± SEM, *n* = 4 per group, **** *P* < 0.0001, *P* = 9.1E–19, unpaired two-tailed *t* test. **i** Relative proportions of of p-CHK1^+^ germ cells in the WT- and *Helq*^*−/−*^ mouse male germ cells at E14.5. Mean ± SEM, *n* = 4 per group, ** *P* < 0.01, *P* = 0.0029, unpaired two-tailed *t* test. **j** Relative proportions of mitotic- (MKI67^+^ WEE1^Low^), transitional- (MKI67^+^ WEE1^High^), and mitotic arrest PGCs (MKI67^−^ WEE1^Low^) in the WT- versus *Helq*^*−/−*^ mouse male gonads at E14.5. Mean ± SEM, *n* = 4 per group^,^ ns, not significant, * *P* < 0.05, MKI67^+^ WEE1^Low^ (*P* = 0.1113), MKI67^+^ WEE1^High^ (*P* = 0.0488), MKI67^−^ WEE1^Low^ (*P* = 0.8135), unpaired two^−^tailed *t* test. **k** Clustering analysis of the misexpression of mitotic to mitotic arrest transition-related genes expression. Three distinct modules according to the expression patterns were shown. Misregulated gene number per cluster was followed by the module number. Mean of scaled gene-expression level of each module (solid line) was shown with 95% confidence interval (shadow). **l** Immunofluorescence of E-cadherin co-stained with DDX4 and the quantification of relative fluorescence intensity in the WT- and *Helq*^*−/−*^ mouse male gonads at E14.5. Scale bar, 10 μm. Mean ± SEM, *n* = 4 per group, ** *P* < 0.01, *P* = 0.0029, unpaired two-tailed *t* test.

Dissecting the temporal and mechanistic roles of stably expressed genes like *Helq* (Supplementary Fig. 7a) in male germ cells is challenging for both in vitro germ cell induction and bulk sequencing-based study of in vivo isolated samples. 

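<i>Helq</i>-null germ cells of 9 pools were sequenced by the same method, 1 pool each at E11.5, E12.5 and E18.5 and 2 each at E13.5, E14.5 and E15.5. The authors made the allele by a CRISPR deletion in embryonic stem cells that carried the BVSC reporter, and wild-type cells came from crosses of C57BL/6 females with BVSC males. After the filter on genes and UMIs, 1094 of 1136 <i>Helq</i>-null cells were left, 766 of them sorted as BVSC-positive, with 8622 ± 1829.8 genes and 272264 ± 162084 UMIs per cell (mean ± SD over cells). Each <i>Helq</i>-null pool held between 18263715 and 46540418 UMIs, with a median of 32149334. In the BVSC-positive cells, the <i>Helq</i> transcript was counted at 15.9 to 39.6 CPM over the 9 <i>Helq</i>-null pools and 15.1 to 27.7 CPM over the 12 wild-type pools of the same time-points, so that these counts, which read the 3′ end of a transcript, do not show a deletion in the first exon. The authors' sheet gives a PGC label to 652 <i>Helq</i>-null cells. BVSC-positive cells of both genotypes were clustered together, leaving out the cell-cycle genes and 72 genes that differed between the genotypes. The class given here was that of the authors' label for 508 of 649 labelled <i>Helq</i>-null cells. The genotypes were compared over pools, within time-points, and never with cells as replicates unless this is stated.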

To circumvent these difficulties, we used our atlas as a reference for the analysis of germ cells isolated from *Helq* mutant male mice to elucidate whether HELQ was critical for the cell-fate transition of prenatal male germ cells. scRNA-seq was performed for 724 individual germ cells isolated from *Helq*^−/−^ gonads from E11.5 to E18.5 (Fig. 5c, Supplementary Fig. 8a and Supplementary Data 3). 

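At E18.5 the one <i>Helq</i>-null pool of 72 BVSC-positive cells was compared with 2 wild-type pools of 72 and 71 cells, so that the single pool is assumed to vary like the wild-type ones. Of 23387 genes tested, 163 differed at a false discovery rate of 0.05 by edgeR's quasi-likelihood test, 110 of them higher in the <i>Helq</i>-null pool. The spread behind this count comes from the wild-type pools alone, so it compares these pools and not the genotypes. In data simulated from these counts, 23.5% of the changed genes were called. <i>Dnmt3l</i> was at 265 CPM in the <i>Helq</i>-null pool and 265 ± 23.9 CPM in the wild-type pools (SD, n = 2). The authors' sheet labels all 72 <i>Helq</i>-null cells of this pool as somatic cells, while <i>Ddx4</i> was at 388 CPM in them and 392 and 324 CPM in the wild-type pools. Wild-type replicate 2 held transcripts of Leydig cells, with <i>Cyp17a1</i> at 286 CPM against 1.06 CPM in replicate 1 and 7.24 CPM in the <i>Helq</i>-null pool. Each of the 3 pools comes from another series of libraries, so genotype and series cannot be told apart here. Developmental trajectories were not rebuilt here.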

Interestingly, unbiased cell cluster and developmental trajectory analysis showed a developmental arrest of *Helq*^−/−^ PGCs during E15.5 and E18.5. Of note, the proportion of transitional PGCs increased dramatically in *Helq*^−/−^ PGCs (45% in *Helq*^−/−^ versus 12% in wild-type at E13.5; 41% in *Helq*^−/−^ versus 7.0% in wild-type at E15.5); by contrast, we did not detect post-arrest PGCs in *Helq*^−/−^ mice at E15.5 due to developmental arrest (0.0% in *Helq*^−/−^ versus 7.6% in wild-type at E15.5) (Fig. 5d). 

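Cluster 2 held 1 of 80 cells of <i>Helq</i>-null E13.5 replicate 1, 1.25%, and 92 of 95 cells of replicate 2, 96.8%. In wild-type pools of E13.5 its share was 11.3% ± 8.40 (SD, n = 2 pools). At E14.5 the share was 69.8% ± 36.8 in <i>Helq</i>-null and 81.2% ± 11.8 in wild-type pools, and at E15.5 65.0% ± 18.2 and 25.1% ± 18.7 (SD, n = 2 pools each). Over the 3 time-points the mean was 61.3% in <i>Helq</i>-null and 39.2% in wild-type pools. The difference of 22.1 percentage points was not larger than the spread between pools (two-sided exact permutation test within time-points, p = 0.287 where 216 assignments allow a p of 0.00926). The number of <i>Helq</i>-null PGCs that the authors labelled as transitional was 1 in E13.5 replicate 1, 2.63% of the labelled PGCs, and 59 in replicate 2, 62.8%. For 42 of the 80 BVSC-positive cells of replicate 1 the authors' label was somatic cells. Late PGCs, which take the place of the post-arrest PGCs that no label at hand names, were 1 of 92 cells of <i>Helq</i>-null E15.5 replicate 2 and none of 95 in replicate 1, against 11 of 93 cells of wild-type replicate 1 and none of 94 in replicate 2. Mitotic arrest and late PGCs together differed by -6.89 percentage points (exact permutation test, p = 0.556), which averages time-points of opposite direction, 29.7% in <i>Helq</i>-null against 10.9% in wild-type pools at E14.5 and 34.4% against 74.4% at E15.5, and no time-point was tested alone. The paper concludes from clustering and trajectories that <i>Helq</i>-null PGCs were arrested in development, and gives the arrest as the reason for the missing post-arrest PGCs.

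**Figure D4:**
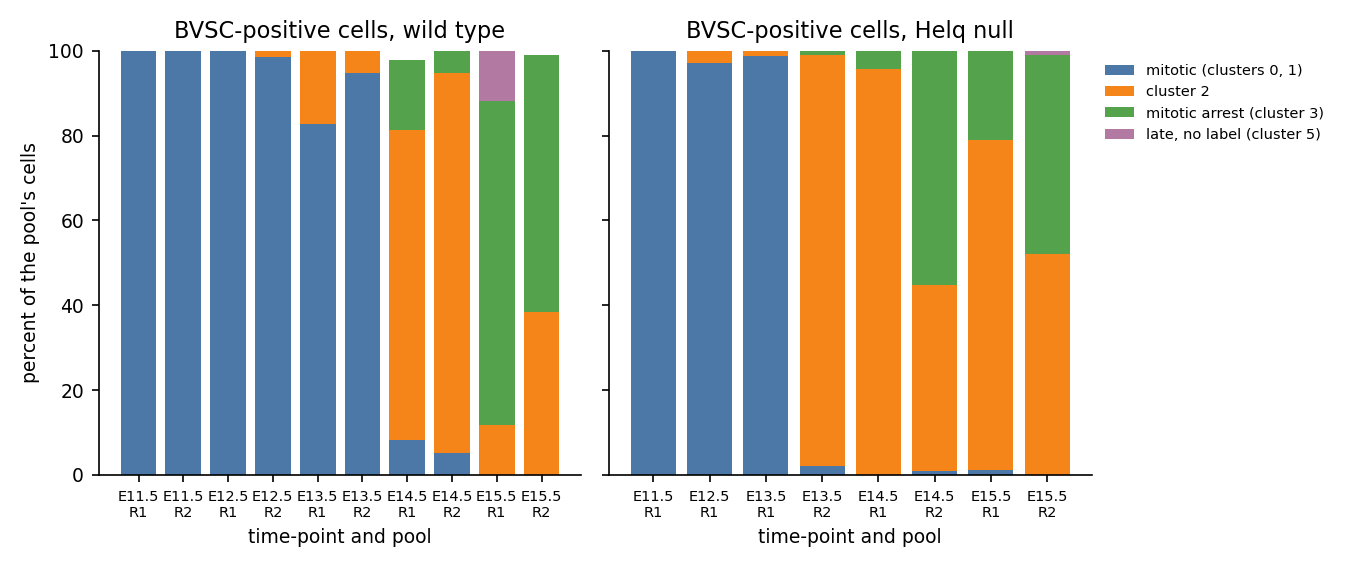
Percent of the BVSC-positive cells of each pool in mitotic PGCs, cluster 2, mitotic arrest PGCs and late PGCs (vertical axis), for wild-type and <i>Helq</i>-null pools of E11.5 to E15.5 (horizontal axis). Cluster 2 holds 1.25% of one <i>Helq</i>-null pool of E13.5 and 96.8% of the other.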

Further validation demonstrated that *Helq*^−/−^ PGCs exhibited aberrant MKI67 expression patterns during E13.5–E15.5 (Supplementary Fig. 7f, g), indicating the aberrant mitotic arrest transition in *Helq*^−/−^ PGCs.

To further explore how HELQ regulates the mitotic arrest transition, we analyzed the cell-cycle status based on CellCycleScoring of scRNA-seq. 

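Mitotic PGCs and cluster 2 were taken together, and S phase was called by score in cells thinned to the same number of UMIs, in 8 <i>Helq</i>-null and 10 wild-type pools. The share in S was 55.9% against 45.8% in <i>Helq</i>-null and wild-type pools at E11.5, 59.1% against 36.0% at E12.5, 46.0% against 41.2% at E13.5, 21.4% against 15.6% at E14.5 and 23.6% against 0% at E15.5. At E13.5 the <i>Helq</i>-null pools had 65.4% and 26.7%. Within time-points the difference was 13.47 percentage points (two-sided exact permutation test, p = 0.0648). It did not pass the threshold of 0.05, and without thinning it was 11.9 percentage points (exact permutation test, p = 0.0504). The control genes of the scores are drawn at random, and 3 of 5 other draws gave a p under 0.05. The shares in G2/M and G1 differed by -8.20 (p = 0.237) and -5.27 percentage points (p = 0.444), by the same exact permutation test. Cluster 2 takes cells of different stages in different pools, so the S share of a pool moves with its mixture of stages too.

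**Figure D5:**
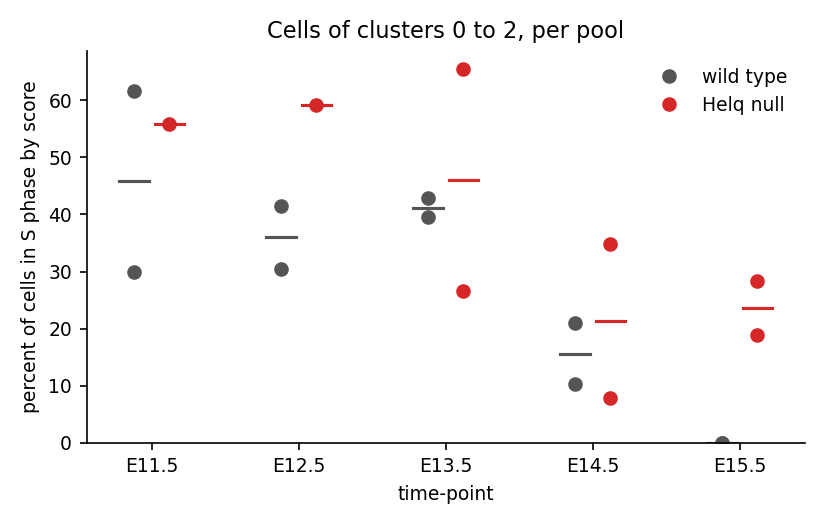
Percent of the cells of mitotic PGCs and cluster 2 in S phase by score (vertical axis) in wild-type and <i>Helq</i>-null pools by time-point (horizontal axis). Points are pools and lines are means, which at E15.5 are 0% in wild-type and 23.6% in <i>Helq</i>-null pools.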

The results showed that there were more cells in the S phase of cell cycle in E11.5–E15.5 *Helq*^−/−^ mitotic- or transitional PGCs (Supplementary Fig. 8b), which could explain the higher percentage of MKI67^+^ cells in *Helq*^*−/−*^ mice. In support of this, *Helq*^*−/−*^ mESCs also exhibited a higher S population (47.84%) than the wild-type control (41.00%) (Supplementary Fig. 8c). Based on the model established previously, it has been proposed that HELQ was involved in DNA replication and facilitated the loading of factors required for DNA damage processing^62–64^. As expected, ATR (ataxia-telangiectasia and Rad3-related) was hyperactivated in *Helq*^*−/−*^ mice (Fig. 5e, h), consistent with the fact that ATR couples DNA replication with mitosis and preserves genome integrity by enforcing the S/G2 checkpoint. Then, immunostaining results showed that there was a remarkable increase of p-CHK1 (phospho-checkpoint kinase 1) positive cells in the *Helq*^*−/−*^ group compared with the wild-type control (Fig. 5f, i, Supplementary Fig. 8d). p-CHK1 acts as the downstream effector of p-ATR in cell-cycle checkpoint that could inhibit CDKs (cyclin-dependent kinases)^65,66^. Next, we checked the behavior of the transitional PGCs by co-staining of MKI67 and WEE1 (mentioned before, Fig. 3d, Supplementary Fig. 4d–g). The MKI67 and WEE1 antibodies co-staining results indicated that the MKI67-positive and WEE1 lowly expressed cells (MKI67^+^ WEE1^Low^), the MKI67-positive and WEE1 highly expressed cells (MKI67^+^ WEE1^High^), and the MKI67-negative and WEE1 lowly expressed cells (MKI67^−^ WEE1^Low^) should refer to as the mitotic PGCs, transitional PGCs, and mitotic arrest PGCs, respectively (Fig. 5g). As a result, there was a significant increase of transitional PGCs (MKI67^+^ WEE1^High^) at E14.5 when *Helq* was knocked out (Fig. 5g, j). Moreover, we observed a significant increase of transitional PGCs in the *Helq*^*−/−*^ group at E15.5 (Supplementary Fig. 8e), which was rare in the wild-type control. Based on these data, HELQ depletion could disrupt the mitotic to mitotic arrest transition of PGCs, wherein HELQ deficiency might hyperactivate the p-ATR/p-CHK1 regulatory axis, which then prolonged the cell-cycle checkpoint and resulted in PGC development arrest.

To understand the molecular consequences of HELQ deficiency, we analyzed the transcriptome of *Helq*^−/−^ PGCs and found that 194, 519, and 438 genes changed their expression pattern in mitotic PGCs, transitional PGCs, and mitotic arrest PGCs, respectively (Supplementary Fig. 9a, Supplementary Data 3). 

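With the pool as replicate and the time-point as a covariate, 62 of 16187 genes differed between the genotypes in mitotic PGCs, 22 of them higher in <i>Helq</i>-null cells (3 <i>Helq</i>-null and 6 wild-type pools, edgeR's quasi-likelihood test, false discovery rate 0.05). In cluster 2, 158 of 17059 genes differed, 83 of them higher (5 against 5 pools), and in mitotic arrest PGCs 179 of 17210, 90 of them higher (3 against 3 pools). Of the alternatives with pools as replicates, testing without the filter on low counts moved the count in mitotic PGCs most, to 257, and DESeq2 called 217 genes there, 719 in cluster 2 and 592 in mitotic arrest PGCs. Without <i>Helq</i>-null E14.5 replicate 2 the count in cluster 2 was 755. With single cells as replicates, a Wilcoxon test and a natural-log fold of at least 0.25 in at least 10% of cells, 484, 1093 and 996 genes were called in these 3 types. Among well expressed genes whose pools did not overlap, <i>Zfp990</i> rose most in mitotic PGCs, from 9.61 ± 5.99 CPM (SD, n = 6) to 114 ± 27.3 CPM (SD, n = 3), with a log2 fold change of 3.88 (standard error 0.25, adjusted p = 2.51e-07), and <i>Zfp978</i> fell most, with a log2 fold change of -3.31 (standard error 0.26, adjusted p = 1.64e-06). <i>Gm48168</i>, which held 245 ± 106 CPM in <i>Helq</i>-null mitotic arrest PGCs (SD, n = 3), had no count in the wild-type pools of that type. <i>Slc9a3r2</i> fell in cluster 2, with a log2 fold change of -3.07 (standard error 0.21, adjusted p = 6.81e-09). In all BVSC-positive cells of E13.5 to E15.5, without classes, 72 of 18381 genes differed (6 against 6 pools). Their median distance to the nearest other changed gene of the same chromosome was 2218870 base pairs, against 10154000 for random genes of like expression. Genotype is confounded with the line of mice, so the genes named may differ between the lines and not through <i>Helq</i>. With the series of libraries as a covariate the counts were 73 in mitotic PGCs, 54 in cluster 2, 632 in mitotic arrest PGCs and 19 without classes.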

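The 96 genes of the cell-cycle list that could be tested were compared between genotypes as a set. In cluster 2, 87 of them were higher in <i>Helq</i>-null cells, with a median log2 fold change of 0.26 against 0.066 over all genes. limma's camera gave p = 6.98e-08 with its preset correlation, fry p = 0.117 and camera with the estimated correlation of 0.359 p = 0.25, so that the call held under the preset correlation alone. In mitotic PGCs 46 genes were higher, with a median of -0.0073 (camera p = 0.532, fry p = 0.708), and in mitotic arrest PGCs 57, with a median of 0.077 (camera p = 0.262, fry p = 0.140). GO terms of the changed genes were not analysed here.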

As expected, genes involved in cell-cycle checkpoint-related processes were upregulated in *Helq*^−/−^ PGCs (Supplementary Data 3), confirming that HELQ might act on cell-cycle checkpoint through maintaining DNA integrity during the mitotic arrest process in male PGCs. In contrast, the genes downregulated in *Helq*^−/−^ mitotic arrest germ cells were mostly associated with male germ cell development such as “Cilium organization” and “Flagellated sperm motility” (Supplementary Fig. 9b, Supplementary Data 3). In accordance with the abnormal developmental trajectory of PGCs in *Helq*^−/−^ mice, we found that the expression dynamics of the three categories of genes, which were necessary for the proper cell-fate transition from mitotic to post-arrest PGCs, were dysregulated (Fig. 5k). Among them, several genes have been reported to be important for early- or late-stage fetal germ cell development, such as *Prdm1*, *L1td1*, *Rhox10*, and *Dnmt3l*^67–70^ (Supplementary Fig. 9c). 

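<i>Dnmt3l</i> in mitotic arrest PGCs was at 117 ± 4.94 CPM in <i>Helq</i>-null and 219 ± 61.5 CPM in wild-type cells (SD, n = 3 and 3 pools), a log2 fold change of -0.84 (standard error 0.18, adjusted p = 0.0250) from edgeR's quasi-likelihood test. In cluster 2 it did not differ (adjusted p = 0.874), and its sign there changed with the pools used. <i>Prdm1</i>, on chromosome 10 of mm10 from 44437177 to 44528501, was at 102 ± 25.3 CPM in <i>Helq</i>-null and 60.4 ± 10.47 CPM in wild-type cells (SD, n = 5 and 5 pools) in cluster 2, with no overlap between the pools, and did not pass the threshold with a log2 fold change of 0.73 (standard error 0.19, adjusted p = 0.0837). <i>L1td1</i>, on chromosome 4 from 98726734 to 98738480, was higher in <i>Helq</i>-null cells of all 3 types without passing, with adjusted p = 0.286 in mitotic PGCs, 0.0883 in cluster 2 and 0.281 in mitotic arrest PGCs. <i>Rhox10</i>, on chromosome X from 38066475 to 38071691, was lower in all 3 types, with log2 fold changes of -0.38, -0.45 and -0.40 and adjusted p = 0.995, 0.706 and 0.301. In cluster 2 the sign of <i>Rhox10</i> changed at a resolution of 0.6.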

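<i>Cdh1</i>, on chromosome 8 of mm10 from 106603351 to 106670246, was at 54.6 ± 16.8 CPM in <i>Helq</i>-null and 20.7 ± 5.87 CPM in wild-type cells (SD, n = 3 and 3 pools) in mitotic arrest PGCs, a log2 fold change of 1.46 (standard error 0.31, adjusted p = 0.0186) from edgeR's quasi-likelihood test. In cluster 2 the values were 112 ± 35.9 CPM in <i>Helq</i>-null and 63.7 ± 19.1 CPM in wild-type cells (SD, n = 5 and 5 pools), with no overlap between pools and adjusted p = 0.0618, and in mitotic PGCs 84.8 ± 30.9 CPM in <i>Helq</i>-null and 59.2 ± 15.46 CPM in wild-type cells (SD, n = 3 and 6 pools), with adjusted p = 0.587. All BVSC-positive cells of E13.5 to E15.5 gave a log2 fold change of 1.12 (standard error 0.28, adjusted p = 0.116). The <i>Helq</i>-null E18.5 pool had 9.69 CPM and the wild-type pools of E18.5 9.10 ± 0.0767 CPM. Whether the difference itself changes between cell types was not tested.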

In the DEG list when *Helq* was knocked out, we found *Helq*^−/−^ germ cells highly expressed *Cdh1* (encoding E-cadherin) (Supplementary Fig. 9c), which was gradually downregulated in the wild-type control (involved in the module of “Loss” in Fig. 3e and Supplementary Data 2; Supplementary Fig. 9d), and this downregulation trend was verified by immunostaining of E-cadherin (Supplementary Fig. 9e). Immunostaining results further showed the higher expression of E-cadherin protein in *Helq*^−/−^ germ cells compared with the wild-type control (Fig. 5l). Moreover, GO analysis showed that *Cdh1* and other abnormally expressed genes were enriched in the processes such as “Apoptotic cleavage of cellular proteins”, “Apoptosis”, “Tight junction assembly”, “Hippo signaling pathway”, “Pathways in cancer”, and “Negative regulation of cell differentiation” (Supplementary Data 3), which were highly related to the phenotypes of *Helq*^−/−^ germ cells as we observed. These results suggest that *Helq* knockout might also interrupt germ cell development by maintaining the high expression level of E-cadherin (encoded by *Cdh1*).

Taken together, these results proved that HELQ deficiency could lead to the deceleration of PGC development at the transitional stage. Our studies based on HELQ ablation demonstrated that the proper cell-cycle switch was crucial for the cell-fate transition from mitotic to post-arrest PGCs (Supplementary Fig. 9f).

### Formation of the spermatogonial stem cell pool

In mammals, prospermatogonia, also called prespermatogonia or testicular gonocytes, are the fetal/neonatal precursors of SSCs. SSCs are the foundation for life-long production of spermatozoa. To dissect the transcriptional regulation driving the cell-fate transition from ProSPG to spermatogonia, further unbiased clustering and cell-type assignments were performed. ProSPG, and spermatogonia can be clearly divided into five clusters, including Q-ProSPG, T-ProSPG, undiff.ed SPG, diff.ing SPG, and diff.ed SPG characterized by well-defined markers (Supplementary Fig. 1f, g). 

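Sums of mitotic arrest PGCs, Q-ProSPG, T-ProSPG and the 3 stages of SPG were compared in one fit over 19692 genes. T-ProSPG, 5 pools, and Q-ProSPG, 9 pools, differed in 5345 genes, 2322 of them higher in T-ProSPG (edgeR's quasi-likelihood test, false discovery rate 0.05). Undiff.ed SPG, 4 pools, and T-ProSPG differed in 840 genes, 527 of them higher in undiff.ed SPG. The balance of rises and falls among the calls depended on the setting, with 94 of 392 higher when a change of at least 2-fold was required and 658 of 1814 by DESeq2. Q-ProSPG and mitotic arrest PGCs differed in 7652 genes, 4440 of them higher in Q-ProSPG. With one replicate left out most calls were falls, with 1228 of 2620 higher without replicate 1 and 1388 of 3717 without replicate 2. Most stayed rises by DESeq2, with 5357 of 7654, and with a change of at least 2-fold required, with 4123 of 5467. Without replicate 1, only PND5 replicate 2 is left of the undiff.ed SPG pools, with 14 cells and 1011931 UMIs, which cannot test that count. The undiff.ed SPG pools of PND3, PND4 and PND5 replicate 1 share a series of libraries. Of the T-ProSPG pools, PND1 replicate 1 is of that series too. Those of PND2 replicates 1 and 2, PND3 replicate 2 and PND4 replicate 2 are not, so type and series are confounded in part. With the pool as a block 1496 genes differed between T-ProSPG and Q-ProSPG, 1007 of them higher in T-ProSPG. Undiff.ed SPG and T-ProSPG share no pool with enough cells of both, and the block compares them only through diff.ing SPG, with 22 genes changed. Among well expressed genes whose pools did not overlap, the largest rises from Q-ProSPG to T-ProSPG were those of <i>Rrm2</i> (3.37), <i>Lhx1</i> (3.30) and <i>Mki67</i> (3.00) and the largest falls those of <i>Dppa3</i> (-3.40), <i>Gas8</i> (-2.18) and <i>Enkur</i> (-2.11), with log2 fold changes in parentheses. Between undiff.ed SPG and T-ProSPG the largest differences were <i>Srrt</i> (1.88), <i>Arrdc3</i> (1.65) and <i>Nek3</i> (1.50), higher in undiff.ed SPG, and <i>Gyg</i> (-2.56), <i>Raet1e</i> (-2.20) and <i>Tstd1</i> (-2.18), lower in them. Between Q-ProSPG and mitotic arrest PGCs they were <i>Ramp2</i> (4.47), <i>Etv4</i> (4.19) and <i>Ovol2</i> (3.85), higher in Q-ProSPG, and <i>Dppa3</i> (-4.76), <i>Nanos3</i> (-3.96) and <i>2610524H06Rik</i> (-3.55), lower in them. From the signatures that T-ProSPG share with both neighbours, the paper proposes that T-ProSPG are an intermediate cell state.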

Of note, the identified T-ProSPG exhibited the transcriptome signatures of both Q-ProSPG and undiff.ed SPG, indicating that T-ProSPG might act as the intermediate cell state during this process. In support of this finding, GO analysis revealed that the DEGs in T-ProSPG were associated with terms such as “cell movement and cell-cell junction assemble”, consistent with their roles in the establishment of the SSC pool (Supplementary Fig. 10a, Supplementary Data 4). In addition, T-ProSPG could be further divided into two sub-populations mainly based on the characteristics of cell proliferation. The population with lower expression of proliferation genes was intermediate prospermatogonia (I-ProSPG), consistent with a previous study^23^. The developmental trajectory based on our data could be also recapitulated by integrating other perinatal germ cells scRNA-seq datasets^71,72^ (Supplementary Fig. 11 and 12).

Decoding the regulatory network leading to SSCs is of critical relevance for the potential utilization of these cells in infertility treatment. Therefore, we sought to find regulators crucial for the PGC-ProSPG-SSC transition and the maintenance of the SSC pool. GO analysis showed that cell-cycle-related terms were significantly associated with this process. Notably, undiff.ed SPG was highly enriched with “Positive regulation of canonical Wnt signaling pathway”, suggesting potential functions of Wnt signaling pathway for this population (Supplementary Fig. 10b, Supplementary Data 4). Moreover, a critical set of markers of these two processes were identified for ProSPGs (*Zxdc*, *Tie1*, *Myog*, *Mef2c*, and *Krt18*) and SPGs (*Tmc6*, *Hhex*, *Nefm*, and *Tagln2)* (Fig. 6a, Supplementary Data 4). 

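Of the 5 ProSPG markers, <i>Zxdc</i>, <i>Tie1</i>, <i>Myog</i> and <i>Mef2c</i> were lower in T-ProSPG than in Q-ProSPG by edgeR's quasi-likelihood test. Their log2 fold changes were -2.25 (adjusted p = 1.71e-04), -2.42 (adjusted p = 0.0147), -2.42 (adjusted p = 0.00591) and -2.02 (adjusted p = 0.00693). <i>Myog</i>, on chromosome 1 of mm10 from 134289989 to 134292548, was at 51.8 ± 29.0 CPM (SD, n = 9 pools) in Q-ProSPG and 8.92 ± 3.01 CPM (SD, n = 5 pools) in T-ProSPG, and <i>Mef2c</i>, on chromosome 13 from 83504034 to 83667080, at 81.8 ± 26.6 CPM and 18.9 ± 10.4 CPM. <i>Krt18</i> did not pass (log2 fold change -0.71, adjusted p = 0.432). Of the SPG markers, <i>Tmc6</i> rose from 34.9 ± 20.0 CPM in Q-ProSPG to 109 ± 27.0 CPM in T-ProSPG, with a log2 fold change of 1.76 (standard error 0.43, adjusted p = 0.00296), and was at 55.8 ± 21.2 CPM (SD, n = 4 pools) in undiff.ed SPG. <i>Hhex</i> rose as well, with a log2 fold change of 1.38 (standard error 0.28, adjusted p = 4.68e-04). <i>Nefm</i> was at 136 ± 32.9 CPM, 166 ± 49.5 CPM and 236 ± 32.3 CPM in Q-ProSPG, T-ProSPG and undiff.ed SPG, and <i>Tagln2</i> at 331 ± 44.3 CPM, 349 ± 19.3 CPM and 302.2 ± 25.2 CPM. Neither differed between T-ProSPG and Q-ProSPG (adjusted p = 0.618 and 0.591) or between undiff.ed SPG and T-ProSPG (adjusted p = 0.522 and 0.920, edgeR).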

The expression patterns of several markers were further evaluated by immunostaining. In particular, ZXDC was shown to be highly expressed in ProSPG, but its expression level began to decline as ProSPG developed into SSCs (Fig. 6b, Supplementary Fig. 10c). Similarly, a strong expression of KRT18 protein was observed in ProSPG from E16.5 to PND1, but began to decline from PND3 onward (Fig. 6c, Supplementary Fig. 10d). Similarly, TIE1 protein was also detected at E18.5 (Fig. 6d). Prominent expression of HHEX and NEFM was identified in PND5 SSCs, implying a potential function in the establishment of the SSC pool (Fig. 6e, f, Supplementary Fig. 10e, f).

**Fig. 6:**
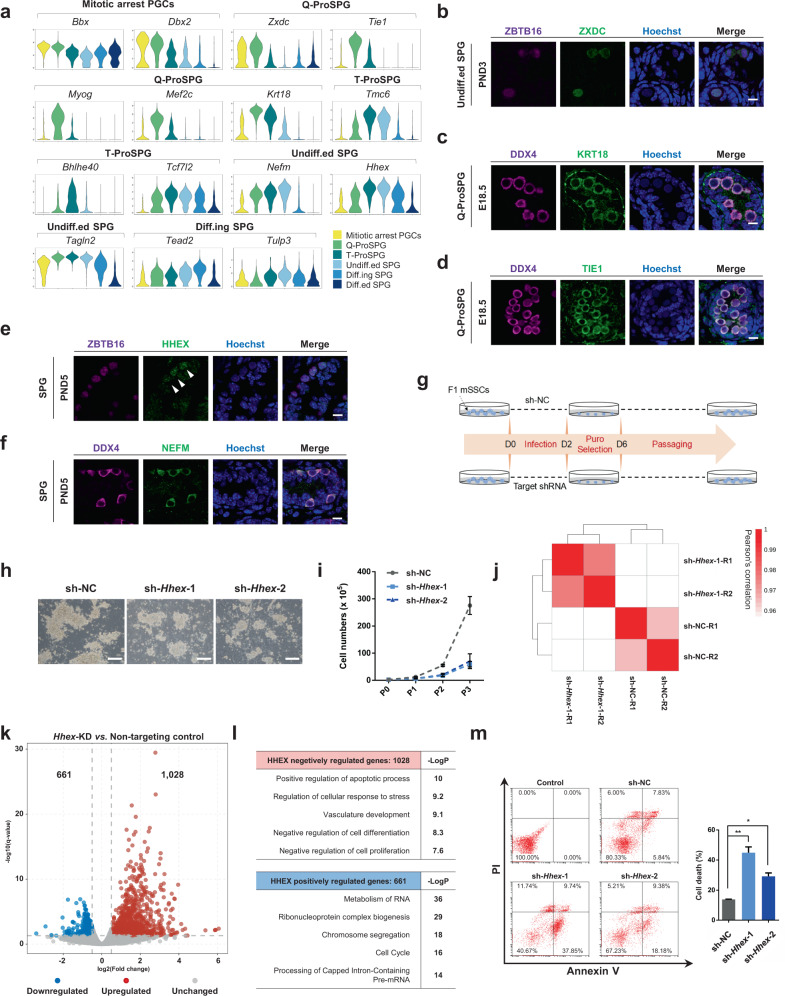
Formation of the spermatogonial stem cell pool. **a** Violin plots showing the relative expression levels (log(TPM/10 + 1)) of the identified marker genes of mitotic arrest PGCs, ProSPG and SPG. **b** Immunofluorescence of ZXDC co-stained with ZBTB16 in PND3 mouse testis. Scale bar, 10 μm. **c** Immunofluorescence of KRT18 co-stained with DDX4 in E18.5 mouse testis. Scale bar, 10 μm. **d** Immunofluorescence of TIE1 co-stained with DDX4 in E18.5 mouse testis. Scale bar, 10 μm. **e** Immunofluorescence of HHEX co-stained with ZBTB16 in PND5 mouse testis. Scale bar, 10 μm. Arrowheads indicate the HHEX^+^ SPG. **f** Immunofluorescence of NEFM co-stained with DDX4 in PND5 mouse testis. Scale bar, 10 μm. **g** Schematic showing the workflow of gene knockdown in mSSCs. **h** Representative cell morphology of *Hhex*-knockdown mSSCs compared to control mSSCs transduced with non-targeting shRNA (shNC). Scale bar, 200 μm. **i** Proliferation of mSSCs upon *Hhex* knockdown. Data are shown as the mean ± SEM, *n* = at least 3 biologically independent samples for each group. **j** Heatmap showing the hierarchically clustered Pearson’s correlation coefficient among different samples based on global gene-expression profiling in bulk cell populations. **k** Volcano plots showing DEGs (performed by DESeq2 with likelihood ratio test) between the cells transfected with non-targeting shRNA or with shRNAs against *Hhex*. The number of DEGs (|log_2_(fold change)|) ≥ 0.5, *q*-value < 0.05) are shown above the plots. **l** Representative GO terms of DEGs in *Hhex*-knockdown mSSCs. **m** Cell death of *Hhex*-knockdown mSSCs. Quantitative data are shown as the mean ± SEM to the right, *n* = 2, * *P* < 0.05, ** *P* < 0.01, sh-NC vs. sh-*Hhex*-1 (*P* = 0.0074), sh-NC vs. sh-*Hhex*-2 (*P* = 0.0109), unpaired two-tailed *t* test.

To test whether HHEX had a causal role in SSC development, *Hhex* expression was depleted in mSSC cells using short hairpin RNAs (shRNAs) (Fig. 6g). Knockdown (KD) efficiencies were validated by q-PCR and Western blot (Supplementary Fig. 10g, h). Knockdown of *Hhex* impaired the mSSC clone formation and decreased cell proliferation (Fig. 6h, i). Genome-wide RNA-seq analysis revealed that *Hhex* knockdown cells comprised a distinctive gene-expression profile with 1,028 upregulated and 661 downregulated genes (Fig. 6k, Supplementary Data 5). GO analysis revealed that HHEX positively regulated genes were associated with “Metabolism of RNA”, “Chromosome segregation”, “Cell cycle”, “DNA replication”, “Mitotic G1 phase, and G1/S transition” (Fig. 6l, Supplementary Data 5). While HHEX negatively regulated genes were enriched in terms such as “Positive regulation of apoptotic process” and “Negative regulation of cell differentiation”, as well as “Negative regulation of cell proliferation”, consistent with the previous studies^73–75^. In support of these findings, knockdown of *Hhex* promoted the cell death of mSSCs (Fig. 6m). Meanwhile, we found a clear cell-cycle arrest of mSSCs induced by *Hhex* knockdown (Supplementary Fig. 10i), along with a dramatic downregulation of cyclin genes (*Ccna2*, *Ccnb1*, and *Ccnb3*) and cyclin-dependent-kinase genes (*Cdk1* and *Cdk2*) as well as an upregulation of cyclin-dependent-kinase inhibitor genes such as *Cdkn1c*, which is a tight-binding inhibitor of several G1 cyclin/Cdk complexes and a negative regulator of cell proliferation (Fig. 6l, Supplementary Data 5)^76^. Altogether, these results suggest that HHEX plays a critical role for the maintenance of mSSCs through prevention of cell death and promotion of their proliferative capacity.

### Male germ cell meiosis and spermiogenesis

To characterize a dynamic developmental and cellular sequence of events during the conversion processes from SPG to SPC, and eventually to RS, we analyzed the global differentially expressed genes and GO terms during this process. As expected, “Cell cycle”, “Gamete generation”, “Synaptonemal complex assembly”, “Cilium organization”, and “Sperm axoneme assembly” were significantly enriched in different stages of spermatogenic cells (Supplementary Fig. 13a). Meanwhile, DEG analysis and GO analysis of each spermatogenic cell stage with their former- and later-stage cells were conducted (Supplementary Data 4). Furthermore, we found that transcriptional inactivation and reactivation occurred on sex chromosomes in the conversion from SPG to SPC, and SPC to RS, respectively (Supplementary Fig. 13b). 

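The mean CPM per gene of 761 expressed genes of chromosomes X and Y, 687 of them of X, was divided by that of 16919 autosomal genes in each pool. Chromosomes were taken from the GENCODE M21 annotation of mm10, which holds 98.1% of the genes in the files. The ratio was 0.737 ± 0.0913 in SPG (SD, n = 17 pools) and 0.0641 ± 0.0294 in spermatocyte-like cells (SD, n = 7 pools), a log2 difference of -3.64 (permutation test with 100000 resamples, p = 1e-05, the smallest they can give). The lowest SPG pool, PND14 replicate 2, had 0.410. SPG here take in diff.ed SPG, among which the authors' labels place some early spermatocytes. From spermatocyte-like to round spermatid-like cells the ratio rose by 2.49 on the log2 scale (exact permutation test, p = 0.00126, the smallest that 5 pools against 7 allow). In the cells of PND30 sorted by DNA content, the ratio was 0.170 and 0.0918 in 4N and 0.425 and 0.546 in 1N cells of replicates 1 and 2.

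**Figure D6:**
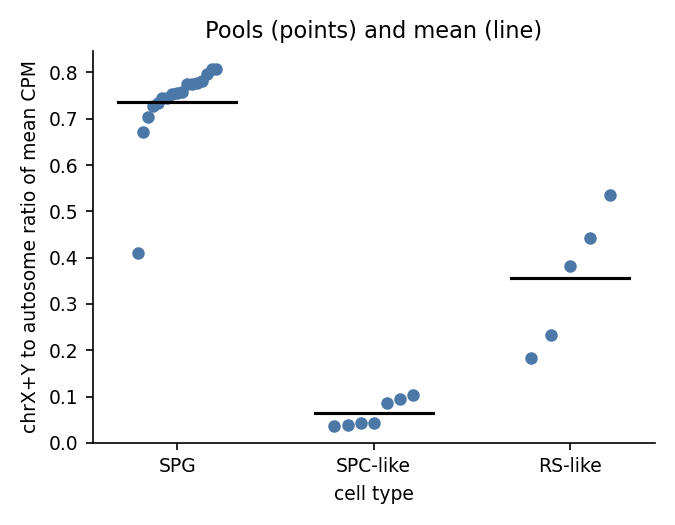
Ratio of the mean CPM per gene of chromosomes X and Y to that of the autosomes (vertical axis) in SPG, spermatocyte-like and round spermatid-like cells (horizontal axis). Points are pools and lines are means, 0.737 in SPG and 0.0641 in spermatocyte-like cells.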

The minimum transcriptional state on sex chromosomes was observed in SPC and the gene-expression level gradually increased, reaching chrX+Y/chrA ratios comparable to SPG in RS, which was consistent with a previous study^19^.

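Round spermatid-like cells had a ratio of 0.355 ± 0.147 (SD, n = 5 pools), with pools from 0.183 to 0.536. It stayed below that of SPG by a log2 difference of -1.15 (permutation test, p = 1.14e-04). For genes of X alone the ratios were 0.801 ± 0.101 in SPG, 0.0683 ± 0.0319 in spermatocyte-like and 0.357 ± 0.148 in round spermatid-like cells, and for genes of Y 0.140 ± 0.0215, 0.0251 ± 0.0132 and 0.339 ± 0.135 in the same order. A round spermatid carries either X or Y, so that a pool of them holds each in a part of its cells.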

### Interspecies comparison of germ cell development between human and mouse

We next sought to utilize our high-precision reference map of full-term mouse germ cell development to infer the evolutionary conservation of the transcriptional regulation of this program in humans. To this end, we integrated the scRNA-seq datasets of mouse PGCs in this study and our previously reported scRNA-seq datasets of human PGCs^29^. Standardized approaches were used to process the raw data, and dimension reduction showed that migrating PGCs, mitotic PGCs, and mitotic arrest PGCs followed similar trajectories in human and mouse (Fig. 7a, b). This finding was supported by the expression patterns of well-known germ cell markers (Supplementary Fig. 14a). Next, the DEGs of each cell type were independently inspected in human and mouse. Overall, the 8,106 DEGs with clear orthologues can be further divided into three subsets−human-specific DEGs (850), mouse-specific DEGs (6,209), and human-mouse-shared DEGs (1,227) (Fig. 7c). To identified regulatory principles that are evolutionarily conserved, we focused our subsequent analysis on these 1,227 human-mouse-shared DEGs of which 701 were stage-matched (104 in migrating PGCs, 75 in mitotic PGCs, 522 in mitotic arrest PGCs) and 526 non-stage-by-stage matched DEGs (Fig. 7c, Supplementary Data 6).

**Fig. 7:**
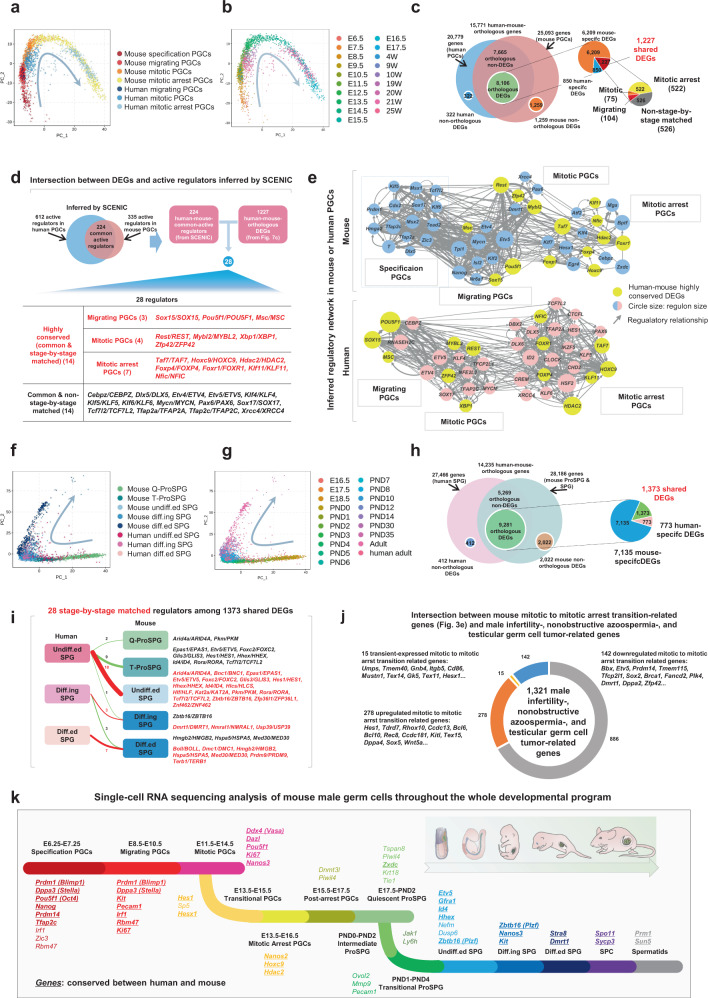
Interspecies comparison of male germ cell development between human and mouse. **a** PCA plots of four phases of mouse male PGCs and three phases of human male PGCs. Cells are colored based on the cell types are shown. **b** PCA plots of four phases of mouse male PGCs and three phases of human male PGCs. Cells are colored based on the sampled time-points shown. **c** Pie chart showing the distribution of human-mouse orthologous- and non-orthologous genes in the transcription profiles of mouse male PGCs and human male PGCs. The distribution of stage-by-stage matched and mismatched DEGs are also shown. **d** Intersection between DEGs and active regulators inferred by SCENIC in mouse male PGCs and human male PGCs. **e** Inferred regulatory networks of representative regulators in mouse male PGCs (Top) and human male PGCs (Bottom) are shown. Nodes labeled by yellow indicate the human-mouse highly conserved DEGs (common & stage-by-stage matched regulators). **f** PCA plots of five phases of mouse male ProSPG and SPG and three phases of adult human male SPG. Cells are colored based on the cell types are shown. **g** PCA plots of five phases of mouse male ProSPG and SPG and three phases of human adult male SPG. Cells are colored based on the sampled time-points. **h** Venn diagram showing the distribution of human-mouse orthologous- and non-orthologous genes in the transcription profiles of mouse male ProSPG and SPG and adult human male SPG. **i** 28 stage-by-stage matched regulators among 1,373 shared DEGs are shown. **j** Intersection between mouse mitotic to mitotic arrest transition-related genes (Fig. 3e) and male infertility-, nonobstructive azoospermia-, and testicular germ cell tumor-related genes. **k** The cell stages determined by scRNA-seq during mouse male germ cell development are shown in different colors. Genes conserved in humans and mice are bolded and underlined.

To analyze the regulatory networks involved in human and mouse PGC development, single-cell regulatory network inference and clustering (SCENIC) analysis was performed to score the activity of gene regulatory networks at each stage of PGC development. Gene modules exhibiting co-expression patterns with transcription factors were first established. Next, the binding motifs were analyzed to select the prominently enriched modules for evaluating the activity of each subnetwork. Based on the SCENIC results, 224 common active regulators were finally identified between human and mouse (Fig. 7d, Supplementary Data 6). They were defined as the potential determinants for four mouse male PGC stages and three human male PGC stages (without specification stage of human PGCs). We then overlapped these 224 common active regulators with the 1,227 human-mouse-shared DEGs. This analysis led to the identification of 28 core regulators including a set of 14 highly conserved regulators (common & stage-by-stage matched) (Fig. 7d). ZFP42, one of the 14 inferred highly conserved regulators of mitotic PGCs in human and mouse, is indispensable for the normal development of male germ cells in mice according to the Mouse Genome Informatics (MGI) database. The second set of 14 regulators (common & non-stage-by-stage matched) were conserved in both species but they did not function at the same developmental stages (Fig. 7d). In detail, *Sox15*/*SOX15, Pou5f1*/*POU5F1*, and *Msc*/*MSC* were active in mouse/human migrating PGCs, *Rest*/*REST, Mybl2*/*MYBL2, Xbp1*/*XBP1*, and *Zfp42*/*ZFP42* were active in mouse/human mitotic PGCs, while another 7 highly conserved regulators such as *Taf7*/*TAF7, Hdac2*/*HDAC2*, and *Klf11*/*KLF11* were active in mouse/human mitotic arrest PGCs (Fig. 7d, Supplementary Fig. 14b–e). *Tfap2a* was highly expressed in mouse specification PGCs, but *TFAP2A* was highly expressed in human mitotic arrest PGCs. *Tfap2c* was highly expressed in the stages of mouse specification PGCs and mitotic PGCs, while *TFAP2C* was highly expressed in human mitotic PGCs (Supplementary Fig. 14b–e). Notably, *Hes1*, a marker of transitional PGCs (Fig. 4), was identified to be active in human mitotic arrest PGCs (Supplementary Fig. 14b, c). ZXDC, a marker of the mouse Q-ProSPG (Fig. 6a), was found to be quite active in both mouse and human PGCs albeit acting as a mouse-specific DEG (Supplementary Fig. 14f, g). Thus, a set of key regulators with potential contribution to PGC development were identified to be conserved between human and mouse (Fig. 7d, e).

We next integrated our mouse data with our previously published datasets of human spermatogenesis^26^. Clustering analysis showed that mouse undiff.ed SPG, Diff.ing SPG, and Diff.ed SPG were generally well-merged with human SSCs, Diff.ing SPG, and Diff.ed SPG, respectively (Fig. 7f, g). With the same analytical criterion, we present a list of species-specific (7,135 in mouse, 773 in human) and human-mouse-shared DEGs (1,373) for each cell type (Fig. 7h, Supplementary Data 6). Further analysis of these 1,373 shared DEGs revealed that a set of stage-by-stage matched regulators were highly conserved in undiff.ed SPG (18), diff.ing SPG (3), and diff.ed SPG (7), respectively (Fig. 7i). In particular, HHEX, a critical regulator of mSSCs as functionally validated in this study, was highly expressed in both mouse and human undiff.ed SPG. FOXC2, and ETV5, two highly conserved regulators of undiff.ed SPG, were identified to be with regulatory potential in mouse and human (Supplementary Fig. 14h), consistent with their functions in mSSC maintenance^77,78^. These data indicate that the inferred conservative regulators such as ETV5, FOXC2, and HHEX might contribute to hSSC maintenance.

Finally, we screened out 435 male infertility and testicular germ cell tumor-related genes from the public database (Gene Ontology Resource, OMIM, and NCBI ClinVar), which were also identified to be critical for the mitotic to mitotic arrest transition in mice based on the aforementioned results (Figs. 3e, 7j, and Supplementary Data 6). Together, these disease-related human-mouse orthologous genes facilitate us to decipher human male infertility and testicular germ cell-related diseases.

## Discussion

A fundamental question in developmental biology is how mammalian PGCs are specified from the post-implantation epiblasts and how these cells sequentially transit in a stepwise manner to become mature sperm. Here, we systematically characterize the single-cell transcriptome atlas of full-term male germ cell development with unprecedented resolution and precision. Our deep scRNA-seq method enabled us to capture rare transitional cell types and identified the specific and exclusive detection markers for each cell state. Based on the evidence in this study, a cascade of cellular states with hallmark transcriptome signatures was discovered in mouse male germ cell development (Fig. 7k, Supplementary Fig. 14i, and Supplementary Fig. 15).

It is well-known that due to the “batch effect” which caused by different sequencing technologies, library preparation protocols, and data interpretation strategies^32^, it is quite difficult to integrate different single-cell sequencing data and generate an unbiased and high-quality atlas, which is critical for faithfully discovering undefined sub-populations and performing analysis such as calculating differentially expressed genes without inaccuracy^79^. Therefore, to our knowledge, we carried out so far the most comprehensive and accurate scRNA-seq analysis of essentially all stages of male germ cells. The unbiased single-cell transcriptome atlas of male germline cycle established here allowed for an accurate overview of the cell-fate transition and determination underlying male germ cell development. The developmental trajectory and the identified cell sub-populations based on our data could be mostly recapitulated by integrating other germ cells scRNA-seq datasets^71,72^, although certain cell stages were not covered in these studies (Supplementary Fig. 11, 12). Additionally, the map we constructed here represents a reference framework that facilitates the integration with other layers of omic information to characterize the epigenetic regulation in male germ cells. Recent studies using multi-omics analyses revealed the regulatory elements associated with germ layer emergence^80^. Thus, it will be interesting to explore the epigenomic regulatory principles throughout male germ cell development using single-cell multi-omics profiling. Further, the full-term expression dynamics of key regulators will guide the functional evaluation of proposed candidate genes using inducible gene knockout and overexpression strategies.

The development from specified PGCs to mature haploid gametes is crucial for the maintenance of a species. In this study, we revealed that the Notch signaling pathway was highly enriched in mitotic arrest PGCs, suggesting its potential roles. Further study via Notch signaling pathway blocking demonstrated its essential roles in the regulation of mitotic arrest in male PGCs as exemplified by the increase of MKI67^+^ cells. Previous studies found that Notch signaling pathway was involved in PGC or SPG development in mouse, chicken, sea urchin, Xenopus, *Drosophila*, and *C. elegans*, or in mouse gonadal somatic progenitor cells to Leydig/interstitial cells differentiation, but its direct functions in mouse male gonadal PGCs have not been characterized^81–87^. In this study, we showed that the Notch signaling pathway was intrinsically activated in mouse male gonadal PGCs. Anyway, our Notch signaling pathway blocking results and the reported phenotypes of *Hes1*^*−/−*^ mice^81^ together proved the importance of this signaling pathway in male germ cell development. It should be noted that *Notch1*^*−/−*^, *Notch2*^*−/−*^, and *Hes1*^*−/−*^ mice all exhibited either complete embryonic or complete perinatal/postnatal lethal phenotype^88–90^, making it difficult to use these genetic mouse models for the study of their roles in male reproductive function. In addition, *Notch3*^*−/−*^ and *Notch4*^*−/−*^ mice are viable and fertile with no apparent lack of reproductive function^91,92^. Taking these factors into account, the inhibitors of Notch signaling pathway-DAPT and LY411575 were therefore used to block the Notch signaling pathway activation in the present study. Previous studies show that Sertoli cell-Notch signaling pathway plays the role in fetal germ cell development^60,61^; therefore, a future study using conditional knockout of key regulators of this pathway is aimed to confirm the detailed functions of Notch signaling pathway in fetal germ cells. Similarly, cell-cycle regulators have been identified to be highly associated with male germ cell arrest^12,13^. HELQ is crucial for male germ cell development and HELQ deficiency is associated with male subfertility^62^, but when and how HELQ regulate germ cell development prenatally are still unexplored. Here we showed that *Helq* knockout mice exhibited decreased proportion of PGC numbers and aberrant mitotic to mitotic arrest transition. Mechanistically, the p-ATR/p-CHK1 regulatory axis was hyperactivated in *Helq*^*−/−*^ PGCs, suggesting that *Helq* knockout enforced the S/G2 checkpoint and resulted in the cell-cycle arrest in S/G2 phase; as a result, a clear developmental arrest was uncovered. In addition, an aberrant upregulation of E-cadherin (encoded by *Cdh1*) was observed in *Helq*^*−/−*^ germ cells. This finding was consistent with previous studies that the expression of E-cadherin (encoded by *Cdh1*) in male germ cells should be downregulated once sexual differentiation completed, which was critical for the cell fate transition of prenatal male germ cells^93,94^. Based on these data, it is most likely that HELQ also functions in the regulation of mouse male PGC differentiation. More broadly, HELQ ablation assays suggested that the phenotype of some infertile or subfertile male patients carrying mutated genes like *Helq* might be caused by developmental defects at the mitotic to mitotic arrest transition stage, which eventually led to an unrecoverable reduction of SSC pool. Thus, these findings uncovered by scRNA-seq and functional validations should provide valuable advice for prenatal diagnostic testing and manipulating PGCs at the transitional stage might be a promising strategy to treat infertility or subfertility. Nevertheless, it should be noted that the present lack of stable prenatal germ cell culture system essentially limits functional validations of the identified regulators. To summarize, our study on the Notch signaling pathway and HELQ demonstrated the biological importance of cell-cycle switch for the proper transition from mitotic to post-arrest PGCs, emphasizing the biological significance of transitional PGCs. Multiple lines of evidence support the notion that developmentally defective germ cells are eliminated through apoptosis before birth^95^. Therefore, healthy PGCs might be discriminated from developmental incompetent cells via a differential surveillance of DNA damage.

Due to the difficulties to get access to certain stages of human germ cells such as specification stage of human PGCs, the full-term developmental program of human male germ cells remains unexplored. To overcome these shortcomings, we performed a comprehensive human-mouse comparison at the PGC and spermatogonia stages. Overall, the developmental trajectory from gonadal PGCs to differentiated spermatogonia was found to be very similar in human and mouse. Our data revealed a set of conserved regulators involved in germ cell development of human and mouse, highlighting the value of the accumulated knowledge of mouse model to understand human germ cell development. Of note, a set of potential regulators (435), which were identified to be critical for the mitotic to mitotic arrest transition of mouse PGCs, were highly associated with human male infertility and testicular germ cell tumor. Given that scRNA-seq datasets used here were all constructed by one laboratory via a consistent method, the present comparison between human and mouse germ cell development could reliably represent the human-mouse differences and similarities.

In conclusion, our work offers an unprecedented high-precision single-cell transcriptome atlas of full-term development of mouse male germ cells, illuminating the cell-fate transition landscape of male germ cells. In this context, we uncovered several critical developmental stages/regulators for prenatal germ cell fate determination. Collectively, our study demonstrates that densely sampled large-scale high-precision single-cell profiling has the potential to advance our understanding of male germ cell development in mammals. Further studies will be aimed to establish the regulatory networks of postnatal male germ cells and explore other key events, such as epigenetic reprogramming.

## Methods

### Animals

All animal studies were performed in accordance with the ethical guidelines of South Medical University ethics committee (L2016149). Animal-related research protocols were performed in accordance with the U.S. Public Health Service Policy on Use of Laboratory Animals, and were approved by the Ethics Committee on Use and Care of Animals of Southern Medical University.

Male BVSC (*Blimp1*-mVenus and *Stella*-ECFP) transgenic mice were obtained from Mitinori Saitou laboratory (Kyoto, Japan). Female C57BL/6 mice were purchased from the Guangdong Medical Laboratory Animal Centre (Guangzhou, China). *Helq*-KO mice were generated by CRISPR/Cas9 technology (see below). Mice were kept in a standard 12 h light-dark cycle in the specific-pathogen free conditions, and were permitted for free access to water and food. The ambient temperature was 20–25°C and the humidity was 40-70%. All the mice we used were healthy and immune-normal.

Notch signaling pathway was inhibited by intraperitoneally injection of 200 mg/kg DAPT (*N*-[*N*-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester, Selleck, S2215), and 10 mg/kg LY411575 (N-[(1S)-2-[[(7S)-6,7-dihydro-5-methyl-6-oxo-5H-dibenz[b,d]azepin-7-yl]amino]-1-methyl-2-oxoethyl]-3,5-difluoro-αS-hydroxy-benzeneacetamide, Selleck, S2714) dissolved in 10% ethanol and 90% corn oil. Pregnant mice were injected twice, at E13.5 and E14.5, the embryos were dissected and genital ridges were analyzed at E15.5 onward.

### Cell culture

mSSC lines were derived from the testis of 5.5 days postpartum (dpp) mice with the genetic background of B6D2F1 (C57BL/6 × DBA). mSSCs were cultured as previously described^96,97^ with some modifications: StemPro-34 SFM (Invitrogen) supplemented with StemPro supplement (Invitrogen), 1% FBS, N2 (100×), 6 mg/ml D-(1)-glucose, 5 mg/ml BSA, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 2 mM l-glutamine, 10^-4 ^M ascorbic acid, 10 mg/ml biotin, 30 ng/ml β-estradiol, 60 ng/ml progesterone (Sigma), 20 ng/ml mouse EGF, 10 ng/ml human bFGF, 10 ng/ml recombinant rat GDNF (R&D Systems) and 10^3^ U/ml LIF (Merck Millipore). SSCs were passaged every 6 days by dissociating with 0.05% trypsin and changed the medium every 2 days.

BVSC ESCs (embryonic stem cells) were established and maintained under the N2B27 ‘2i-LIF’ condition on feeder cells as previously described^98^. Briefly, the blastocysts were plated in N2B27 ‘2i-LIF’ medium. Several days later, the cell masses were dissociated using 0.05% trypsin and replated into culture dished with feeder cells. ESCs were passaged every two days using 0.05% trypsin and the medium was changed every day.

### Single-cell collection

Five- to six-week-old female C57BL/6 mice in natural estrus were mated with male homozygous BVSC (*Blimp1*-mVenus and *Stella*-ECFP) mice. Female mice with vaginal suppository were retained for further use and noon of the day was set as E0.5. The collection of germ cells from E6.5 and E7.5 embryos was strictly performed in accordance with the previous studies^67,99^.

The germ cells ranged from E8.5 to E18.5 were collected with the assistance of fluorescent active cell sorting (FACS) using Blimp1-mVenus and Stella-ECFP signals as shown in Supplementary Fig. 16. Whole embryos at the stages from E8.5 to E10.5 were digested using the TrypLE^TM^ Express enzyme to isolate the BVSC^+^ cells through FACS. For stages E10.5 and E11.5, male embryos and gonads were selected by PCR for the genomic DNA of male specific *Sry* gene. Of note, gonads from E13.5- to E16.5 embryos were divided into three parts and defined as the proximal, central and distal according to the relative positions with respect to the mesonephros. Due to the downregulation of the Blimp1-mVenus signal from E14.5 to E18.5, single positive Stella-ECFP cells were collected from E14.5. After FACS, the collected cells were examined under a fluorescence microscope to further confirm the fluorescence signal.

After birth, male gonads were treated as previously described^71^ and testicular cells with typical morphology of germ cells were randomly selected.

### scRNA-seq library preparation and sequencing

After sample collection, a mouth pipette was used to immediately transfer the single cell into prepared lysis buffer with an 8-nt barcode. The preparation of scRNA-seq library was performed using the STRT-seq method^100^. In brief, samples were incubated at 72°C for 3 min after vortexing for 60 s. Then, the first-strand cDNA was reverse-synthesized using oligo(dT) anchored with cell-specific barcode, unique molecular identifiers (UMIs) and template-switching oligonucleotides (TSO). After that, the second-strand cDNAs were synthesized, and the cDNAs were amplified by 18 cycles of PCR. Subsequently, the products of single cells were pooled and purified. Next, biotinylated pre-indexed primers were used to further amplify the PCR product by an additional four cycles of PCR to introduce biotin tags to the 3′ ends of the amplified cDNAs. About 300 ng of cDNA was then sheared with a Covaris M220 to obtain fragments with an average length of approximately 300 bp. Dynabeads^®^ MyOne Streptavidin C1 beads (Thermo Fisher) were used to enrich for the 3′ terminal cDNAs. The RNA-seq library was then constructed using a Kapa Hyper Prep Kit (Kapa Biosystems) and subjected to 150 bp paired-end sequencing on an Illumina HiSeq XTEN platform (sequenced by Novogene).

### scRNA-seq data processing

Reads 1 of sequencing read pairs were added the 8-nt cell barcode sequence and unique molecular identifiers (UMIs) based on reads 2 with “extract” tool in UMI-tools (version 1.0.0)^101^. Subsequently, template switch oligo (TSO) sequence, ployA tail sequence and low-quality bases in reads 1 were removed via costumed script and “trimfq” command in seqtk (version 1.3)^102^. Clean reads 1 were aligned to mm10 mouse reference (References-3.0.0, download from https://support.10xgenomics.com/single-cell-gene-expression) using STAR (version 2.7.1a) with options “–outFilterMultimapNmax 3” and “–outFilterMismatchNmax 4”^103^. To count uniquely aligned reads with genes, genomic features were then added to reads in BAM file using featureCounts of subread (version 1.6.4). “count” tool in UMI-tools was used to remove PCR duplicates based on barcode and UMI information. Gene-expression level was presented with log(TPM/10+1) unless specifically mentioned.

### Quality control of scRNA-seq data

We filtered cells via the following two criteria: the number of detected genes is greater than 2,000; the number of detected transcripts is between 10,000 and 1,000,000. Overall, we captured 11,598/11,896 individual gonadal and testicular cells from healthy antenatal and postnatal male mice and 1,094/1,136 individual gonadal cells from *Helq*^−/−^ male mice. On average, 9,413 genes and 302,772 transcripts were detected in normal cells and 8,370 genes and 263,296 transcripts were detected in *Helq*^−/−^ cells.

### Dimension reduction and cell-type identification

Seurat package (version 3.0.0)^34,35^ was conducted to perform dimension reduction and clustering analysis. For normal scRNA-seq data, firstly, raw UMI count matrix was used to create a Seurat object. We normalized the gene-expression measurements for each cell with the parameter “scale.factor = 100,000”. Subsequently, 1000 highly variable genes were selected to perform PCA on the scaled data. Based on “JackStraw” results, top 30 significant PCs were chosen to construct a KNN graph and run non-linear dimensional reduction (UMAP). “FindClusters” function was used to cluster the cells with the parameter “resolution = 0.3” and 26 original clusters were merged into 11 clusters (C1-C10 and blood cells) based on specific markers. Notably, 20 single cells with abnormal correspondence between time-points and cell types assignment were treated as outliers. To explore finer heterogeneity among cells, certain clusters were reanalyzed with the similar pipelines and appropriate parameters. Differential gene-expression analysis was performed using “FindAllMarkers” function unless specifically mentioned in this paper.

### Cell-cycle analysis

Cell-cycle analysis was performed using “CellCycleScoring” function in Seurat. Cell-cycle scores of each cell were assigned, and cell-cycle phase identities were also set by passing “set.ident = TRUE”.

### Self-organizing map (SOM) algorithm

The kohonen package in R was used to train a SOM for 282 pluripotency-related genes (downloaded from AmiGO: Version 2020-03-25 10.5281/zenodo.3727280). UMI count was first normalized to TPM and median value was calculated for each type of germ cells to generate a gene-cell-type matrix, which is used as the input data for SOM training. The total number of map units was set to 84 (determined as 5 * sqrt(N), where N is the number of input genes). Visualization was performed with custom R code.

### Pseudotime analysis

Monocle package (version 2.10.1)^104^ was used to construct cellular fine-grain trajectories in migrating PGCs (534 cells). “DDRTree” algorithm was used to reduce dimensionality. Then, 500 highly variable genes selected from migrating PGCs Seurat object were used to order cells in pseudotime along a trajectory. Root of the trajectory was assigned based on physiological development time.

### Calculation purity scores of cell populations

In order to assess the purity of mitotic arrest PGCs, an entropy-based metric, ROGUE^51^, was used to calculate purity scores of cell populations before and after re-clustering of mitotic arrest PGCs. We first filtered out low-abundance genes expressed less than 10 cells. We then used “SE_fun” function to calculate the expression entropy for each gene. Using “CalculateRogue” function, we calculated the ROGUE value of each cell type.

### Integration and comparative analysis of human and mouse scRNA-seq data

To analyze the similarities and differences of germ cell development between human and mouse, scRNA-seq datasets of human PGCs (678 cells)^29^ and spermatogonia (323 cells)^26^ were used. The CCA anchor method from Seurat package was applied to integrate human and mouse datasets. We obtained UMI count matrix of 15,771 and 14,235 human-mouse one-to-one orthologous gene pairs corresponding to PGCs and spermatogonia. Standard preprocessing was performed with 1,000 highly variable genes. Then we identified anchors using top 30 dimensionalities. PCA was used to visualize the integrated results.

For differential gene-expression analysis, DEGs (*q*-value < 0.05) of PGCs and SPG stage in human and mouse were obtained using “FindAllMarkers” function in Seurat, respectively.

### Comparative analysis of human and mouse gene regulatory networks

The SCENIC pipeline (as implemented in pySCENIC)^105^ was performed to infer transcription factors, gene regulatory networks of germ cell development in human and mouse. TF-modules were first created relying on co-expression and then regulons were derived from adjacencies based on TF-motif enrichment analysis. After that, AUCell method was used to score the activity of regulons on single cells. A binary matrix was generated using a cutoff of the AUC score for each regulon. A set of 612, 335, 120, and 257 TF regulons from human PGCs, mouse PGCs, human SPG and mouse SPG were obtained, respectively. Network connections of the selected genes were visualized using Cytoscape (version 3.7.1).

### Treatment of γ-Secretase inhibitor−DAPT or LY411575 for Notch signaling pathway blocking in vitro

The in vitro culture of mouse PGCs was performed with minor modifications^4^. Briefly, E14.5 male BVSC^+^ PGCs were sorted by FACS and cultured in a well of 5,000 cells in a low-cell-binding U-bottom 96-well plate in GMEM (Invitrogen) containing 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 0.1 mg/ml streptomycin, 2 mM l-glutamine in the presence of LIF (1,000 U/ml; Merck Millipore), SCF (100 ng/ml; R&D Systems), and EGF (50 ng/ml; R&D Systems). The cells were collected after 24 h treatment by vehicle or γ-Secretase inhibitors: DAPT (100 μM, Selleck, S2215) and LY411575 (100 μM, Selleck, S2714).

### Quantitative PCR (q-PCR)

Total RNA was extracted using TRIzol Reagent (Invitrogen). Total RNA was reverse transcribed into complementary DNA (cDNA) using HiScript QRT SuperMix (Vazyme). q-PCR was conducted with 2×PCR Master Mix (GenStar) on a LightCycler+96 Real-Time PCR system (Roche). All data were normalized to the expression of housekeeping gene *Gapdh* and calculated by ΔCq or ΔΔCq. All q-PCR primer pairs were listed in Supplementary Data 7.

### Western blot

Cell extracted were prepared using cold RIPA buffer (Solarbio) supplemented with 1 mM phenylmethylsulfonyl fluoride and protease inhibitor cocktail (Roche) on ice for 30 min. The homogenates were centrifuged at 13,000 rpm for 10 min and the supernatant was boiled with 5 × loading buffer for 5 min at 98 °C. Protein lysates were subjected to SDS-PAGE and subsequently electrotransferred to polyvinylidene fluoride membranes. The membrane was incubated with the indicated primary antibodies overnight at 4 °C and HRP-conjugated secondary antibodies, followed by visualization using Super ECL Detection Reagent ECL (YEASON). The primary antibodies used were mouse anti-HELQ antibody (1:100, Santa Cruz Biotechnology #sc-81095), rabbit anti-HHEX antibody (1:500, R&D System #MAB83771), and mouse anti-α-Tubulin antibody (1:5000, Tianjin Sungene Biotech #KM9007T).

### Immunofluorescence

The isolated mouse embryos at E7.5 and E9.5, male genital ridges at E11.5–E18.5, and testes at PND1-7 were fixed with 4% paraformaldehyde at 4 °C overnight, and washed extensively with phosphate-buffered saline (PBS). Then, the tissues were dehydrated and embedded in paraffin, and then cut into sections of 5-μm (genital ridges and testis)/10-μm (embryos) thickness, respectively. Immunostaining was performed after deparaffinization and rehydration as previously described^7^. The primary antibodies used were anti-DDX4 antibody (1:500, Abcam #ab27591), rabbit anti-DDX4 antibody (1:500, Abcam #ab13840), rabbit anti-IRF1 antibody (1:500, Abcam #ab186384), chicken anti-GFP antibody (1:500, Abcam #ab13970), rabbit anti-Ki67 antibody (1:500, Abcam #ab15580), rabbit anti-Cleaved PARP1 antibody (1:500, Abcam #ab32064), mouse anti-P53 antibody (1:200, Cell Signaling Technology #2524), rabbit ant-ATR (1:500, Abcam #ab227851), rabbit anti-ZXDC antibody (1:100, Proteintech Group, Inc #20530-1-AP), mouse anti-PLZF antibody (1:100, Santa Cruz Biotechnology #sc-28319), rabbit anti-Cytokeratin 18 (Krt18) antibody (1:200, elabscience # ESAP10261), mouse anti-TIE1 antibody (1:500, Abcam #ab201986), mouse anti-Neurofilament Medium antibody (1:250, Abcam #ab7794), mouse anti-Notch1 antibody (1:200, Santa Cruz Biotechnology #sc-373891), rabbit anti-Hes1 antibody (1:500, Abcam #ab108937), mouse anti-Ki67 antibody (1:500, Abcam #ab279653), rabbit anti-Phospho-Chk1 antibody (1:50, Cell Signaling Technology #2348), rabbit anti-Wee1 antibody (1:100, Cell Signaling Technology #13084), rabbit anti-KLF4 antibody (1:50, MilliporeSigma #HPA002926), rabbit anti-E-Cadherin antibody (1:50, Cell Signaling Technology #3195), rabbit anti-Notch2 antibody (1:200, Cell Signaling Technology #5732), rabbit anti-Notch3 antibody (1:150, Abcam #ab23426), rabbit anti-Notch4 antibody (1:150, Abcam #ab184742) and mouse anti-5mC antibody (1:300, Active Motif #39647). The secondary antibodies used were Goat Alexa Fluor 488 anti-rabbit IgG (1:500, Jackson ImmunoResearch #111-545-003), Goat Alexa Fluor 594 anti-rabbit IgG (1:500, Jackson ImmunoResearch #111-585-003), Goat Alexa Fluor 647 anti-rabbit IgG (1:500, Jackson ImmunoResearch #111-605-003), Goat Alexa Fluor 488 anti-mouse IgG (1:500, Jackson ImmunoResearch #115-545-003), Goat Alexa Fluor 594 anti-mouse IgG (1:500, Jackson ImmunoResearch #115-585-003), Goat Alexa Fluor 647 anti-mouse IgG (1:500, Jackson ImmunoResearch #115-605-003), Donkey Fluorescein (FITC) anti-Chicken IgG (1:500, Jackson ImmunoResearch #703-095-155). Images were captured with a ZEISS LSM880 confocal microscope. Five to ten fields were randomly selected.

### Simultaneous RNAscope and immunofluorescence assay

To visualize the transcription of mRNA and distinguish subtypes of PGCs, the RNAscope probe targeting *Wee1* was designed and synthesized by Advanced Cell Diagnostics company, and the assay of RNAscope and IF were performed by using RNAscope^®^ Multiplex Fluorescent Reagent Kit v2. For each experiment, *POLR2A*, *PPIB*, *UBC* and *HPRT* were used as the positive controls; *dapB* was used as the negative control.

Briefly, after fixing in 10% NBF (Neutral buffer formalin) for 24 h, fresh mouse male gonadal sections (5-μm-thin) were prepared and then pretreated with hydrogen peroxide solution, target retrieval solution, and stained with primary antibodies overnight at 4 °C. Sections were further treated with protease plus and finally hybridized with the RNA probe of target gene for 2 h at 40 °C in hybrid furnace, followed with a series of signal amplifications. After RNAscope, sections were stained with secondary antibody 30 min at room temperature. And Nuclei were counterstained with Hoechst for 10 min at room temperature. Images were obtained with ZEISS LSM880 confocal microscope.

The signal dots were visually counted following the RNAscope manual (as outlined at https://acdbio.com/how-correctly-interpret-your-rnascope%C2%AE-images), and single dot equals to single mRNA. Robust cutoff for determining the “High expression level” and “Low expression level” of *Wee1* mRNA was set up using the following criteria: (1) The number of dots in each cell is an integer, so the cutoff must also be an integer; (2) The mean dot in random PGCs is 5.35, which means PGCs with more than 5 (less than and nearest to 5.35) are *Wee1* mRNA high expression, otherwise are low expression; (3) The 25% percentile of the dot numbers in WEE1^High^ (WEE1 protein high expression) PGCs is 5.25, representing the lower threshold of expected expression is 5 (less than and nearest to 5.25). Overall, PGCs with less than or equal to 5 dots were defined as *Wee1*^Low^ (*Wee1* mRNA low expression) ones, and PGCs with more than 5 dots were defined as *Wee1*^High^ (*Wee1* mRNA high expression) ones. In all cases, statistics were performed following the above criteria.

### Germ cell counting

Confocal images were used to count the numbers of DDX4^+^, MKI67^+^ and cPARA1^+^ cells in the gonads of WT and *Helq*^*−/−*^ male mice. The percentage of MKI67^+^ and cPARA1^+^ cells with respect to DDX4^+^ cells was then calculated. For germ cell number comparison between the WT and *Helq*^*−/−*^ male mice, the data were presented as the normalized number of DDX4^+^ cells ± SE per 1000 somatic cells^106^. Stained sections of at least four WT or *Helq*^*−/−*^ mice were analyzed at each time-point. Unpaired two-tailed t-test was performed to calculate *P* values.

### Preparation of *Helq*^*−/−*^ mice

*Helq*^−/−^ mice were generated by CRISPR/Cas9 technology. Briefly, one single-guide RNA (sgRNA) were designed targeting the first exon of *Helq* and cloned into pSpCas9(BB)-2A-GFP (PX458) vector as previously described^107^. The designed plasmid was electroporated into mouse BVSC ESCs using Neon^TM^ Transfection System (Thermofisher) according to the manufacturer’s instructions. Two days later, GFP-positive cells were sorted by FACS and transferred manually into Matrigel-coated 96-well-plates with one single cell per well. Genomic DNA was extracted from the harvested cells and used for Sanger Sequencing. The targeted ESCs with 8-nt deletion in the two alleles of *Helq* were injected into blastocysts to generate chimeric mice. The chimeric mice were self-crossed to generate *Helq*^−/−^ mice. Genomic DNA was extracted to confirm the genotype.

### Construction of shRNA vectors and lentivirus preparation

Two shRNAs against *Hhex* were designed using pLKO.1-TRC shRNA system as previously described^108^. For lentiviral vector production, HEK293T cells cultured in 10-cm dishes and transfect at 70–80% confluency using Lipofectamine^®^ LTX & PLUS™ Reagent (Invitrogen) in Opti-MEM (Thermo Fisher). After incubation for 48 h in DMEM (containing 10% FBS), the supernatant was filtered and concentrated by ultracentrifugation. The pelleted viruses were stored at −80 °C for further use. The control in this test is a group with no shRNA added, the sh-NC is a group with lentivirus carrying shRNA against no target, and sh-*Hhex*-1 and sh-*Hhex*-2 are groups with lentivirus carrying shRNA against *Hhex*. Oligonucleotides used in this study were listed in Supplementary Data 7.

### Generation of knockdown mSSC lines

For lentiviral transduction, mSSCs were dissociated into single cells and 2.5 × 10^4^ cells per well were cultured in a 12-well plate. Lentivirus was added after 24 h and the medium was changed after 48 h. Puromycin was used to select transduced mSSCs at a final concentration of 0.4 μg/ml.

### Cell-cycle and cell death analysis

For analysis of cell cycle in knockdown or knockout cells, the cell pellet was gently mixed with pre-cooled 70% ethanol and fixed at 4 °C for more than 2 h. After washing with cold PBS, cells were treated with Rnase A and stained with PI (Cell Cycle and Apoptosis Analysis Kit, Yeasen) and analyzed using flow cytometer (CytoFlex, Beckman) as depicted in Supplementary Fig. 16.

For analysis of cell death in knockdown mSSCs, freshly collected cells were stained with Annexin V and PI (Annexin V-FITC/PI Apoptosis Detection Kit, Keygen) and analyzed using flow cytometer (CytoFlex, Beckman). The DNA content of cells was analyzed by ModFit software (ModFit LT 5.0, Verity Software House).

### Fluorescent activated cell sorting (FACS)

The sample preparation was performed as mentioned above. To distinguish the cell ploidy, the suspended cells were stained with 4 µg/ml Hoechst at 37 °C for 20 min. All samples were resuspended with PBS (containing 2% FBS). FACS was performed with a MoFlo XDP (Beckman Coulter) cell sorter. BV- and SC fluorescence were detected with the FITC- and 405 nm channels, respectively. Hoechst was detected with the 355 nm channel. The sorted cells were used for the subsequent scRNA-seq analysis.

### Bulk RNA-seq library construction and sequencing

Total RNA was extracted from 1 × 10^6^ cells using TRIzol Reagent (Invitrogen). 5 ng total RNA per sample was used to the construction of libraries using the STRT-seq method. Sequencing was performed on Illumina HiSeq 4000.

### Statistics and reproducibility

The experimental data were statistically analyzed using unpaired two-tailed *t* test to compare differences between different groups with GraphPad Prism version 6.0.0. The experiments in Fig. 4a, b, f, g, h, i, 5e, f, g, l, 6b, c, d, e, f, h and Supplementary Figs. 3b, c, 4a, e, f, 5c, 6b, b, c, g, h, i, 7c, d, e, f, 8d, e, 9e, 10c, d, e, f, h were conducted at least two times independently, and similar results were adopted for further analysis to guarantee reproducibility.

In Supplementary Fig. 9c, the statistical significance of relative expression level between the WT- and *Helq*^*−/−*^ male germ cells was evaluated using two-tailed Wilcoxon rank-sum test with ggpubr package in R and *P values* were indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The scRNA-seq datasets generated in the present study are deposited and publicly available in the Gene Expression Omnibus (GEO) at NCBI under accession number “GSE148032, ”. The mouse male germ cell scRNA-seq landscape can be browsed at https://tanglab.shinyapps.io/Mouse_Male_Germ_Cells/. Single-cell RNA-seq datasets of previous publication are publicly available: Li et al. (“GSE86146”)^29^, Wang et al. (“GSE106487”)^26^, Hermann et al. (“GSE108970”, “GSE108974”)^71^, and Green et al. (“GSE112393”)^109^. Mutant phenotypes of representative Human-mouse shared DEGs in mouse reproductive system were available from MGI Database (http://www.informatics.jax.org/), listed in Supplementary Data 6. Male infertility and testicular germ cell tumor-related genes downloaded were downloaded from the public database: Gene Ontology Resource (http://geneontology.org/), Online Mendelian Inheritance in Man database (OMIM, https://www.omim.org/), and NCBI ClinVar (https://www.ncbi.nlm.nih.gov/clinvar/) to identify genes critical for the mitotic to mitotic arrest transition of mouse PGCs. A reporting summary for this article is available as Supplementary Information file. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cell-fate transition and determination analysis of mouse male germ cells throughout development
**Source:** Nat Commun. 2021 Nov 25;12:6839. doi: 10.1038/s41467-021-27172-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Cell-fate transition and determination analysis of mouse male germ cells throughout development**

Jiexiang Zhao, Ping Lu, Cong Wan, Yaping Huang, Manman Cui, Xinyan Yang, Yuqiong Hu, Yi Zheng, Ji Dong, Mei Wang, Shu Zhang, Zhaoting Liu, Shuhui Bian, Xiaoman Wang, Rui Wang, Shaofang Ren, Dazhuang Wang, Zhaokai Yao, Gang Chang, Fuchou Tang & Xiao-Yang Zhao

## **Contents for Supporting Information**

### **I. Supplementary Table**

### **II. Supplementary Figures**

Supplementary Table 1

| Numbers of single cells collected (numbers of embryos or male testicular gonads used) per sampled time-point |          |          |         |         |          |         |         |          |         |         |         |        |        |         |
|--------------------------------------------------------------------------------------------------------------|----------|----------|---------|---------|----------|---------|---------|----------|---------|---------|---------|--------|--------|---------|
| Time-point                                                                                                   | E6.5     | E7.5     | E8.5    | E9.5    | E10.5    | E11.5   | E12.5   | E13.5    | E14.5   | E15.5   | E16.5   | E17.5  | E18.5  | PND0    |
| R1                                                                                                           | 480 (20) | 480 (18) | 48 (9)  | 96 (12) | 96 (9)   | 144 (9) | 96 (11) | 144 (9)  | 144 (4) | 144 (4) | 144 (4) | 96 (2) | 96 (2) | 192 (1) |
| R2                                                                                                           | 192 (16) | 280 (16) | 96 (13) | 96 (14) | 96 (10)  | 96 (8)  | 96 (10) | 144 (11) | 144 (4) | 144 (4) | 144 (4) | 96 (2) | 96 (2) | 192 (1) |
| R3                                                                                                           | 96 (10)  | 96 (9)   | 48 (6)  |         | 120 (10) |         |         |          |         |         |         |        |        |         |
| R4                                                                                                           |          | 48 (5)   |         |         |          |         |         |          |         |         |         |        |        |         |
| Total                                                                                                        | 768      | 904      | 192     | 192     | 312      | 240     | 192     | 288      | 288     | 288     | 288     | 192    | 192    | 384     |

| Time-point | PND1    | PND2    | PND3    | PND4    | PND5    | PND6    | PND7    | PND8    | PND10   | PND12   | PND14   | PND30                     | PND35   | Adult   |
|------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------------------------|---------|---------|
| R1         | 192 (1) | 128 (1) | 192 (1) | 192 (1) | 192 (1) | 128 (1) | 192 (1) | 192 (1) | 192 (1) | 96 (1)  | 480 (1) | 576 (1)                   | 384 (1) | 384 (1) |
| R2         | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 192 (1) | 240 (1) | 384 (1) | 480 (1)                   | 344 (1) | 480 (1) |
| Total      | 384     | 320     | 384     | 384     | 384     | 320     | 384     | 384     | 384     | 336     | 864     | 1056                      | 728     | 864     |
| Total      |         |         |         |         |         |         |         |         |         |         |         | 11,896 (After QC: 11,598) |         |         |

**Supplementary Table 1. Sample information of the cells analyzed in this study.**

Supplementary Fig. 1 related to Fig. 1

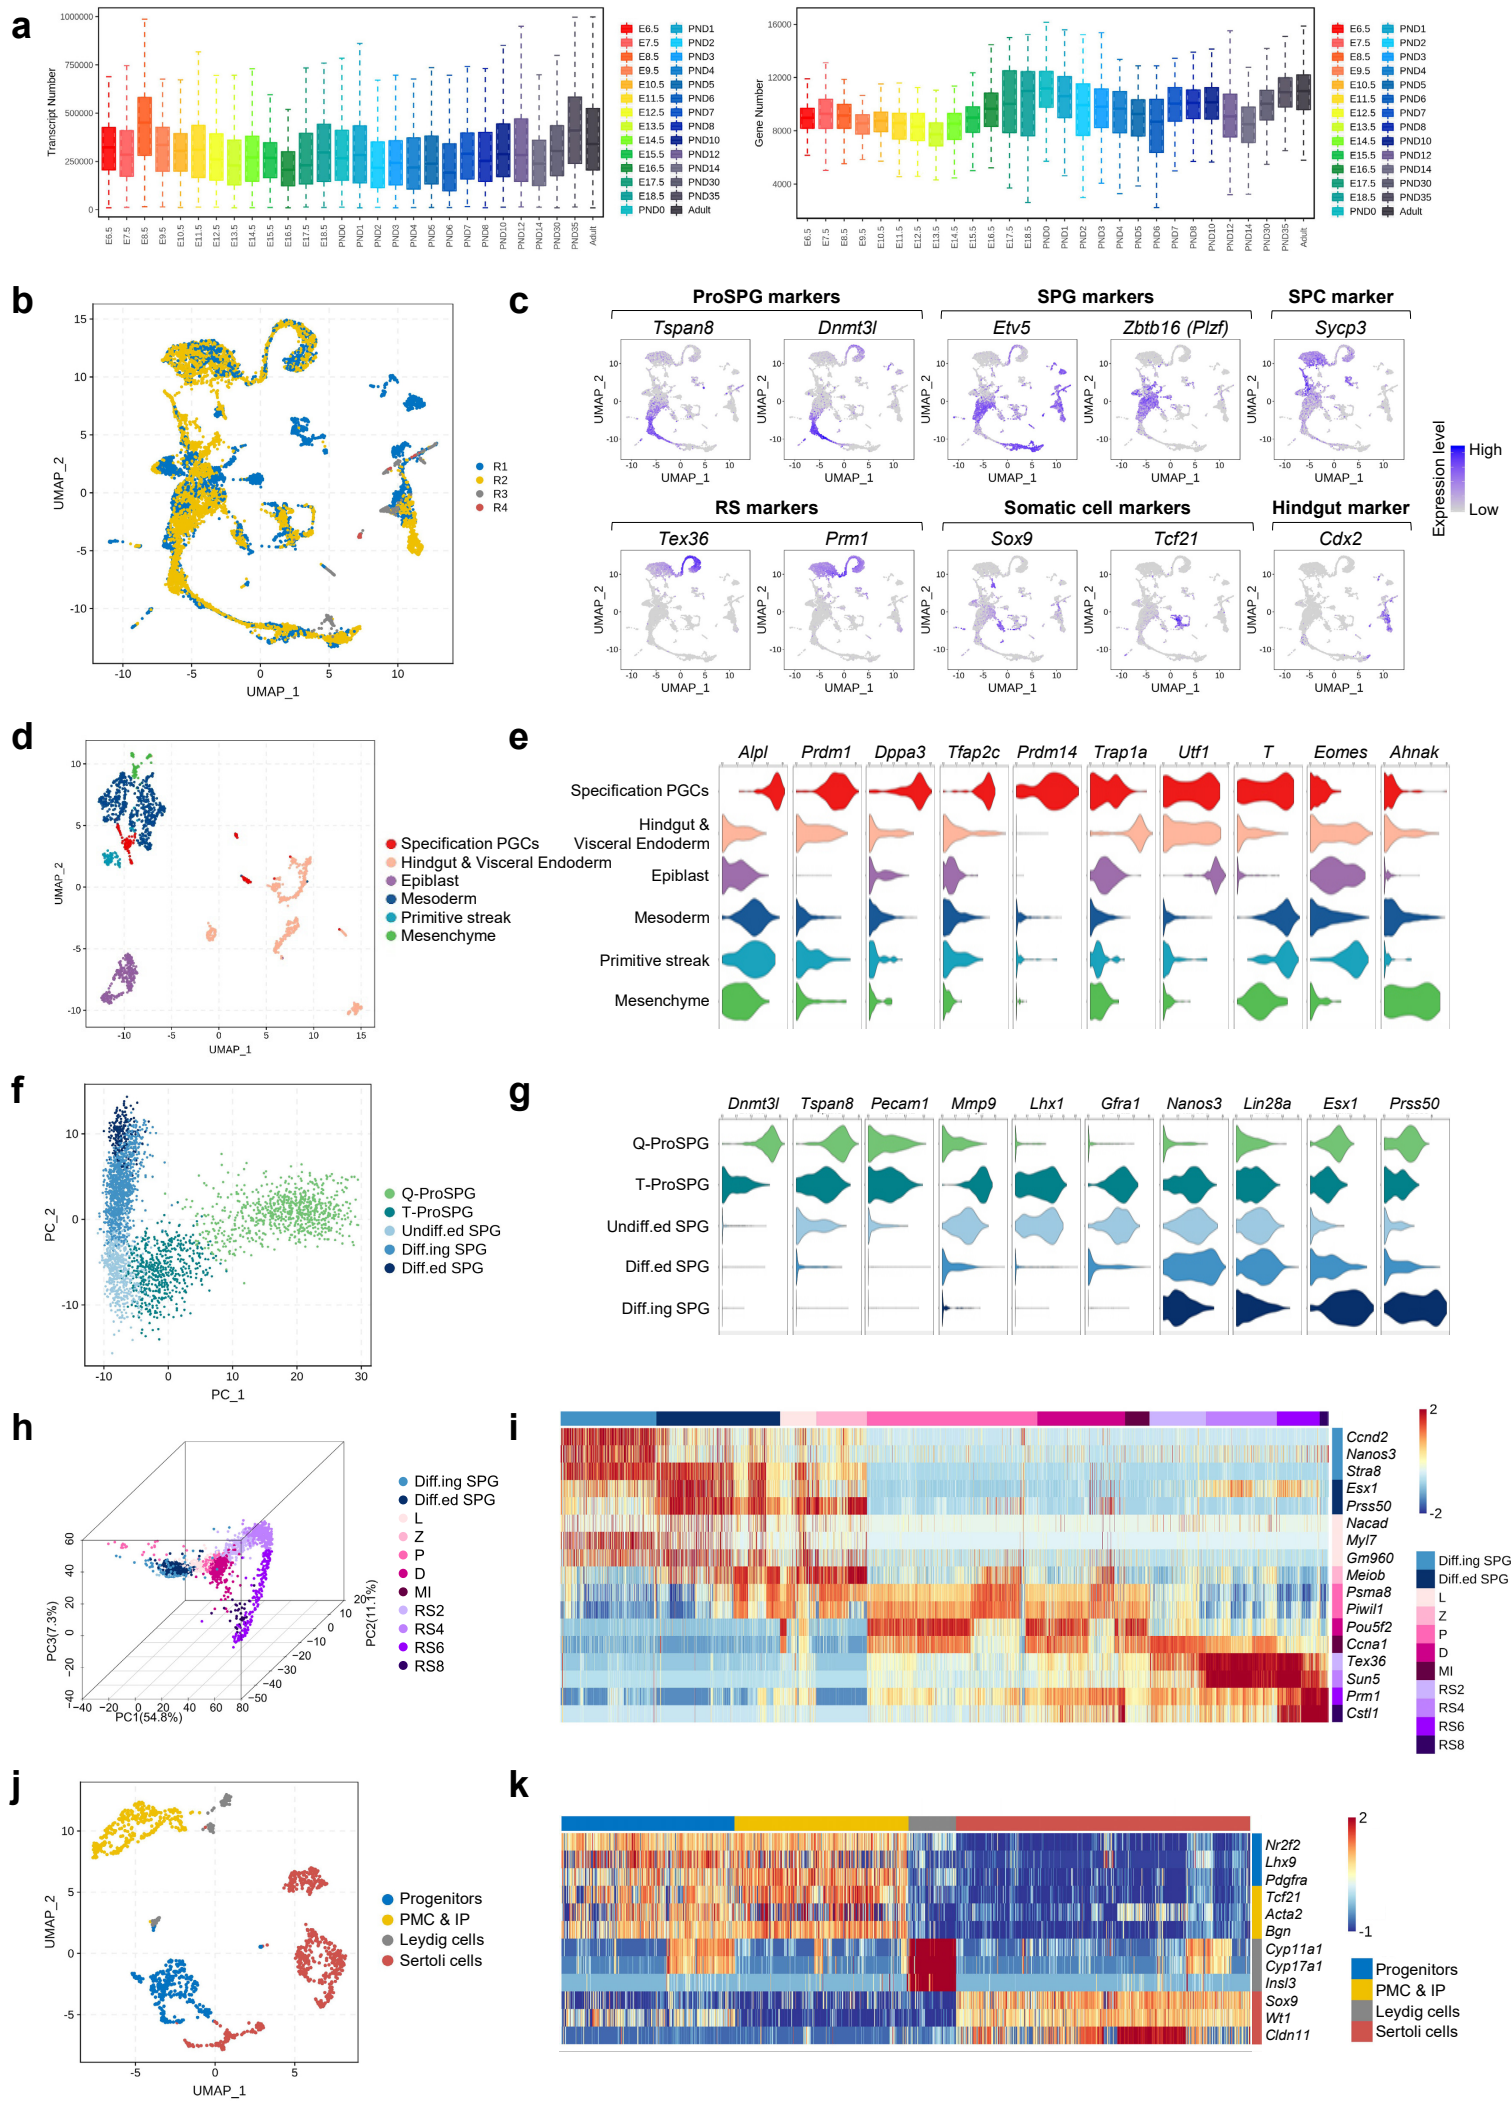

**Supplementary Fig. 1 Identification of mouse male gonadal/testicular cells and quality control of scRNA-seq data.**

**a**, Boxplot of the number of transcripts (left) and number of genes (right) detected in each single cell. Centre line, median; box limits, interquartile range (IQR); whiskers, minima and maxima within  $1.5 * IQR$ . **b**, UMAP plots are colored by the biological replicates sampled. **c**, UMAP plots are colored by expression levels for selected marker genes. Aliases of some genes are also shown. The color key from gray to dark blue indicates low to high expression levels. **d**, Re-clustering of E6.5-8.5 mixed cells in cluster 1 by UMAP. Cells are colored by indicated cell types. **e**, Violin plots of selected marker genes of each cell types in cluster 1. **f**, Re-clustering of clusters 5 and 6 by PCA. Cells are colored by indicated cell types. **g**, Violin plots of selected marker genes of each cell type in clusters 5 and 6. **h**, Re-clustering analysis of clusters 7 and 8 by 3D PCA. Cells are colored by indicated cell types. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **i**, Heatmap of representative marker genes for SPG, SPC and RS. The color key from blue to red blue indicates low to high expression levels. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **j**, Re-clustering of clusters 9 and 10 by UMAP. Cells are colored by indicated cell types. PMC & IP, peritubular myoid cells & interstitial progenitors. **k**, Heatmap of marker genes of four somatic cell clusters. The color key from blue to red blue indicates low to high expression levels. PMC & IP, peritubular myoid cells & interstitial progenitors.

Supplementary Fig. 2 related to Fig. 2

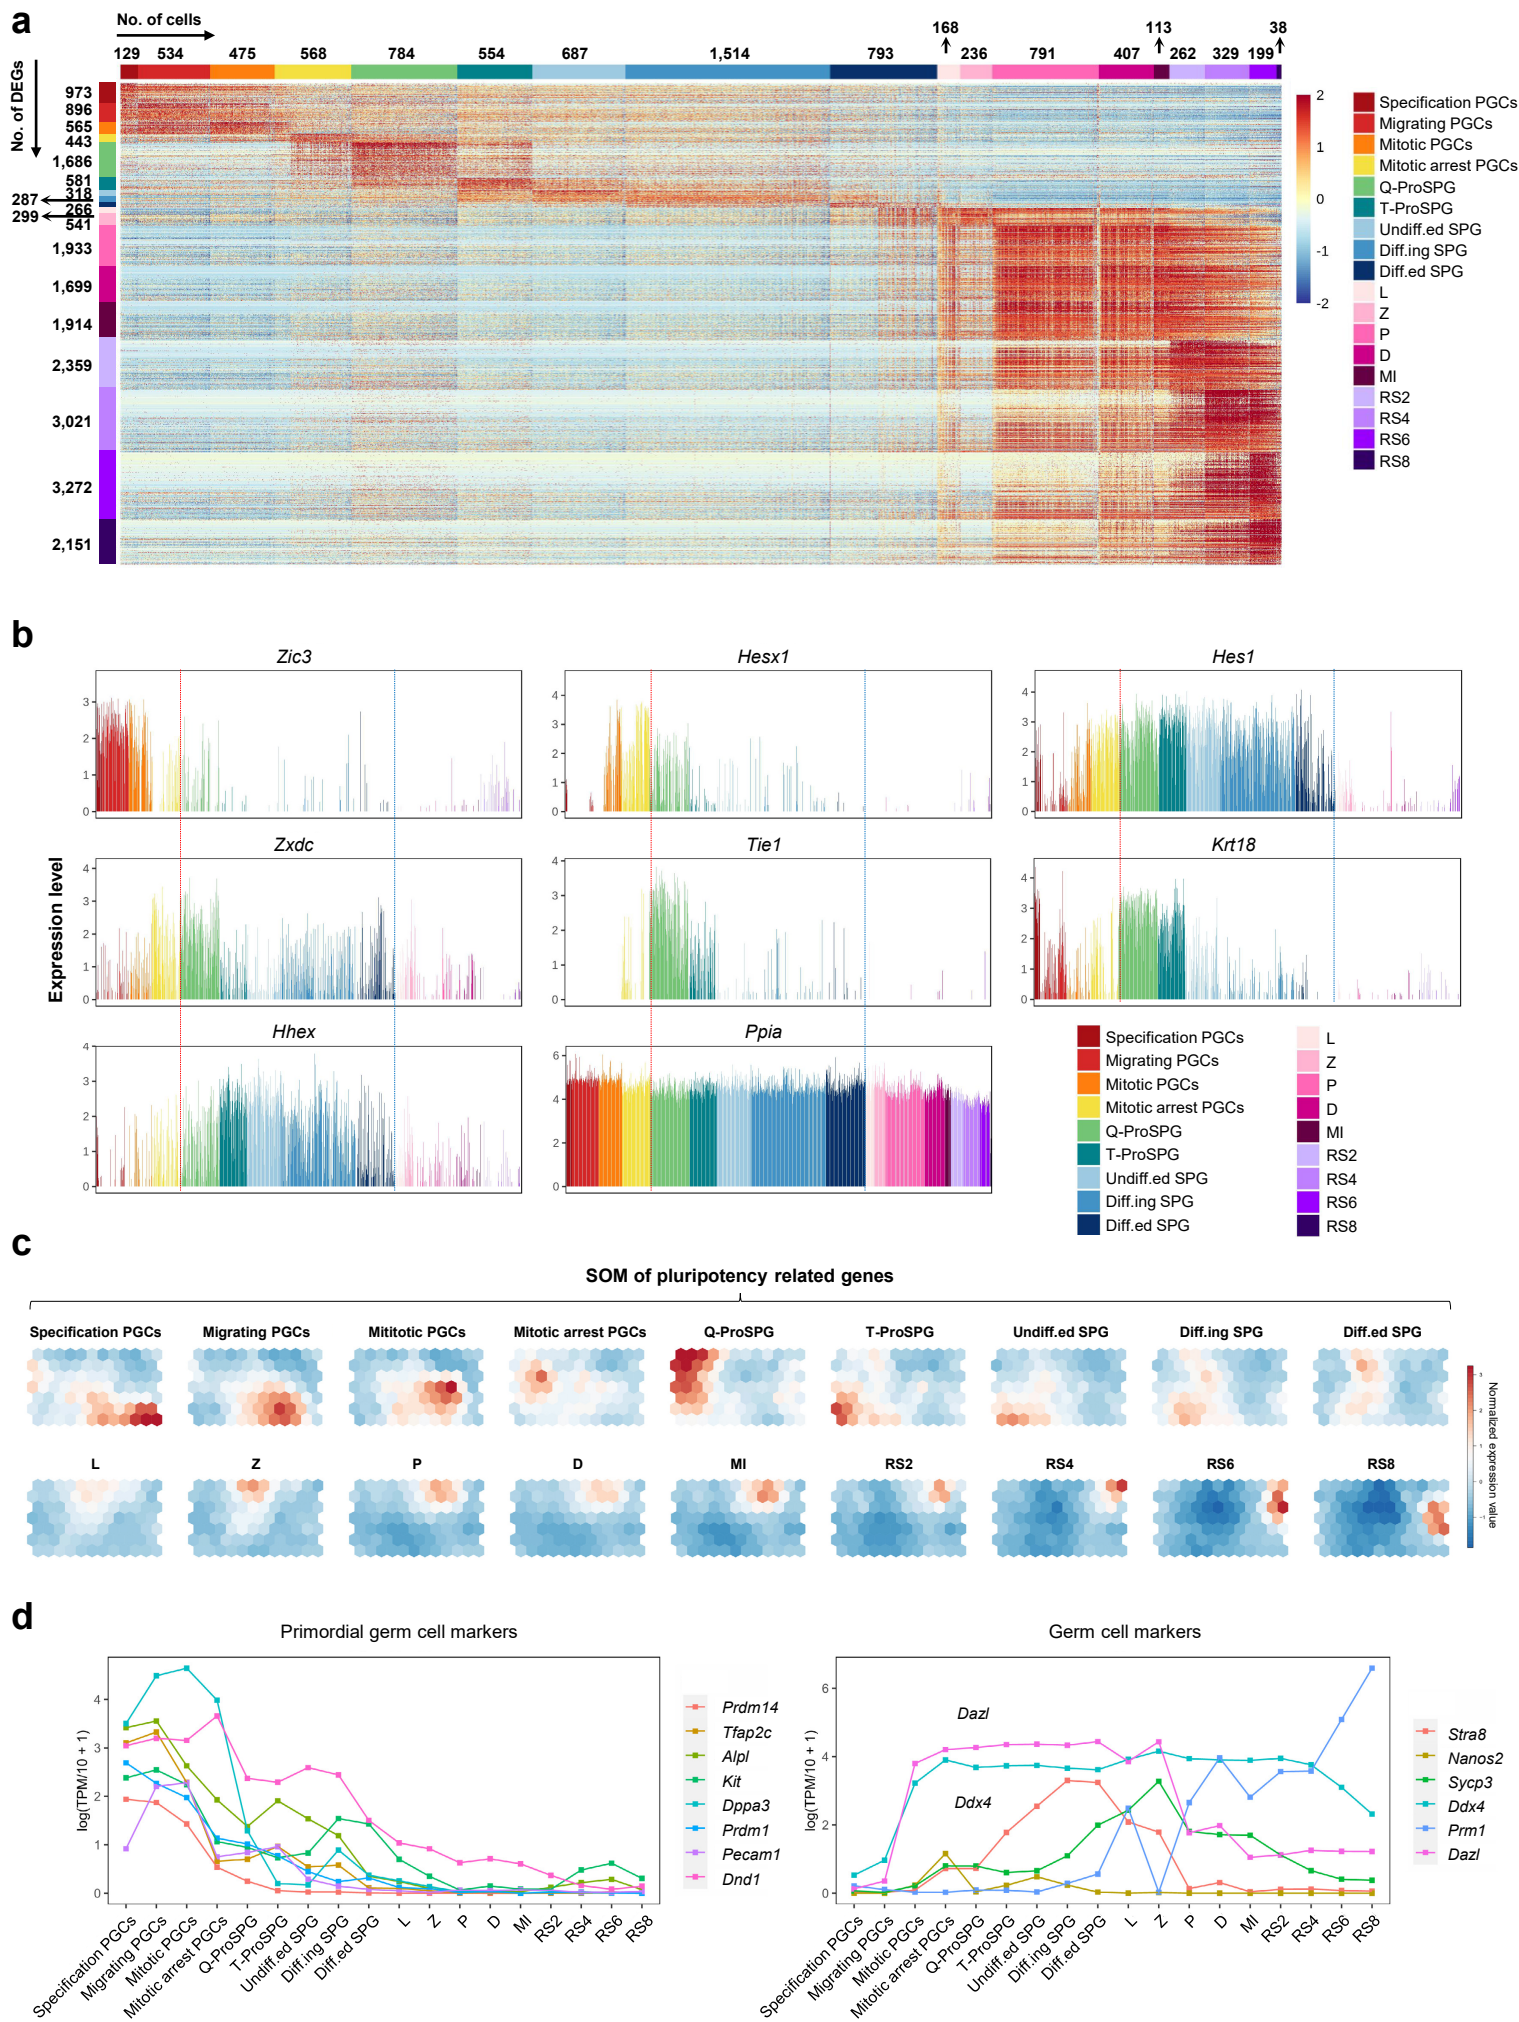

**Supplementary Fig. 2 Global gene expression signature and gene expression dynamics of selected gene sets during mouse male germ cell development.**

**a**, Heatmap of DEGs in 18 clusters of mouse male germ cells. Cell number and DEG number of each cluster are shown. The color key from blue to red indicates low to high gene expression levels. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **b**, Histograms showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of genes representative for each cell cluster identified in this study. *Ppia* is a housekeeping gene. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **c**, Dynamic expression of pluripotency related genes represented by a self-organizing map algorithm; divergent expression patterns of pluripotency related genes are emerged in each cell cluster. A gradient of blue to red indicates low to high normalized expression value. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. **d**, Line plots showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of previously known PGC markers and germ cell markers in each cell cluster.

Supplementary Fig. 3 related to Fig. 2

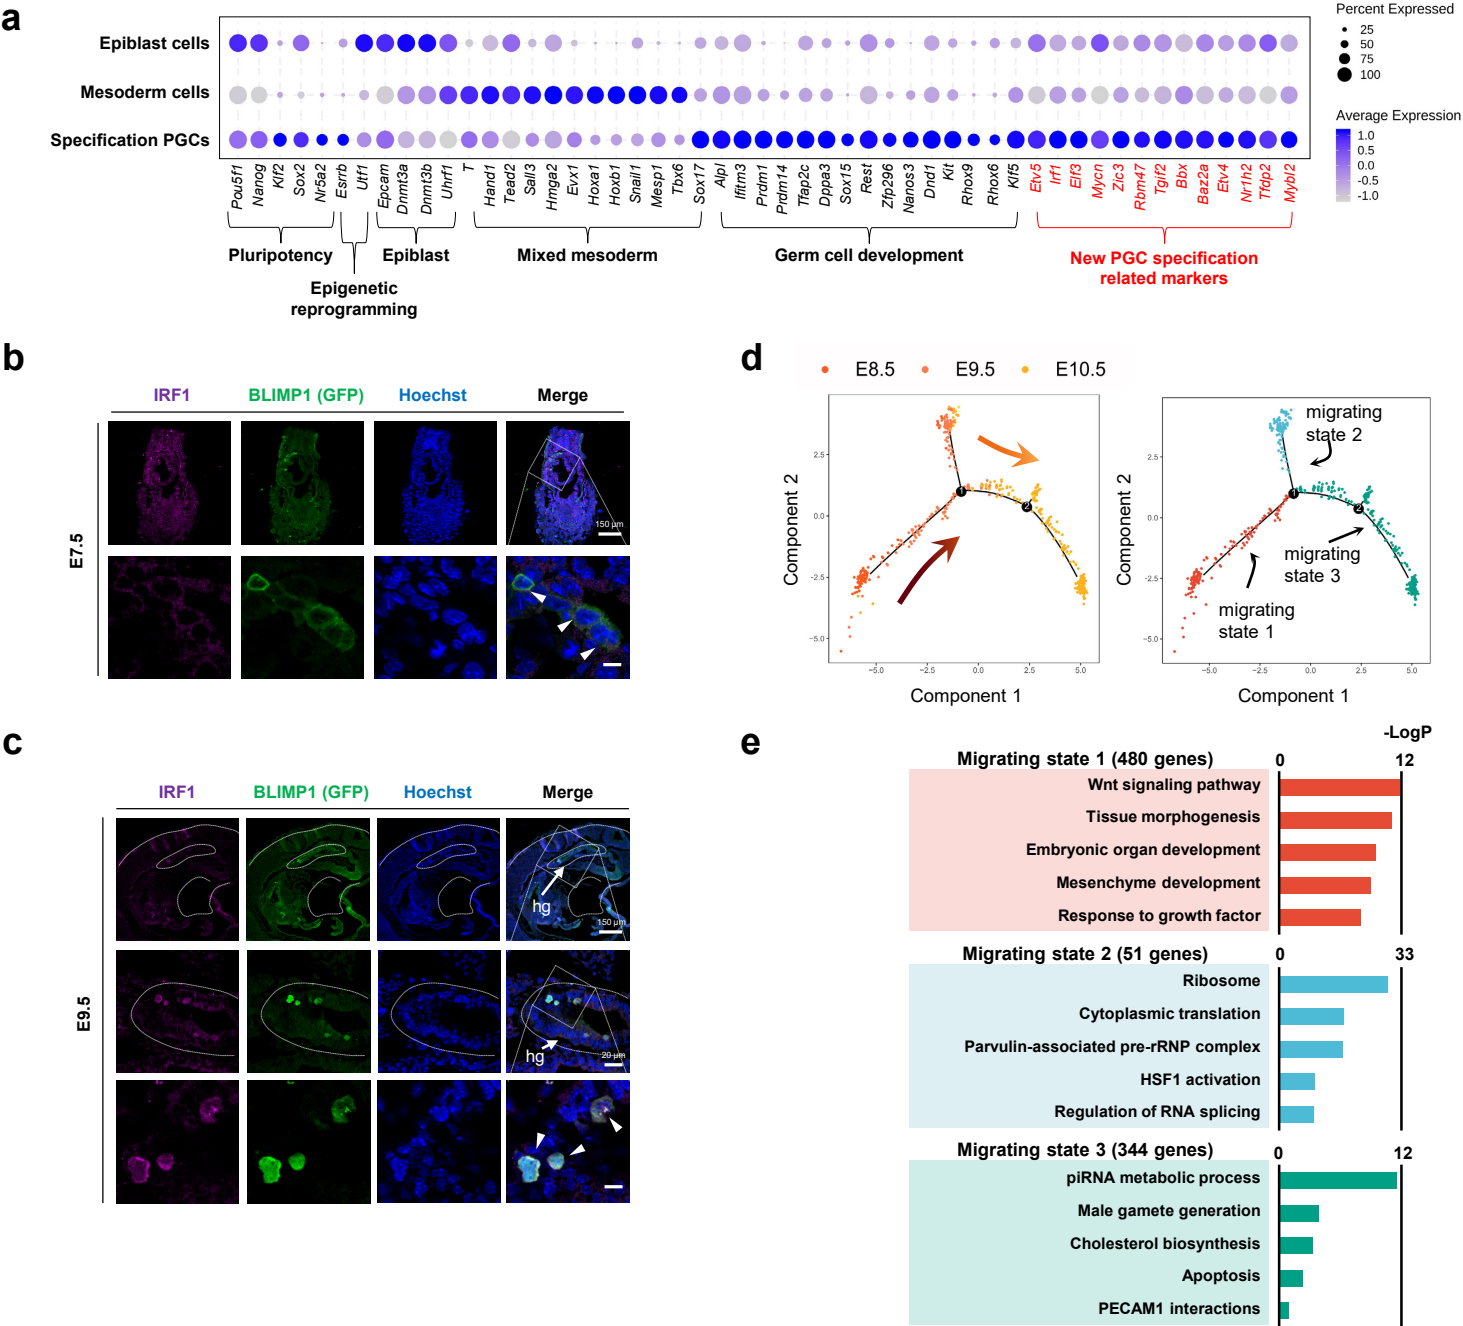

**Supplementary Fig. 3 Transcriptional signatures of mouse specification PGCs and migrating PGCs.**

**a**, Dotplot showing the expression patterns of gene sets in epiblast cells, mesoderm cells and specification PGCs sampled in this study. Dot size indicates the fraction of cells with detectable expression for a given marker gene and the color key indicates average gene expression levels in each cell type. **b**, Immunofluorescence of IRF1 co-stained with BLIMP1 (GFP) in E7.5 mouse embryos. Filled triangles indicate PGCs. Scale bar, 150  $\mu\text{m}$  (labelled) and 10  $\mu\text{m}$  (unlabelled). **c**, Immunofluorescence of IRF1 co-stained with BLIMP1 (GFP) in E9.5 mouse embryos. Arrows indicate hindgut, and filled triangles indicate PGCs. Scale bar, 150  $\mu\text{m}$  (labelled), 20  $\mu\text{m}$  (labelled), and 10  $\mu\text{m}$  (unlabelled). **d**, Developmental pseudotime of migrating PGCs. (Left) Cells are colored by the sampled time-points are shown. (Right) Cells are colored by the three major migrating states. **e**, Enriched GO terms (performed by Metascape tool with well-adopted hypergeometric test and Benjamini-Hochberg *P*-value) of three migrating states.

Supplementary Fig. 4 related to Fig. 3

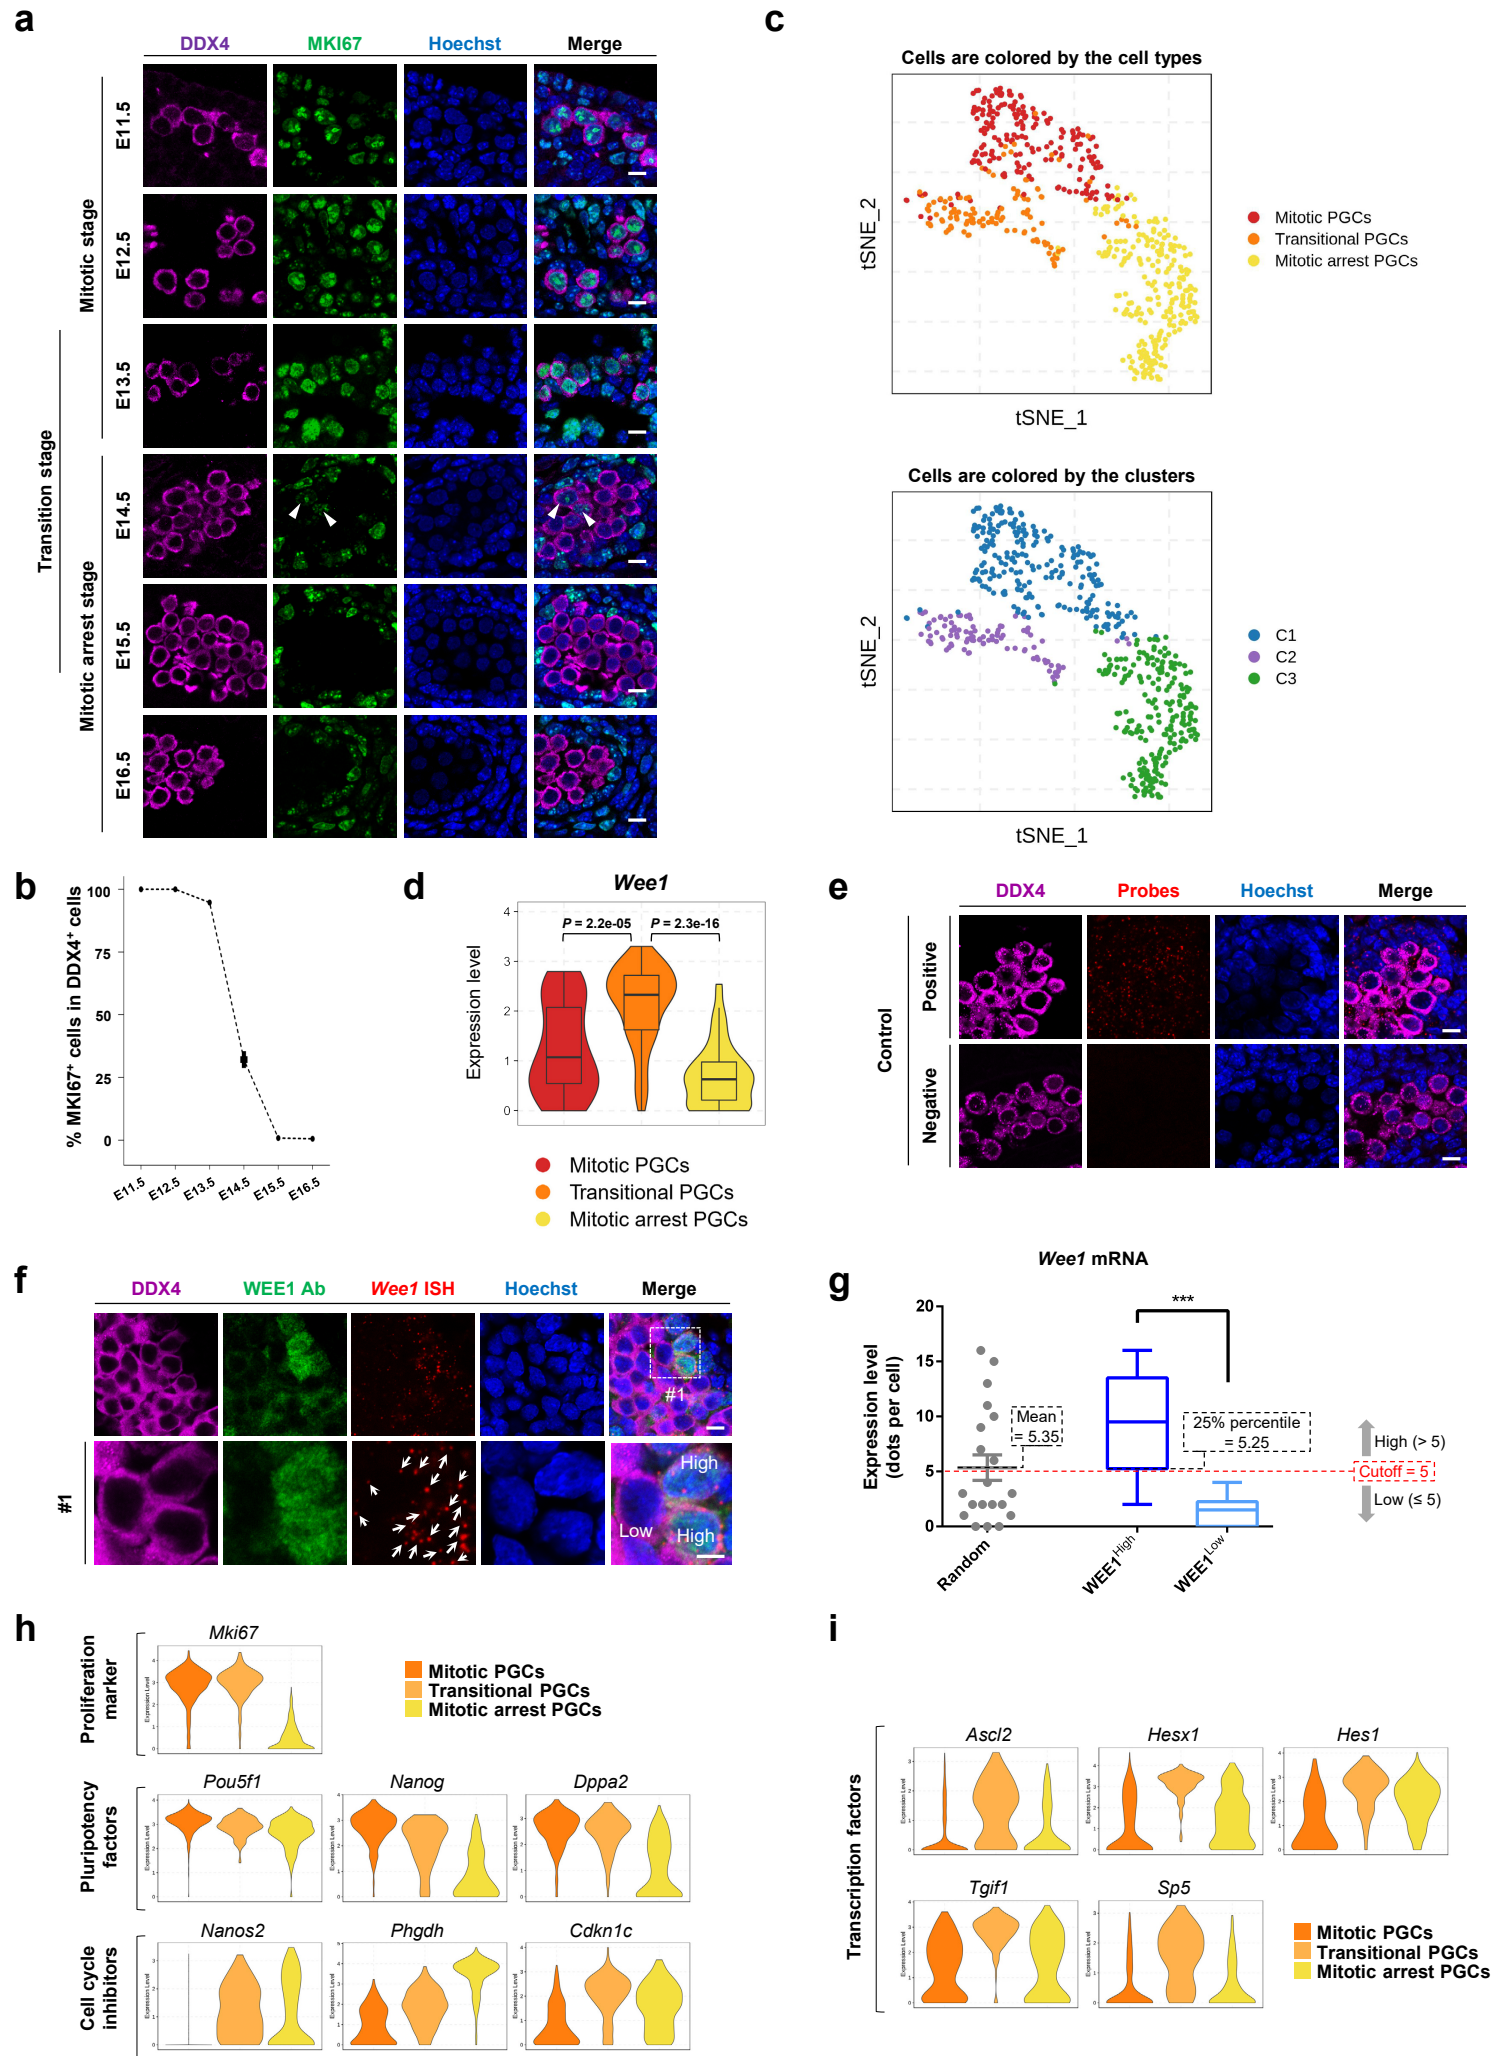

**Supplementary Fig. 4 The identification and molecular characteristics of the transitional PGCs.**

**a**, Immunofluorescence of the proliferation marker MKI67 co-stained with DDX4 in E11.5-E16.5 mouse male gonads. Scale bar, 10  $\mu$ m. Arrowheads indicate the Mki67<sup>+</sup> PGCs at E14.5. **b**, Proportion of DDX4<sup>+</sup> cells that also stained for MKI67<sup>+</sup> at different developmental stages. Mean  $\pm$  SEM, n = 4 per time-point. **c**, Dimension reduction and clustering analysis on the mitotic PGCs, transitional PGCs, and mitotic arrest PGCs at E13.5 to E15.5, when the mitotic-to mitotic arrest transition occurs. (Top) Dimension reduction and automatical clustering of the mitotic PGCs, transitional PGCs, and mitotic arrest PGCs. Cells are colored by the cell types. (Bottom) Dimension reduction and automatical clustering of the mitotic PGCs, transitional PGCs, and mitotic arrest PGCs. Cells are colored by the clusters. The mitotic PGCs, transitional PGCs, and mitotic arrest PGCs correspond to cluster C1, C2 and C3, respectively. **d**, Violin plot and box plot showing the expression level of *Weel* in the mitotic PGCs, transitional PGCs and mitotic arrest PGCs, which can act as a marker of transitional PGCs. Centre line, median; box limits, interquartile range (IQR); whiskers, minima and maxima within 1.5 \* IQR. Unpaired two-tailed wilcox test. (*P* values (< 0.0001) indicate the expression level of *Weel* in the transitional PGCs is significantly higher than that of the mitotic PGCs and mitotic arrest PGCs). **e**, Positive and negative probes of RNAscope in E14.5 mouse male gonadal sections. These results indicate that the staining process and sections passed quality control measures. Scale bar, 10  $\mu$ m. **f**, RNAscope of *Weel* (green) co-stained with immunofluorescence of DDX4 and WEE1 antibodies in E14.5 mouse male gonadal sections. Arrows indicate the dots of the probe signals, each representing one copy of the *Weel* mRNA. Scale bar, 10  $\mu$ m. Detailed images of the indicated germ cells are also shown. Scale bar, 5  $\mu$ m. Images are obtained using ZEISS LSM880 confocal microscope under a C-Apochromat 63 $\times$ /1.20 W korr M27 objective lens with 2 $\times$  scan zoom. **g**, The *Weel* mRNA staining signal dots in random, WEE1<sup>High</sup> (WEE1 protein high expression, detected by WEE1 antibody), and WEE1<sup>Low</sup> (WEE1 protein low expression, detected by WEE1 antibody) PGCs are quantitatively analyzed. In the left part, graphed results are presented as scatter dot plot and the mean dot counted per random PGC is 5.35. Mean  $\pm$  SEM; In the right part, graphed results are presented as box and whiskers and the 25% percentile of the dots in WEE1<sup>High</sup> (WEE1 protein high expression, detected by WEE1

antibody) PGCs is 5.25. Centre line, median; box limits, interquartile range (IQR); whiskers, minima to maxima.  $P = 0.0001$ , unpaired two-tailed t test. We set 5 as cutoff to determine the “High” or “Low” expression level of *Weel* mRNA (see Method). WEE1 protein and *Weel* mRNA have the relatively consistent expression pattern. **h**, Violin plots showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of representative genes related to pluripotency, cell cycle arrest and proliferation. **i**, Violin plots showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of representative transcription factors highly expressed in transitional PGCs.

Supplementary Fig. 5 related to Fig. 3

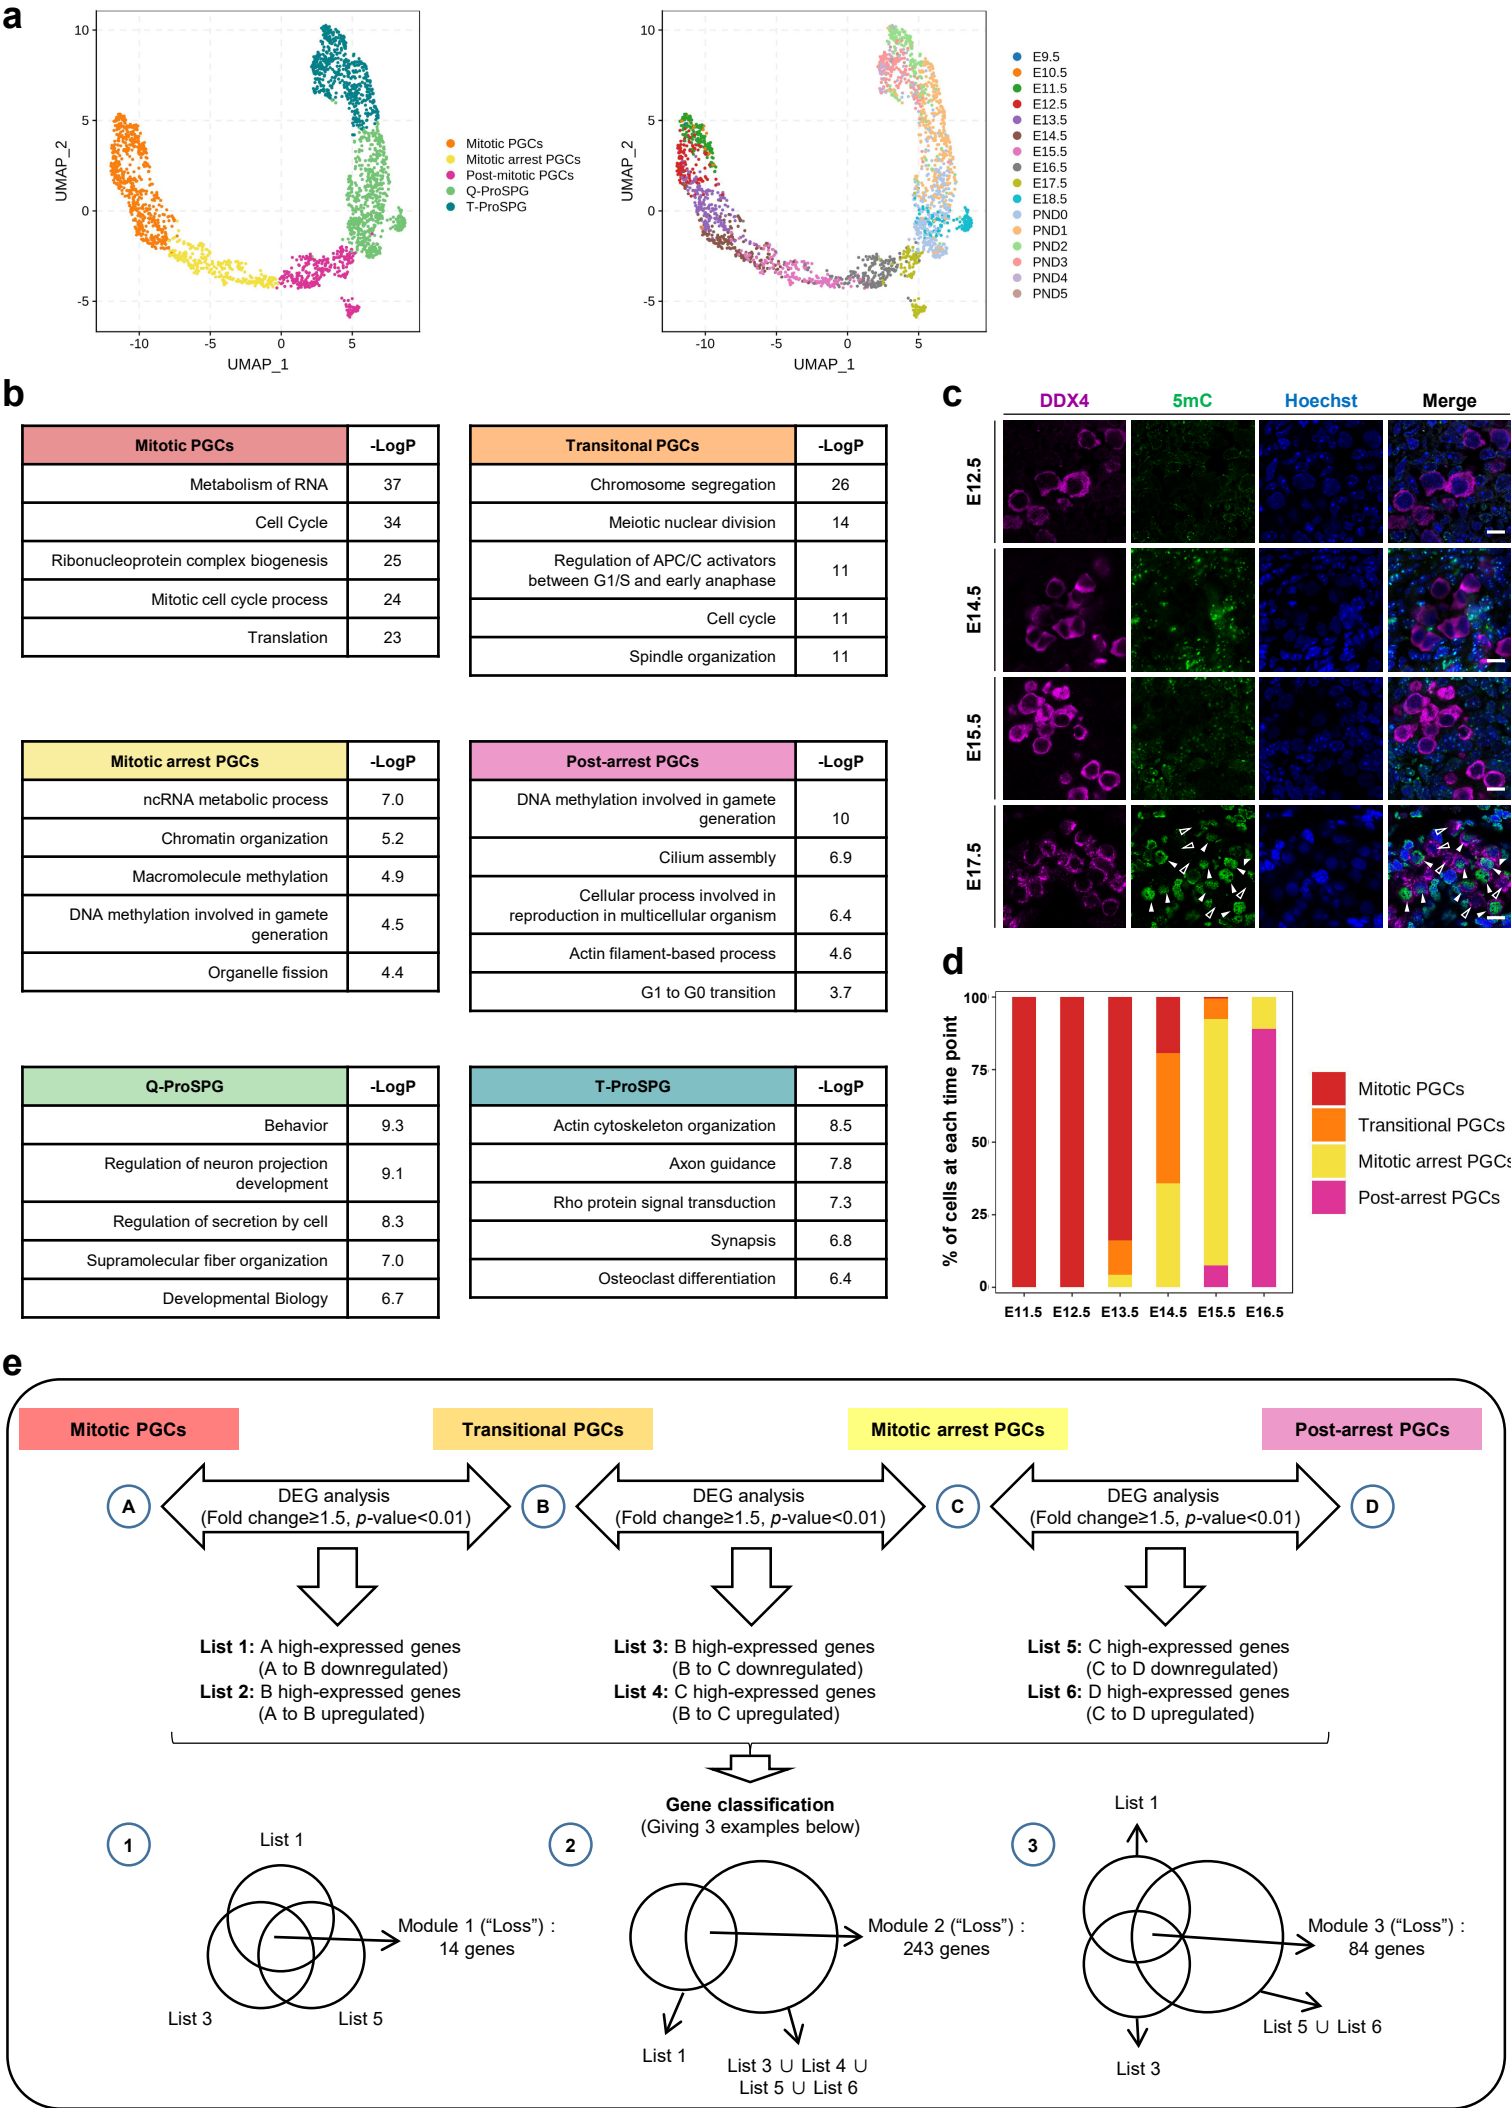

**Supplementary Fig. 5 Gene expression signature and GO analyses of intermediate cell states during mouse male germ cell development.**

**a**, (Left) UMAP plot of the mitotic PGCs, mitotic arrest PGCs, post-arrest PGCs, Q-ProSPG, and T-ProSPG. Cells are colored by indicated cell types. (Right) UMAP plot of the mitotic PGCs, mitotic arrest PGCs, post-arrest PGCs, Q-ProSPG, and T-ProSPG. Cells are colored by indicated developmental time-points. **b**, Enriched GO terms and *P* values (-LogP) of the mitotic PGCs, transitional PGCs, mitotic arrest PGCs, post-arrest PGCs, Q-ProSPG, and T-ProSPG. **c**, Immunofluorescence of 5mC (5-Methylecytosine) co-stained with DDX4 in E12.5, E14.5, E15.5, and E17.5 mouse male gonads. Hollow and solid white arrowheads indicate 5mC<sup>Negative</sup> and 5mC<sup>Positive</sup> subtypes in DDX4<sup>+</sup> cells, respectively. Scale bar, 10  $\mu$ m. **d**, Relative distributions of mitotic-, transitional-, mitotic arrest-, and post-arrest PGCs from E11.5 to E16.5. **e**, Schematic diagram of clustering analysis of dynamic gene expression during mitotic to mitotic arrest transition.

Supplementary Fig. 6 related to Fig. 4

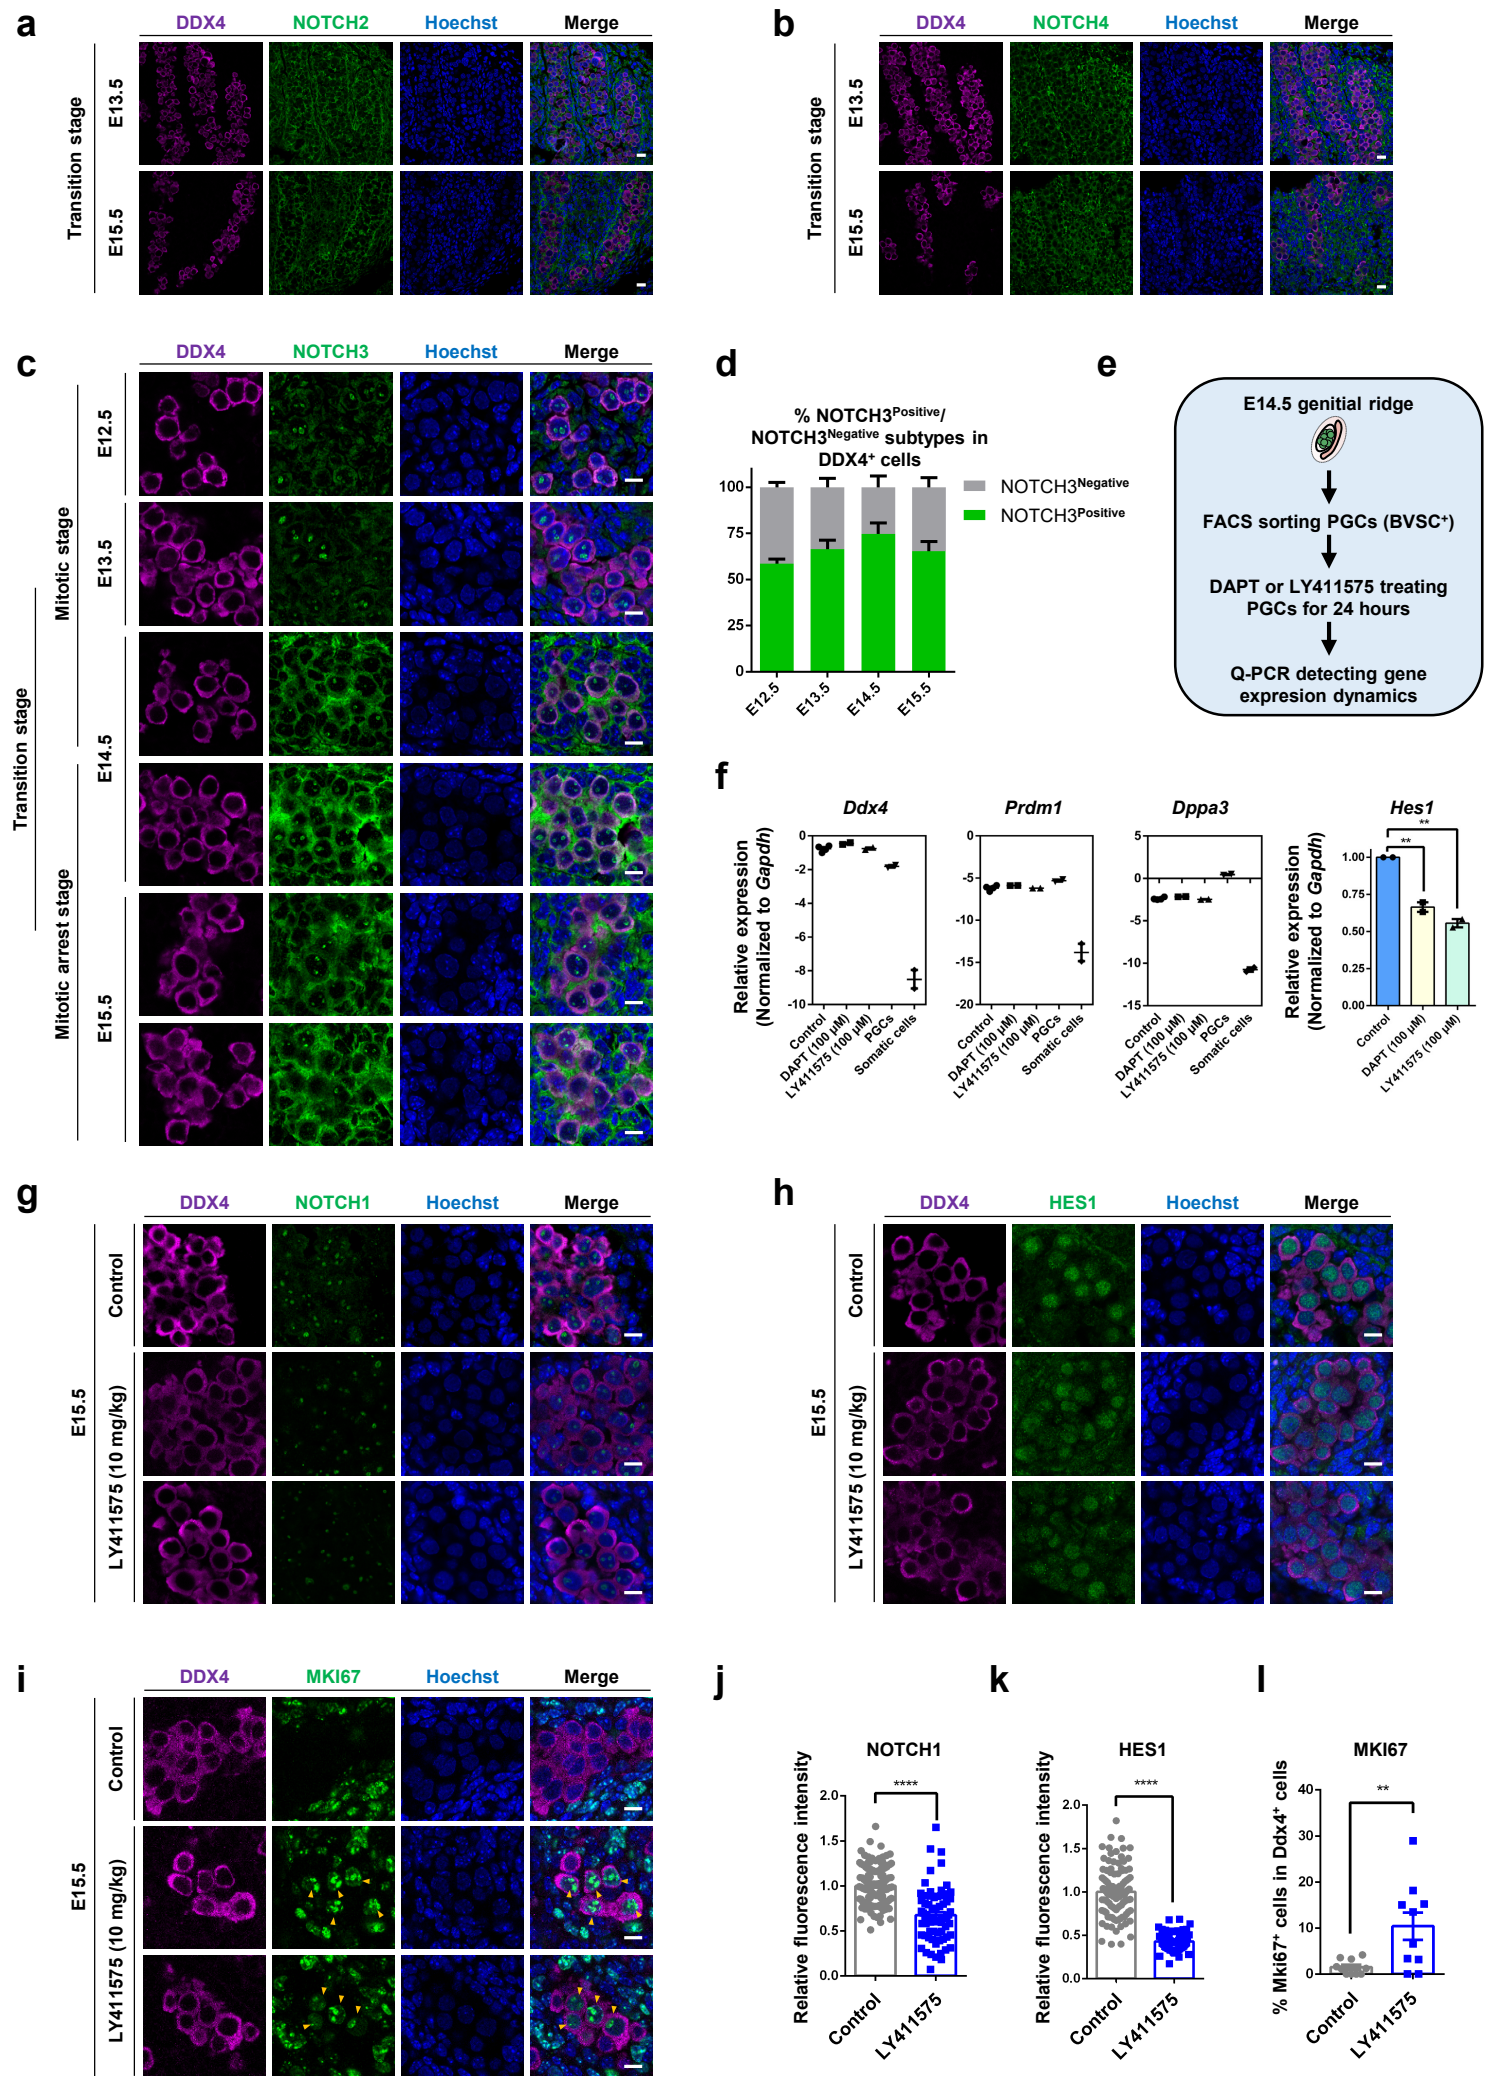

**Supplementary Fig. 6 Detection of Notch signaling pathway components and Notch signaling pathway blocking *in vitro* or *in vivo*.**

**a**, Immunofluorescence of NOTCH2 co-stained with DDX4 in E13.5 and E15.5 mouse male gonads. Scale bar, 10  $\mu$ m. **b**, Immunofluorescence of NOTCH4 co-stained with DDX4 in E13.5 and E15.5 mouse male gonads. Scale bar, 10  $\mu$ m. **c**, Immunofluorescence of NOTCH3 co-stained with DDX4 in E12.5-E15.5 mouse male gonads. Scale bar, 10  $\mu$ m. **d**, Proportion of NOTCH3<sup>Negative</sup> and NOTCH3<sup>Positive</sup> subtypes in DDX4<sup>+</sup> cells in E13.5 and E15.5 mouse male gonads. Mean  $\pm$  SEM, n = at least 3 biologically independent samples for each time-point. **e**, Schematic showing the workflow of treatment by  $\gamma$ -Secretase inhibitor–DAPT or LY411575 for Notch signaling pathway blocking *in vitro*. **e**, Schematic showing the workflow of treatment by  $\gamma$ -Secretase inhibitor–DAPT or LY411575 for Notch signaling pathway blocking *in vitro*. The BVSC<sup>+</sup> cells (PGCs) were cultured in a well of 5,000 cells in a low-cell-binding U-bottom 96-well plate in PGC medium (see Method). **f**, Q-PCR analysis of the expression of PGCs marker genes (*Ddx4*, *Prdm1*, *Dppa3*) and Notch signaling pathway target gene *Hes1* in *in vitro* cultured PGCs after 24 h treated by DAPT or LY411575. To verify the germ cell identity, the sorted PGCs and somatic cells without treatment are used as the controls. Relative expression levels are shown with normalization to *Gapdh*. Error bars indicate mean  $\pm$  SEM from at least 2 independent biological replicates. \*\*  $P < 0.01$ , Control vs. DAPT ( $P = 0.0091$ ), Control vs. LY411575 ( $P = 0.0039$ ), unpaired two-tailed t test. **g**, Immunofluorescence of NOTCH1 co-stained with DDX4 in LY411575-treatment and control mouse male gonads at E15.5. Scale bar, 10  $\mu$ m. **h**, Immunofluorescence of HES1 co-stained with DDX4 in LY411575-treatment and control mouse male gonads at E15.5. Scale bar, 10  $\mu$ m. **i**, Immunofluorescence of MKI67 co-stained with DDX4 in LY411575-treatment and control mouse male gonads at E15.5. Solid yellow arrowheads indicate MKI67<sup>Positive</sup> subtypes in DDX4<sup>+</sup> cells. Scale bar, 10  $\mu$ m. **j**, The quantification of relative fluorescence intensity of NOTCH1 in LY411575-treatment and control mouse male gonads at E15.5. Mean  $\pm$  SEM, n = 3 per group, \*\*\*\*  $P < 0.0001$ ,  $P = 1.4\text{E-}17$ , unpaired two-tailed t test. **k**, The quantification of relative fluorescence intensity of HES1 in LY411575-treatment and control mouse male gonads at E15.5. Mean  $\pm$  SEM, n = 3 per group, \*\*\*\*  $P < 0.0001$ ,  $P = 3.7\text{E-}35$ , unpaired two-tailed t test. **l**, Proportion of MKI67<sup>+</sup>

cells in DDX4<sup>+</sup> cells in LY411575-treatment and control mouse male gonads at E15.5. Mean  $\pm$  SEM, n = 3 per group, \*\*  $P < 0.01$ ,  $P = 0.0085$ , unpaired two-tailed t test.

Supplementary Fig. 7 related to Fig. 5

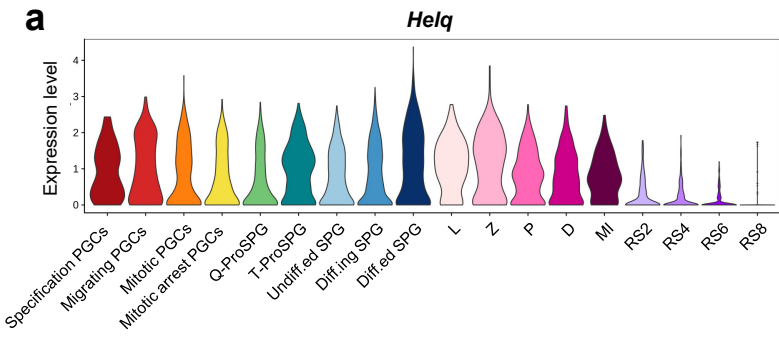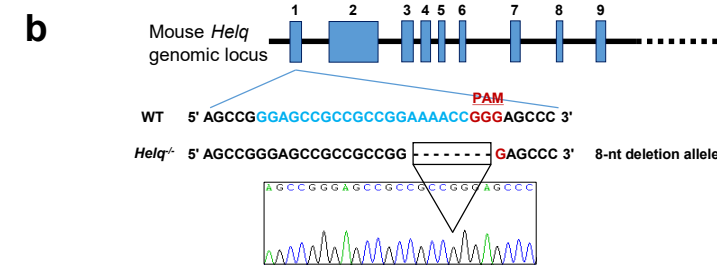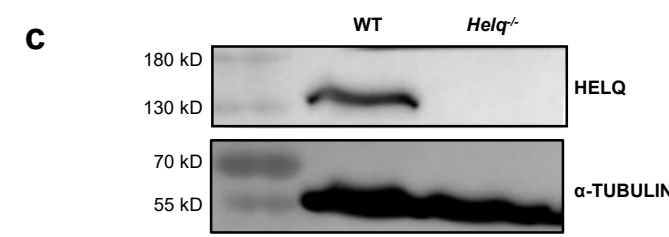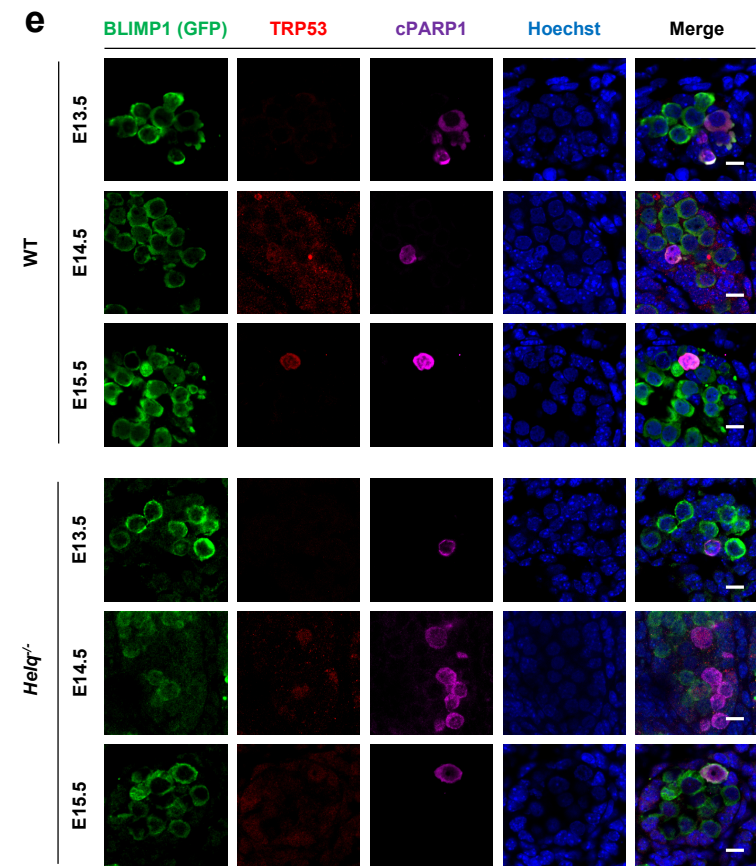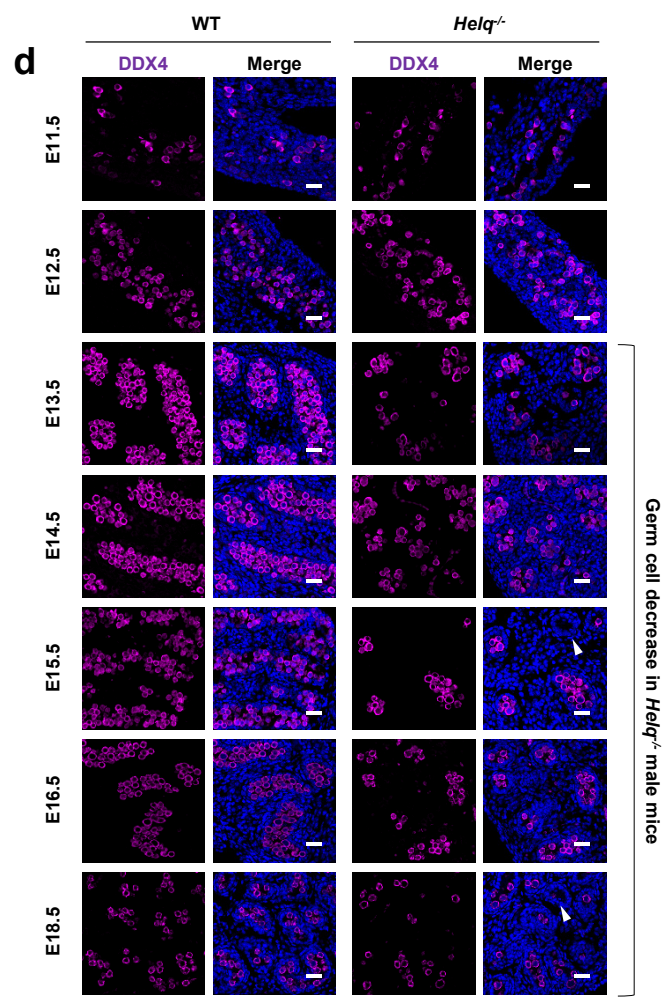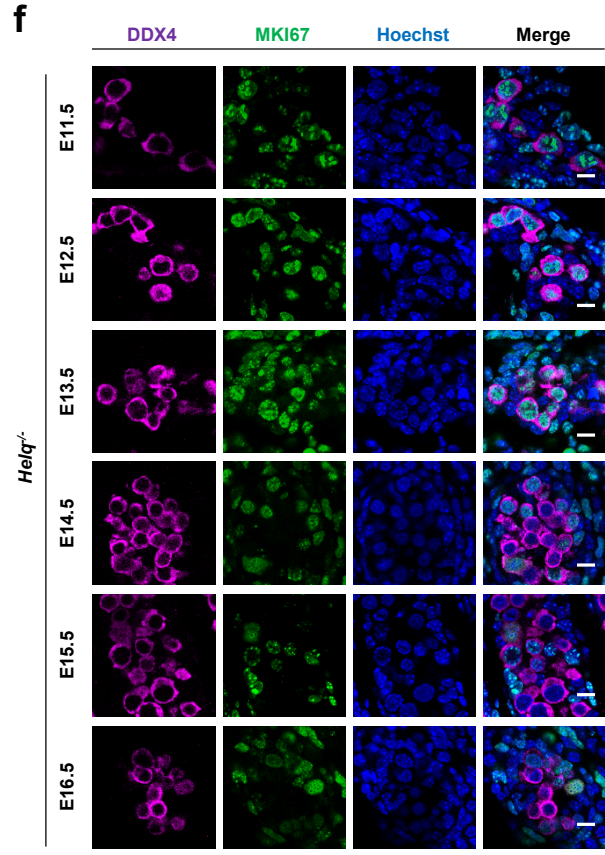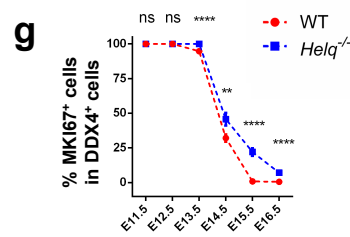

**Supplementary Fig. 7 Immunostaining analysis of *Helq*<sup>-/-</sup> mice.**

**a**, Violin plot showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of *Helq* in all mouse male germ cell clusters. **b**, (Top) *Helq* genomic locus showing the design of sgRNA targeted to exon 1. (Bottom) Sanger sequencing showing the 8-nt deletion in the two alleles of *Helq* in *Helq*<sup>-/-</sup> mouse. **c**, Western blot analysis of the expression HELQ protein in *Helq*<sup>-/-</sup> mice testis,  $\alpha$ -TUBULIN as the inner control. Source data are provided as a Source Data file. **d**, Immunofluorescence of DDX4 from E11.5 to E16.5, and E18.5 in the WT- and *Helq*<sup>-/-</sup> mouse male gonads, merged with Hoechst (blue). Scale bar, 25  $\mu\text{m}$ . Arrowheads indicate the empty lumen in the gonads. **e**, Immunofluorescence of TRP53 (red) and cPARP1 (pink) co-stained with BLIMP1 (GFP, green) in E13.5, E14.5 and E15.5 from the WT- and *Helq*<sup>-/-</sup> mouse male gonads. Scale bar, 10  $\mu\text{m}$ . **f**, Immunofluorescence of MKI67 co-stained with DDX4 in E11.5-E16.5 *Helq*<sup>-/-</sup> mouse male gonads. Scale bar, 10  $\mu\text{m}$ . **g**, Proportions of MKI67<sup>+</sup> cells co-staining with DDX4<sup>+</sup> from E11.5 to E16.5, in the WT- and *Helq*<sup>-/-</sup> mouse male gonads. Mean  $\pm$  SEM, n = 4 per time-point, ns, not significant, \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ , all the values included in statistics at E11.5 and E12.5 are 100% for WT and *Helq*<sup>-/-</sup> genotypes, E13.5 ( $P = 3.5\text{E-}05$ ), E14.5 (0.0023), E15.5 (5.7E-06), and E16.5 (1.3E-08), unpaired two-tailed t test.

Supplementary Fig. 8 related to Fig. 5

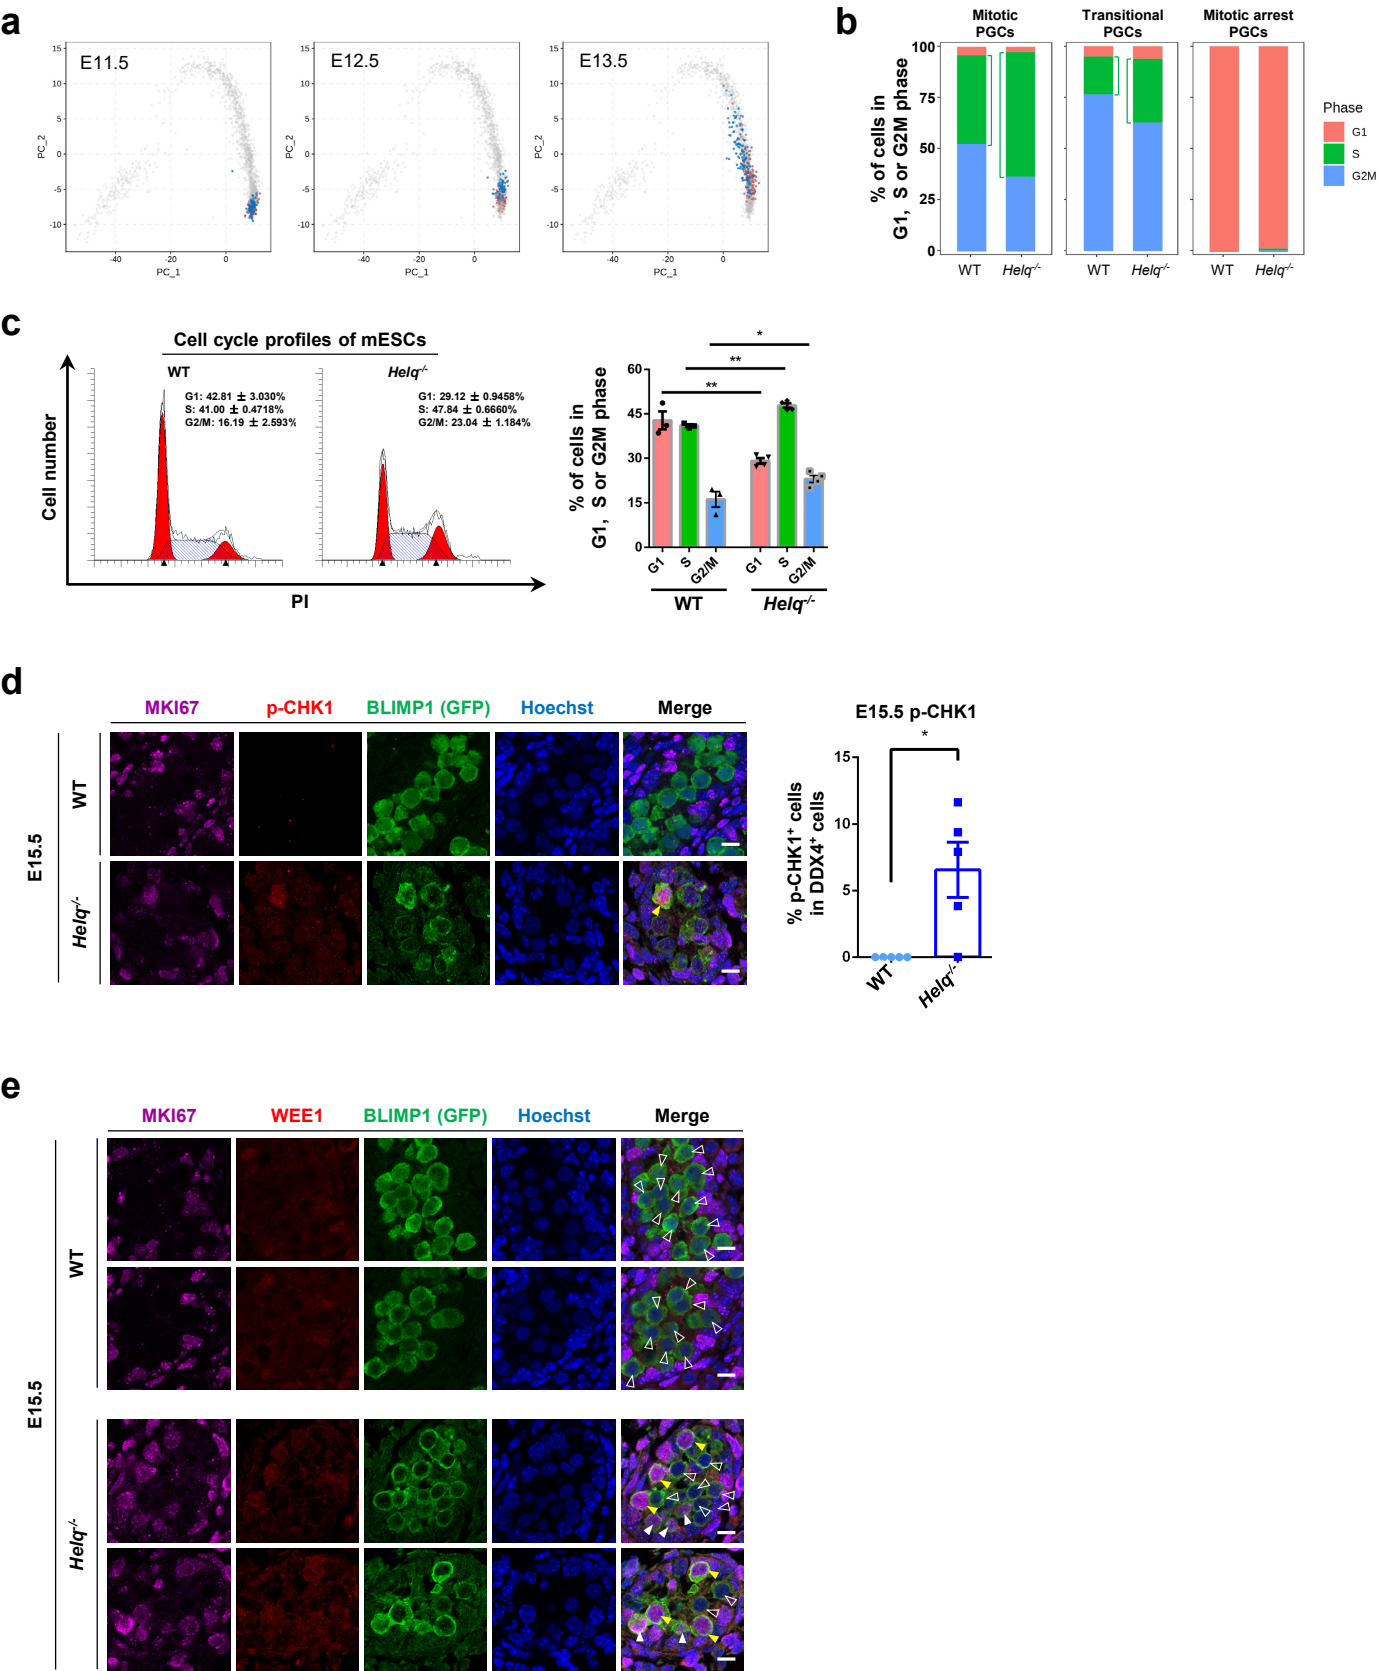

**Supplementary Fig. 8 Transcriptome analysis of *Helq*<sup>-/-</sup> mice.**

**a**, PCA (Principal component analysis) plots showing the developmental trajectory of 985 WT- and 724 *Helq*<sup>-/-</sup> mouse male germ cells sampled between E11.5 and E13.5. The same PCA is also plotted, highlighting only cells from each stage (cell numbers: n = 151, WT; n = 72, *Helq*<sup>-/-</sup> for E11.5; n = 137, WT; n = 70, *Helq*<sup>-/-</sup> for E12.5; n = 185, WT; n = 132, *Helq*<sup>-/-</sup> for E13.5; n = 187, WT; n = 191, *Helq*<sup>-/-</sup> for E14.5; n = 185, WT; n = 187, *Helq*<sup>-/-</sup> for E15.5; n = 140, WT; n = 72, *Helq*<sup>-/-</sup> for E18.5, also see Fig. 5c). **b**, Proportion germ cells of three cell cycle phases in the WT- versus *Helq*<sup>-/-</sup> mouse male gonads. **c**, Cell cycle profiles of the WT- and *Helq*<sup>-/-</sup> mouse embryonic stem cells determined by flow cytometry (left). Cell cycle profiles were presented as the mean of five independent experiments (right). Quantitative data are shown as the mean  $\pm$  SEM, n = 3 and 4 for WT and *Helq*<sup>-/-</sup> group, respectively, \*  $P < 0.05$ , \*\*  $P < 0.01$ ,  $P = 0.0043$ , 0.0010, and 0.0453 for comparison of cell cycle ratio at G1, S, and G2M phase, respectively, unpaired two-tailed t test. **d**, (Left) Immunofluorescence of p-CHK1 co-stained with MKI67 and BLIMP1 (GFP) and (Right) the relative proportions of p-CHK1<sup>+</sup> germ cells in the WT- and *Helq*<sup>-/-</sup> mouse male gonads at E15.5. Scale bar, 10  $\mu$ m. Arrowheads indicate p-CHK1<sup>+</sup> subtypes in MKI67<sup>+</sup> germ cells. Mean  $\pm$  SEM, n = 4 per group, \*  $P < 0.05$ ,  $P = 0.0134$ , unpaired two-tailed t test. **e**, Immunofluorescence of WEE1 co-stained with MKI67 and BLIMP1 (GFP) in the WT- and *Helq*<sup>-/-</sup> mouse male gonads at E15.5. Scale bar, 10  $\mu$ m.

Supplementary Fig. 9 related to Fig. 5

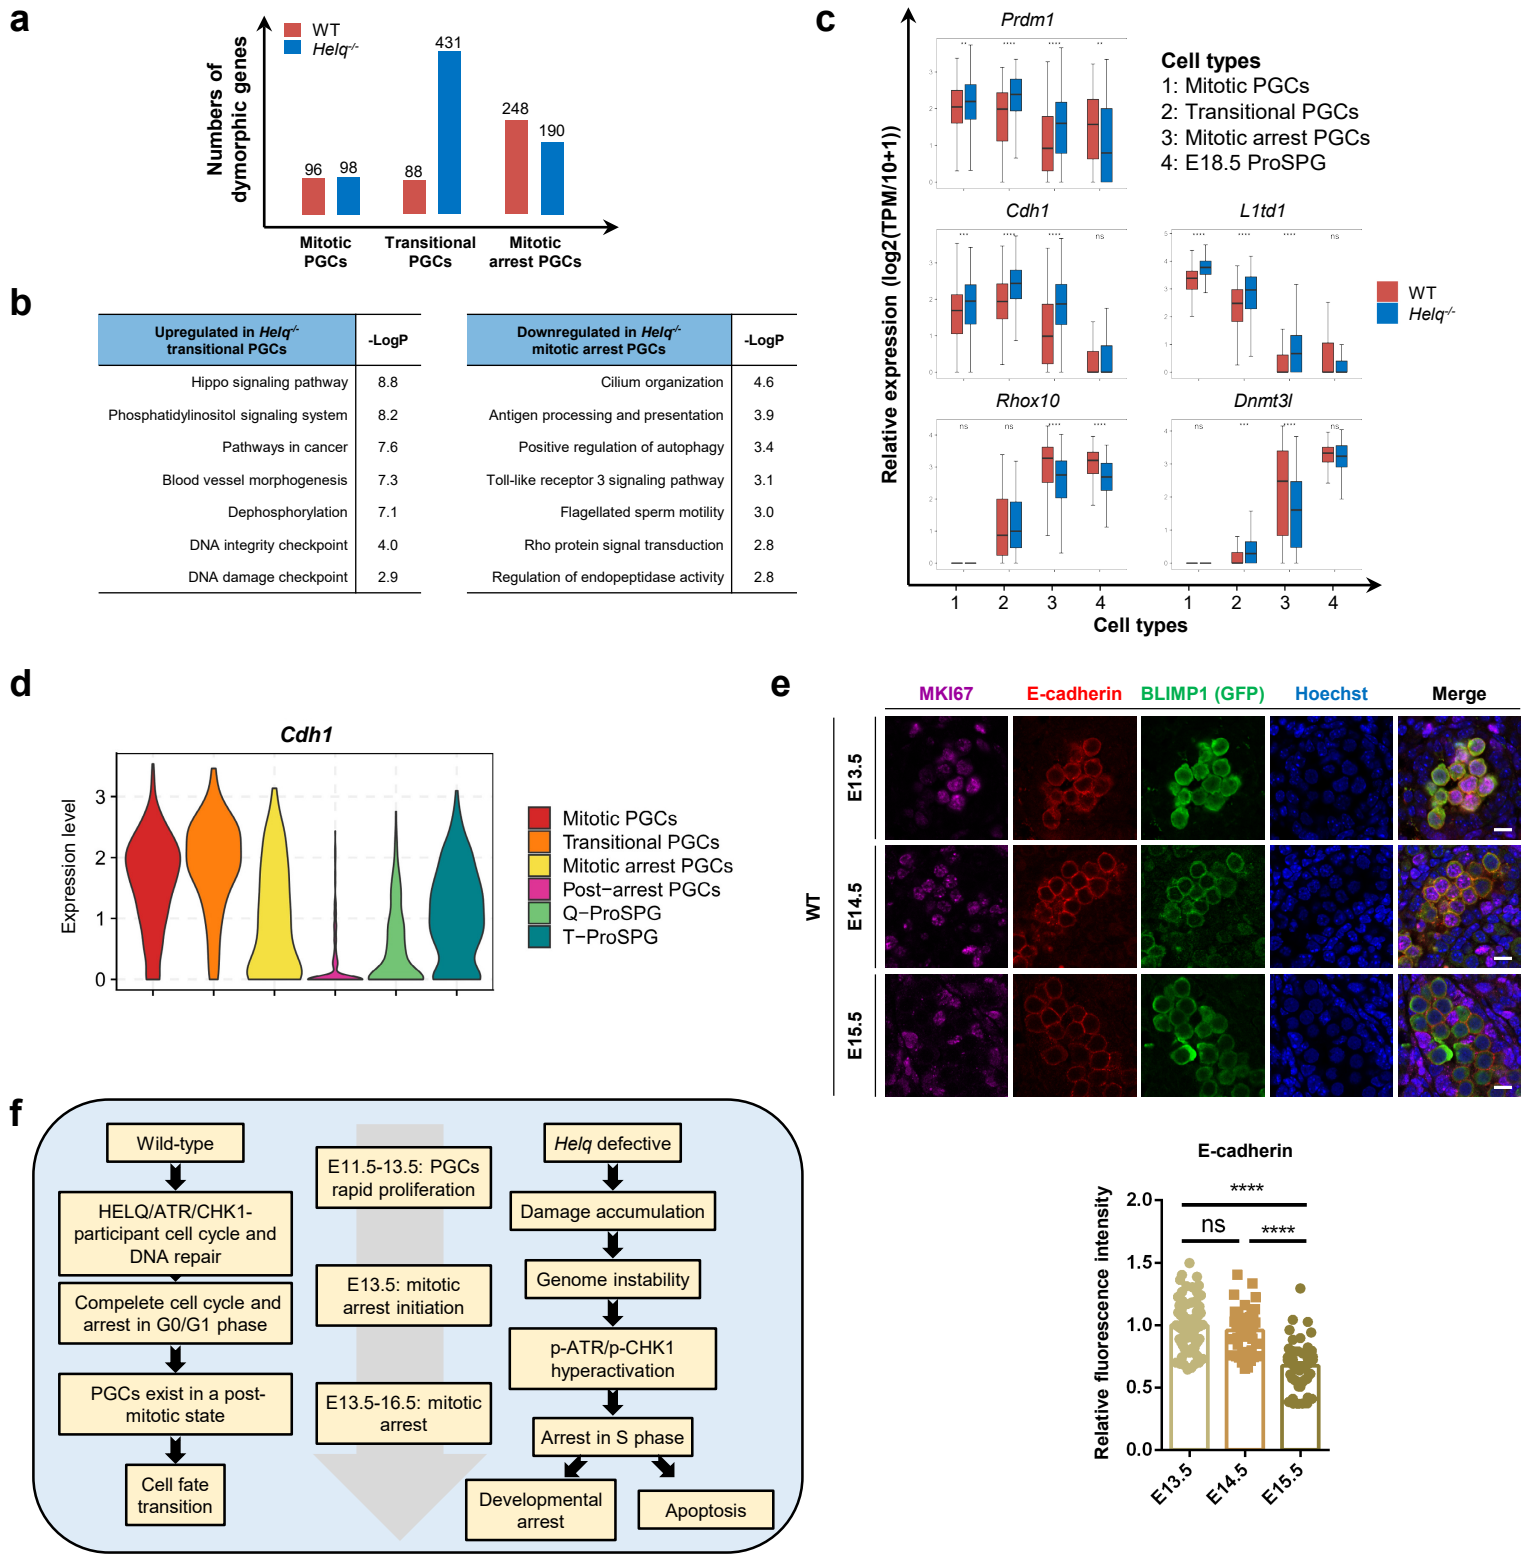

**Supplementary Fig. 9 Downstream analysis based on scRNA-seq data and immunofluorescence verification of candidate downstream targets.**

**a**, Numbers of the genes up/downregulated in the WT- versus *Helq*<sup>-/-</sup> PGCs. **b**, Representative GO terms (performed by Metascape tool with well-adopted hypergeometric test and Benjamini-Hochberg *P*-value) of the genes upregulated and downregulated in *Helq*<sup>-/-</sup> transitional- and mitotic arrest PGCs, respectively. **c**, Boxplot showing expression level of representative misregulated marker genes. Centre line, median; box limits, IQR; whiskers, minima and maxima within 1.5 \* IQR, ns, not significant, n = at least 72 cells per cell population examined over two biologically independent experiments, ns, not significant, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001 and \*\*\*\* *P* < 0.0001, unpaired two-tailed wilcox test. **d**, Violin plots showing expression levels of *Cdhl* at different stages in the WT mouse male germ cells. **e**, (Top) Immunofluorescence of E-cadherin co-stained with MKI67 and BLIMP1 (GFP) in the WT mouse male gonads at E13.5, E14.5, and E15.5. Scale bar, 10 μm. (Bottom) The quantification of relative fluorescence intensity of E-cadherin in the WT mouse male germ cells at E13.5, E14.5, and E15.5. Mean ± SEM, ns, not significant, \*\*\*\* *P* < 0.0001, E13.5 vs. E14.5 (*P* = 0.2843), E13.5 vs. E15.5 (*P* = 2.0E-15), E14.5 vs. E15.5 (*P* = 1.2E-12), unpaired two-tailed t test. **f**, Illustration of the mouse male germ cells development in HELQ defective condition.

Supplementary Fig. 10 related to Fig. 6

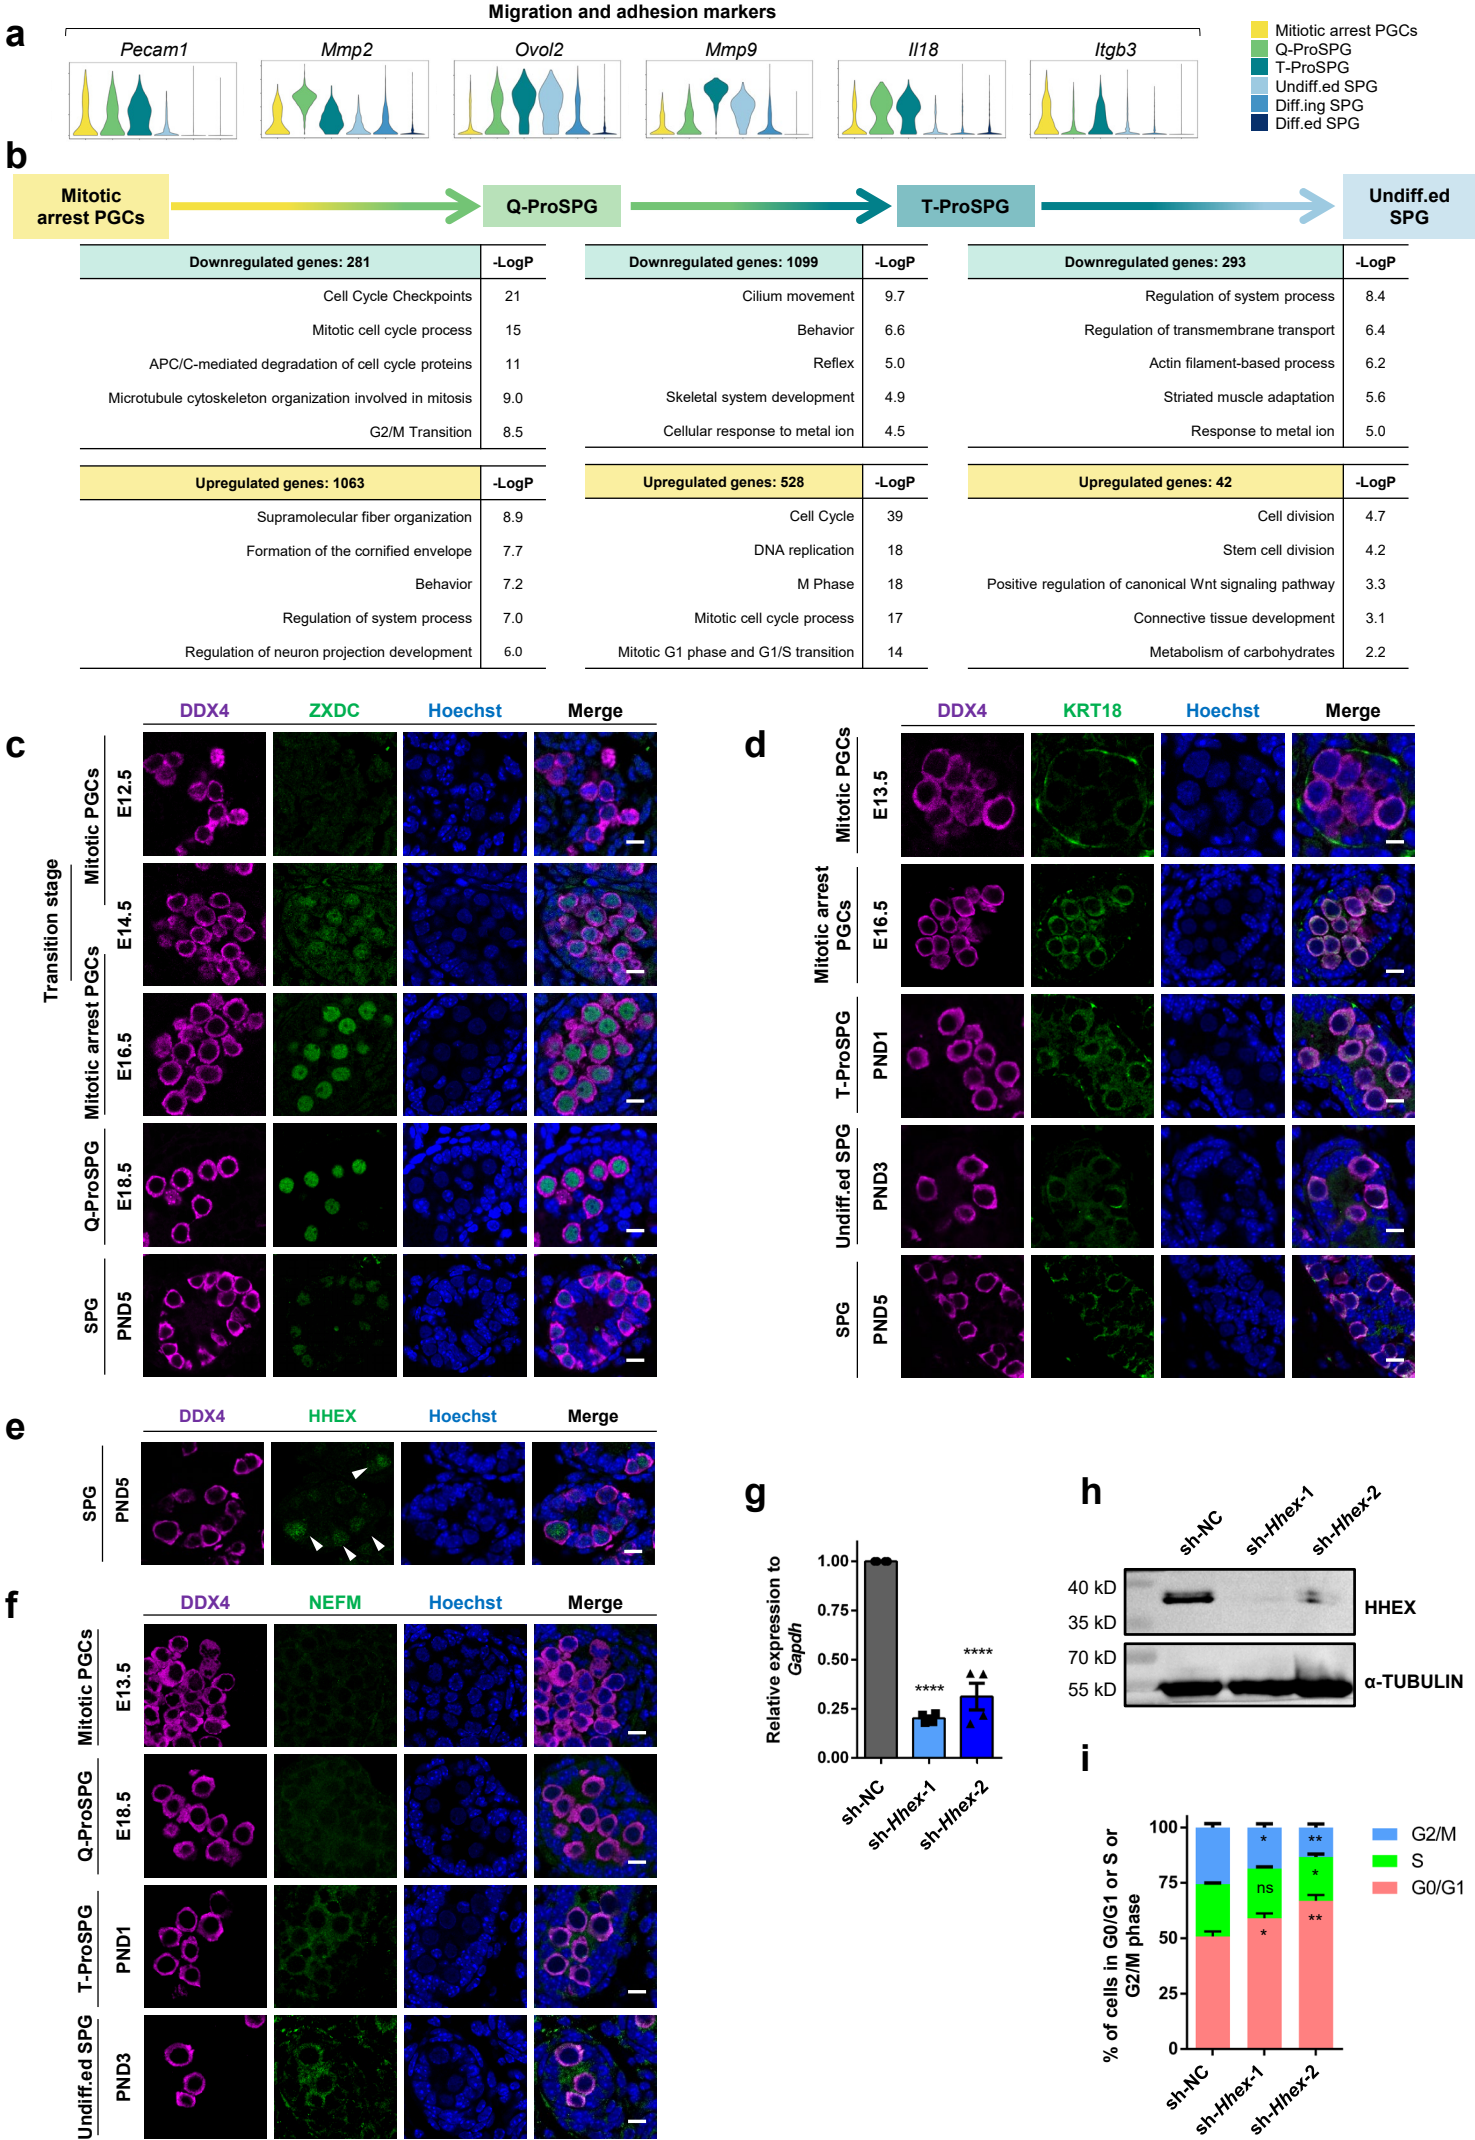

**Supplementary Fig. 10 GO analysis and gene expression signature of prospermatogonia/spermatogonia and immunostaining analysis of selected markers.**

**a**, Violin plots showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of representative genes associated with cell migration and adhesion. **b**, Enriched GO terms of developmental transitions, based on mitotic arrest PGCs, Q-ProSPG, T-ProSPG, and undifferentiated SPG. **c**, Immunofluorescence of ZXDC co-stained with DDX4 in E12.5, E14.5, E16.5, E18.5, and PND5 mouse testis. Scale bar, 10  $\mu\text{m}$ . **d**, Immunofluorescence of KRT18 co-stained with DDX4 in E13.5, E16.5, PND1, PND3, and PND5 mouse testis. Scale bar, 10  $\mu\text{m}$ . **e**, Immunofluorescence of HHEX co-stained with DDX4 in PND5 mouse testis. Scale bar, 10  $\mu\text{m}$ . **f**, Immunofluorescence of NEFM co-stained with DDX4 in E13.5, E18.5, PND1, and PND3 mouse testis. Scale bar, 10  $\mu\text{m}$ . **g**, Quantitative analysis of *Hhex* mRNA 24 h after transfection with non-targeting shRNA (sh-NC) and shRNAs against *Hhex* in mSSCs. Data are presented as the mean  $\pm$  SEM,  $n = 3$ , \*\*\*\*  $P < 0.0001$ , sh-NC vs. sh-*Hhex*-1 ( $P = 6.5\text{E-}10$ ), sh-NC vs. sh-*Hhex*-2 ( $P = 5.3\text{E-}05$ ), unpaired two-tailed t test. **h**, Verification of knockdown efficiency in mSSCs by western blot analysis, 24 h after transfection with non-targeting shRNA or shRNAs against *Hhex* in mSSCs,  $\alpha$ -TUBULIN was used as the inner control. Source data are provided as a Source Data file. **i**, Cell cycle analysis of *Hhex*-knockdown mSSCs. Quantitative data are shown as the mean  $\pm$  SEM,  $n =$  at least 4, ns, not significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ , G0/G1 phase: sh-NC vs. sh-*Hhex*-1 ( $P = 0.0328$ ), sh-NC vs. sh-*Hhex*-2 ( $P = 0.0021$ ); S phase: sh-NC vs. sh-*Hhex*-1 ( $P = 0.2486$ ), sh-NC vs. sh-*Hhex*-2 ( $P = 0.0175$ ); G2/M phase: sh-NC vs. sh-*Hhex*-1 ( $P = 0.0205$ ), sh-NC vs. sh-*Hhex*-2 ( $P = 0.0015$ ), unpaired two-tailed t test.

Supplementary Fig. 11 related to Fig. 6

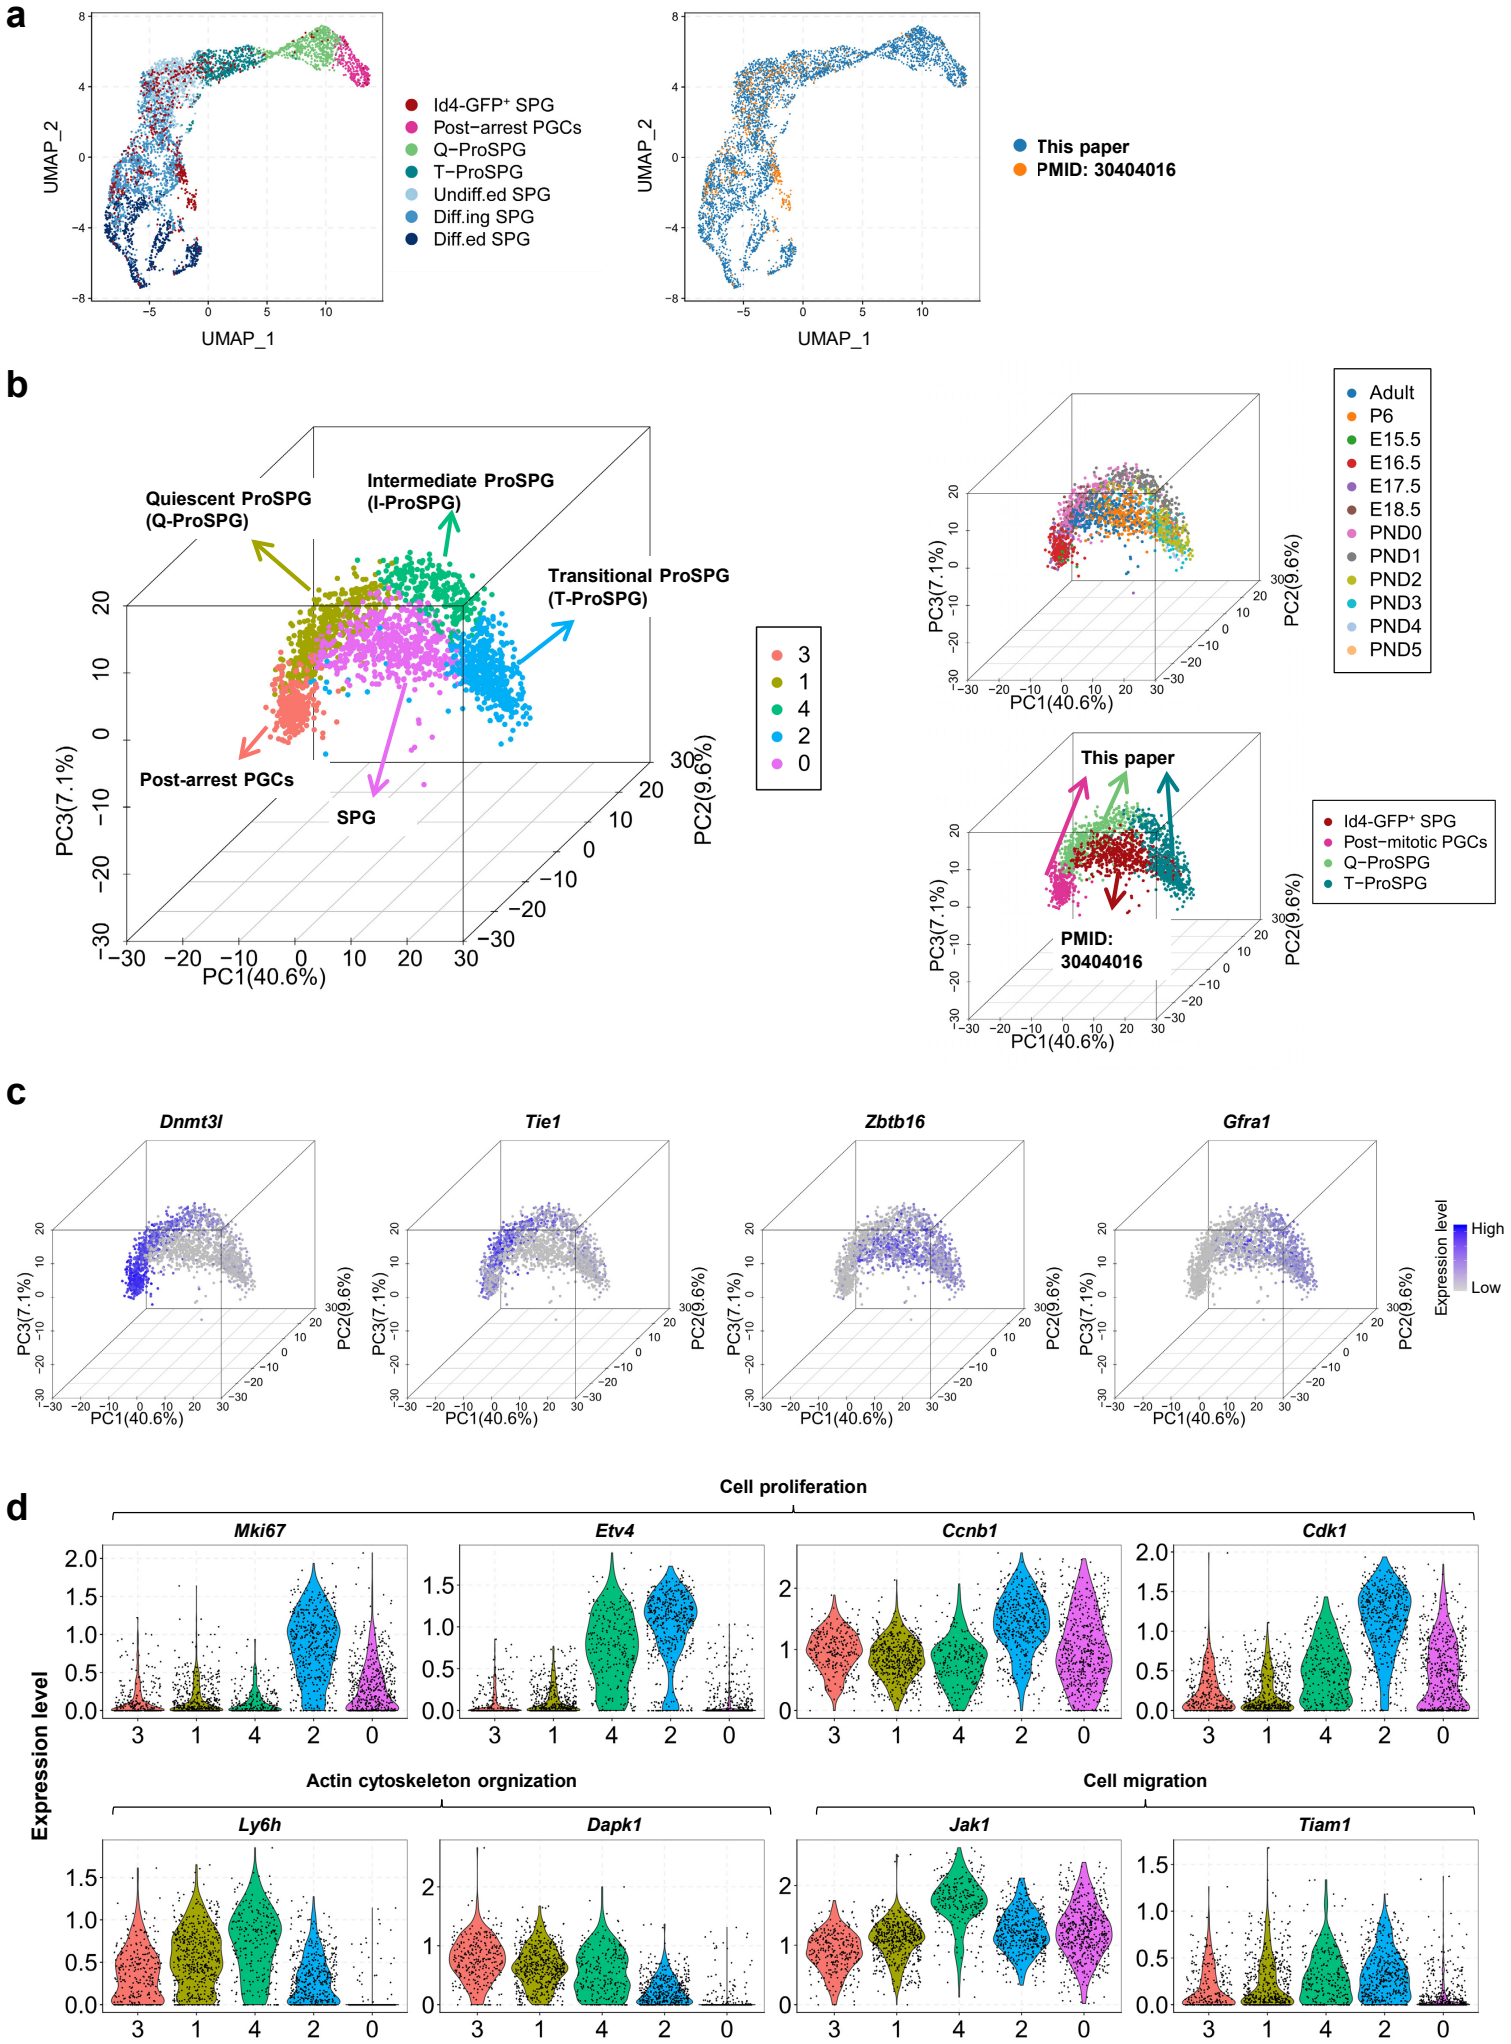

**Supplementary Fig. 11 Integration analysis of mouse male germ cell development from this study and a previous study (PMID 30404016).**

**a**, UMAP plots showing integration results of post-arrest PGCs, Q-ProSPG, T-ProSPG, undiff.ed SPG, diff.ing SPG, and diff.ed SPG from this study and 578 Id4-GFP<sup>+</sup> spermatogonia from Hermann *et al* (PMID 30404016). Cells are colored based on cell types (left) and data sources (right) are shown. **b**, 3D PCA plots showing integration results of post-arrest PGCs, Q-ProSPG, T-ProSPG from this study and 578 Id4-GFP<sup>+</sup> spermatogonia cells from Hermann *et al* (PMID 30404016). Cells are colored based on cell types (left), time points (upper right) and data sources (lower right) are shown. **c**, 3D PCA plots of *Dnmt3l*, *Tie1*, *Zbtb16*, and *Gfra1*. The color key from gray to blue indicates low to high expression levels. **d**, Violin plots showing expression levels of cell proliferation-related markers, actin cytoskeleton organization genes and cell migration-related markers in each cluster of integration result between this study and Hermann *et al* (PMID 30404016).

Supplementary Fig. 12 related to Fig. 6

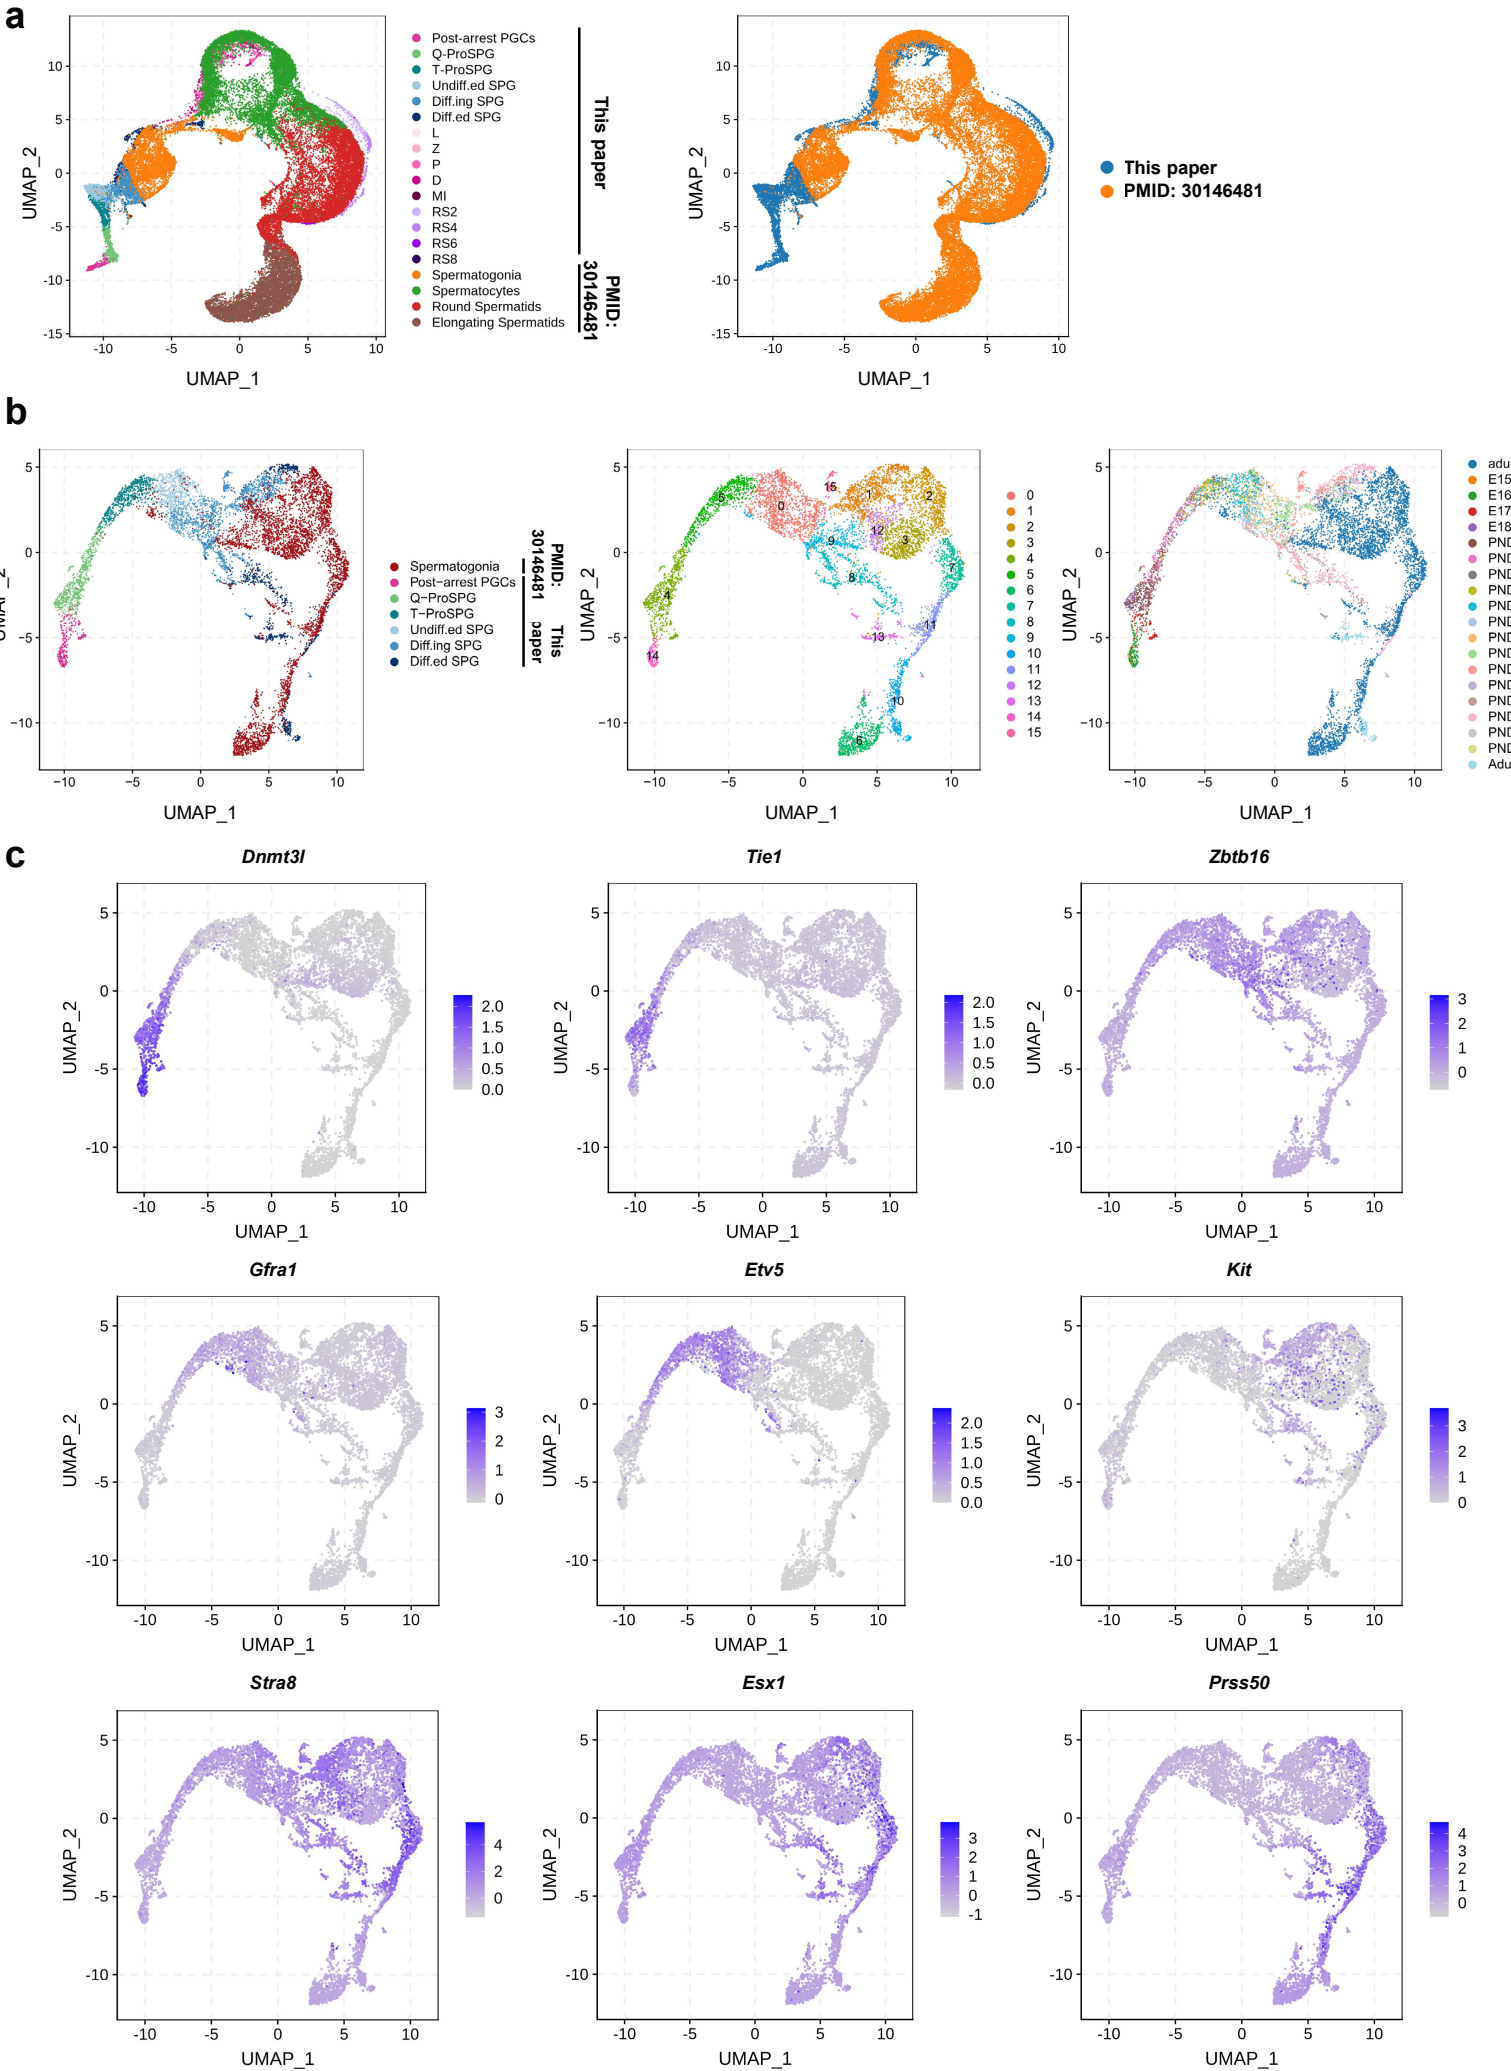

**Supplementary Fig. 12 Integration analysis of mouse male germ cell development from this study and a previous study (PMID 30146481).**

**a**, UMAP plots showing integration results of germ cells from this study and Green *et al.* (PMID 30146481). Cells are colored based on cell types (left) and references (right). **b**, UMAP plots showing integration results of germ cells from this study and Green *et al.* (PMID 30146481). Cells are colored based on cell types (left), clusters (middle) and time points (right). **c**, UMAP plots of germ cell markers. The color key from gray to blue indicates low to high expression levels.

Supplementary Fig. 13

a

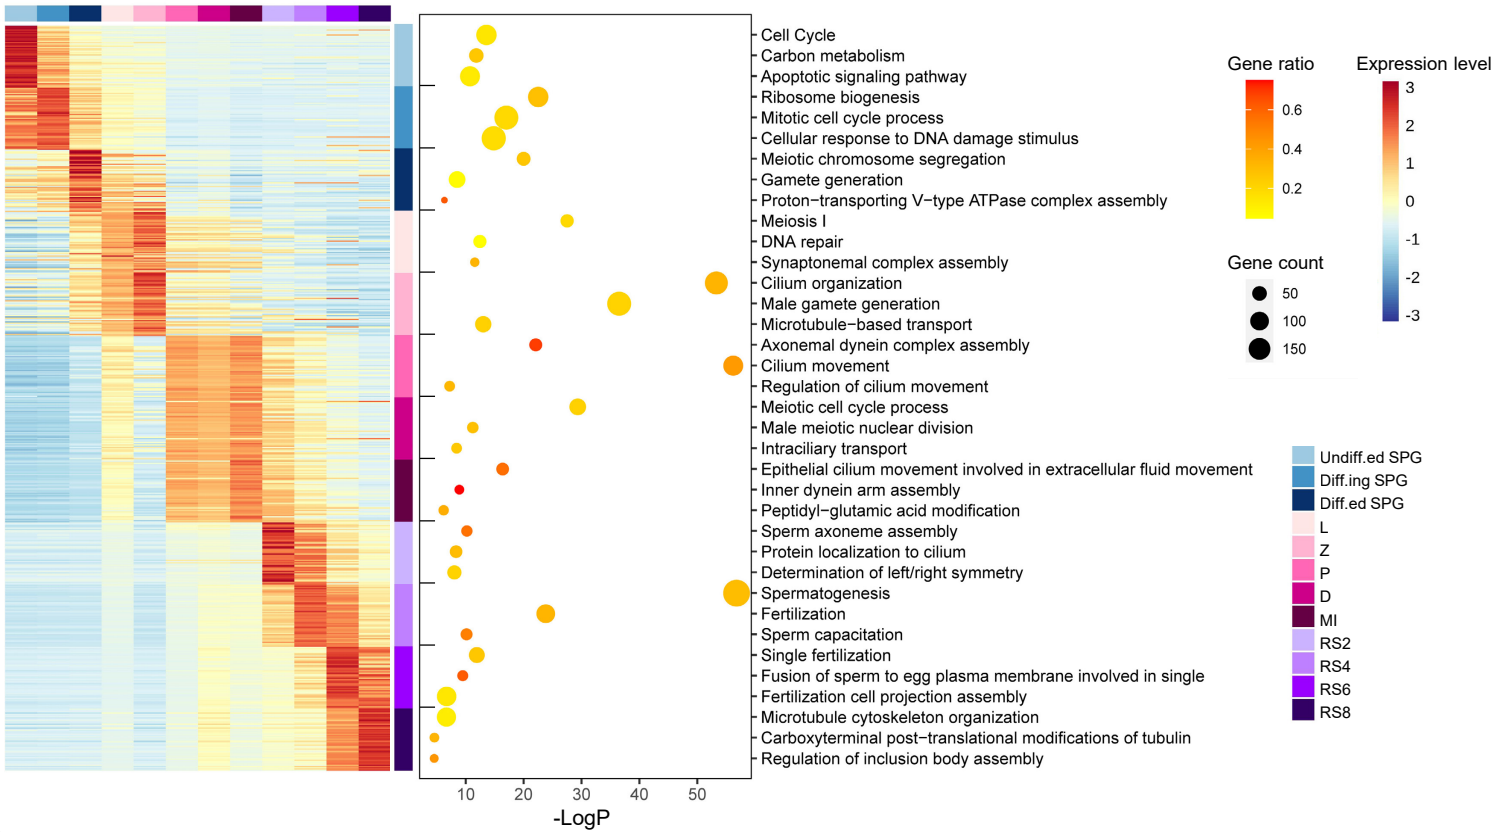

b

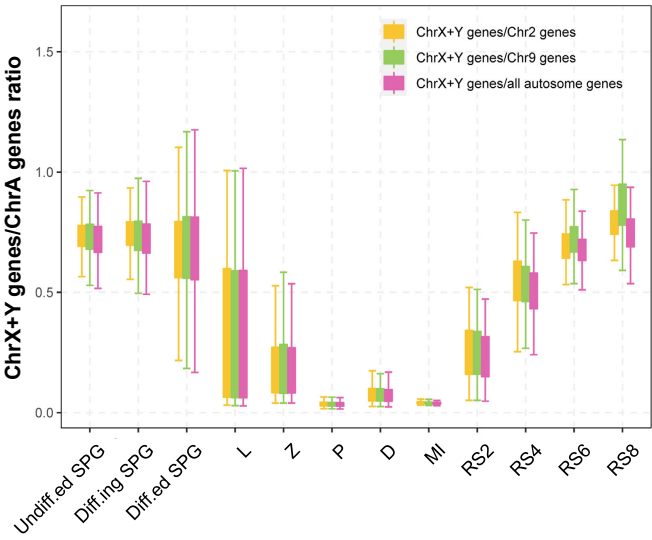

**Supplementary Fig. 13 Transcriptome dynamics from SPG to SPC and further to RS.**

**a**, (Left) Heatmap of the top 50 DEGs in 12 cell types of mouse male germ cell development. The color key from blue to red indicates low to high gene expression levels. L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids. (Right) Bubble plot shows top enriched GO terms of 12 cell type of mouse male germ cell development. The size and color of bubbles represent the number of genes and gene ratio in corresponding GO terms, respectively. **b**, Boxplot showing the ratio of average expression level of selected genes between two classes of chromosomes. Yellow represents the ratio of gene expression level between sex chromosomes and chromosome 2. Prasinous represents the ratio of gene expression level between sex chromosomes and chromosome 9. Rose represents the ratio of gene expression level between sex chromosomes and autosome. Centre line, median; box limits, IQR; whiskers, minima and maxima within  $1.5 * IQR$ .

**Supplementary Fig. 14 related to Fig. 7**

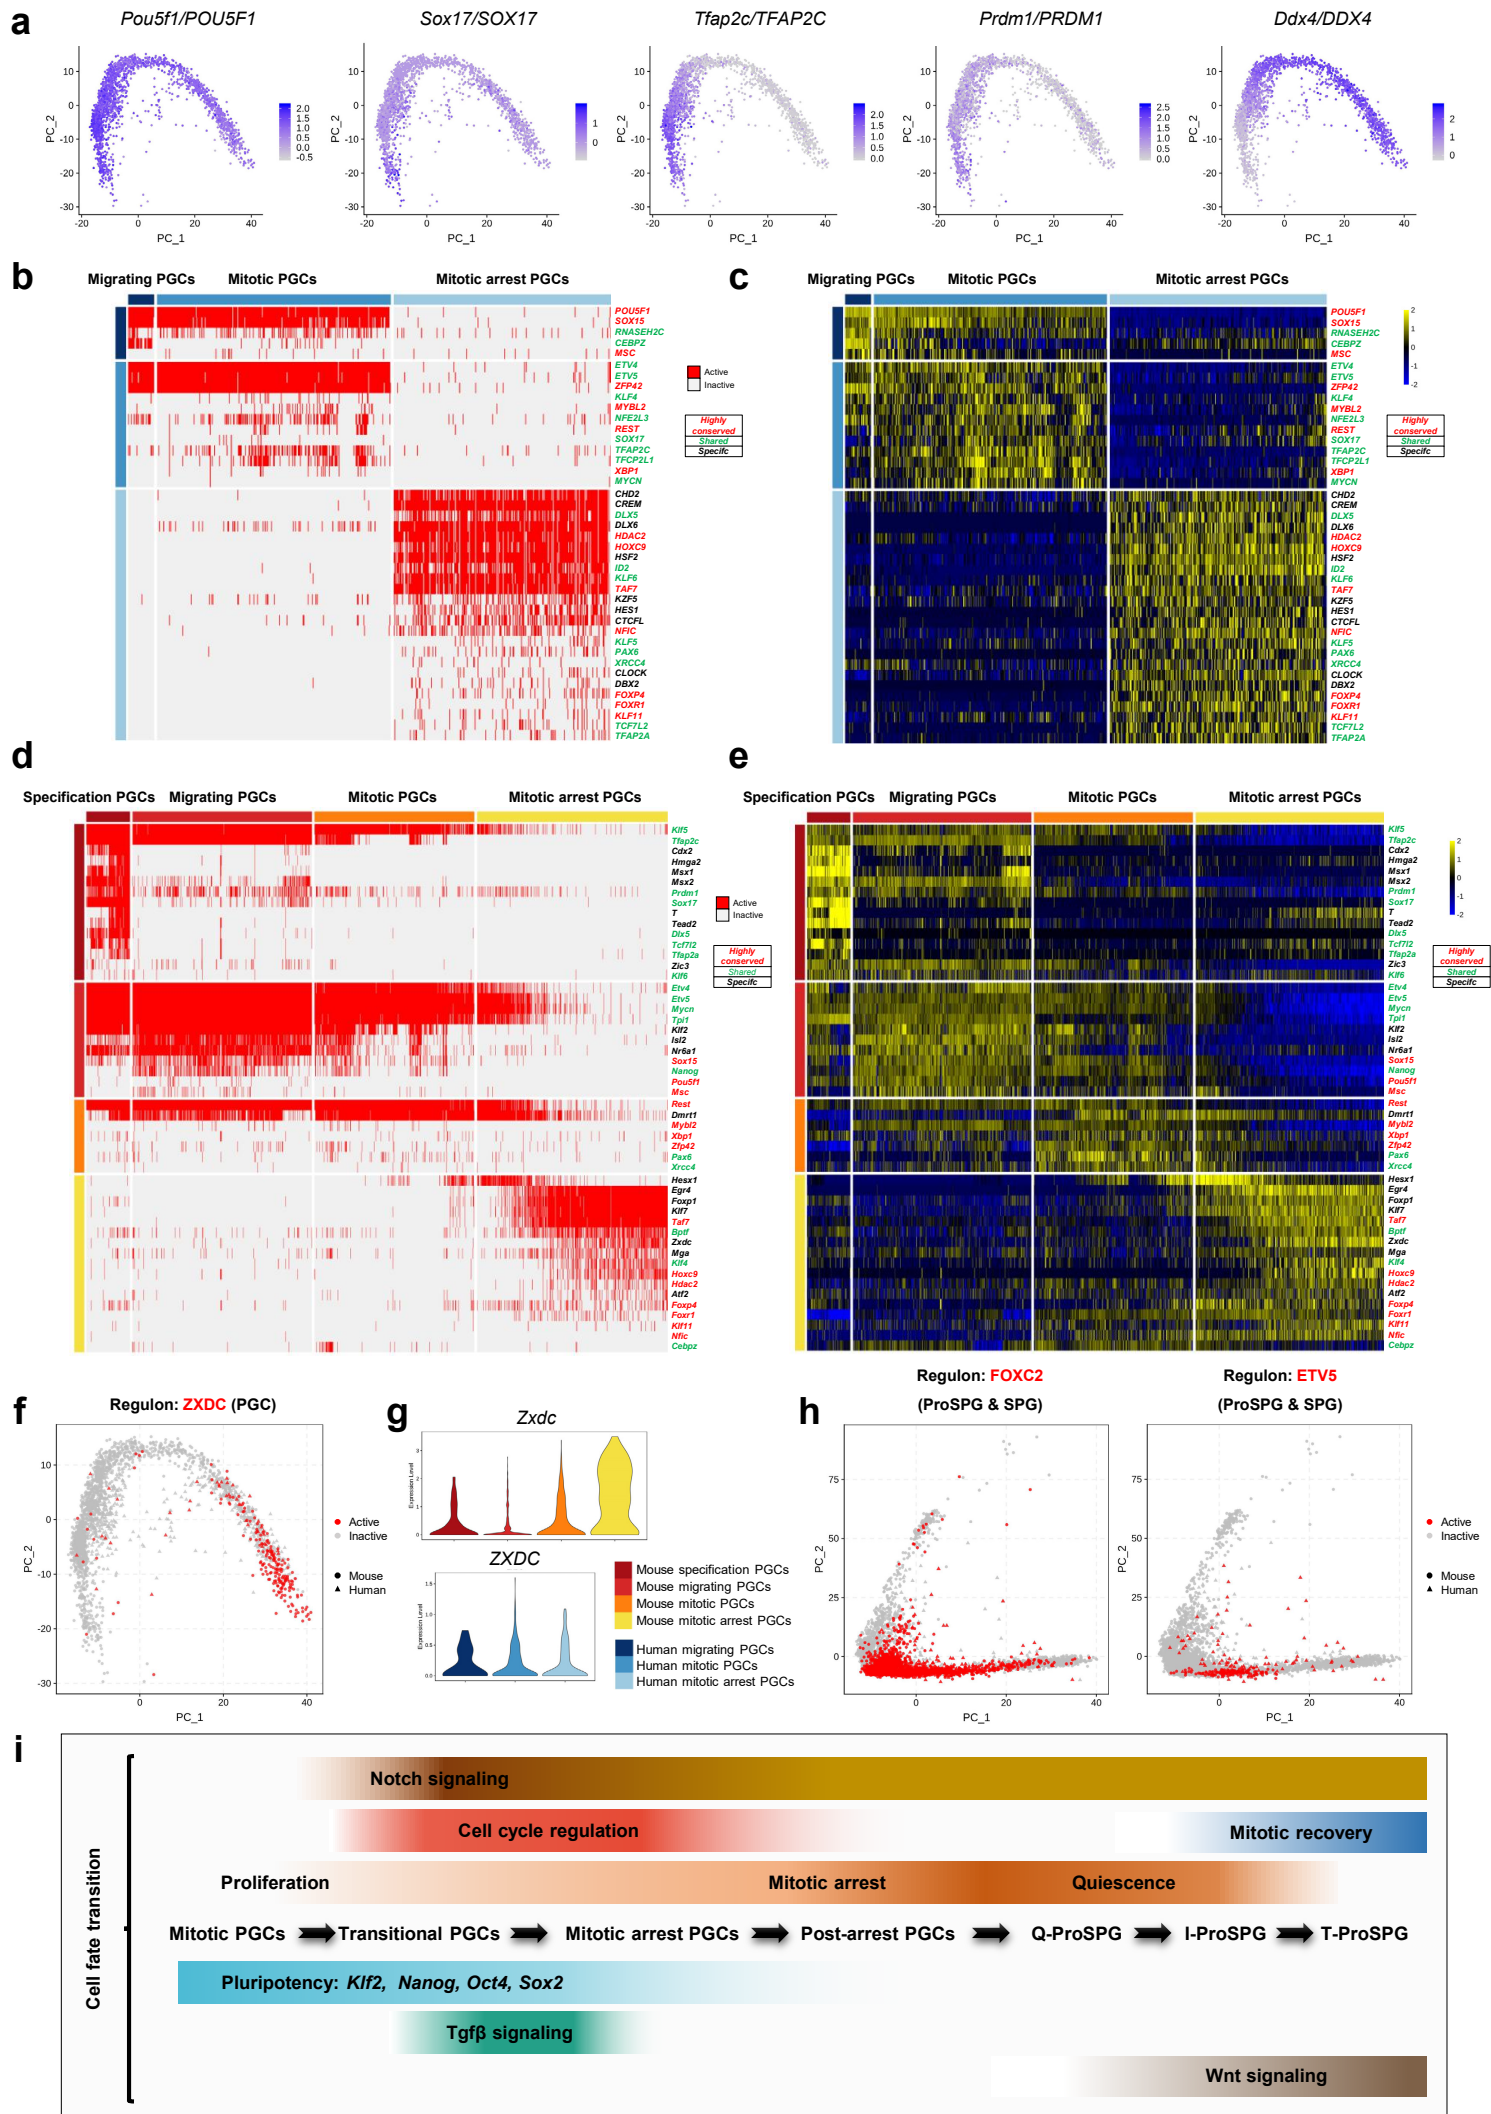

**Supplementary Fig. 14 Conserved differentially expressed genes dissection and SCENIC analysis in both PGCs and spermatogonia between human and mouse.**

**a**, Gene expression patterns of maker genes on PCA plots related to Fig. 7a,b. The color key from gray to blue indicates low to high expression levels. **b**, SCENIC results for the human PGCs. Heatmap showing the active and expressed regulators in each cell class. The states of the transcription factors in each cell class are indicated in red (active) and grey (inactive). The highly conserved DEGs, human-mouse shared DEGs and species-specific DEGs are labelled by red, green and black, respectively. **c**, Heatmap showing the expression of the active transcription factors in each human cell cluster. Expression levels are indicated with colors. The highly conserved DEGs, human-mouse shared DEGs and species-specific DEGs are labelled by red, green and black, respectively. **d**, SCENIC results for the mouse PGCs. Heatmap showing the active and expressed regulators in each cell class. The states of the transcription factors in each cell class are indicated in red (active) and grey (inactive). The highly conserved DEGs, human-mouse shared DEGs and species-specific DEGs are labelled by red, green and black, respectively. **e**, Heatmap showing the expression of the active transcription factors in each mouse cell cluster. Expression levels are indicated with colors. The highly conserved DEGs, human-mouse shared DEGs and species-specific DEGs are labelled by red, green and black, respectively. **f**, The regulon activity PCA map of *Zxdc/ZXDC* in mouse and human PGCs; red dots represent active state of the regulators in each cell, and the light grey dots represent inactive state of the regulators in each cell. **g**, Violin plots showing the relative expression levels ( $\log(\text{TPM}/10+1)$ ) of *Zxdc/ZXDC* in mouse and human PGCs. **h**, The regulon activity PCA map of *Foxc2/FOXC2* and *Etv5/ETV5* in mouse ProSPG and SPG and human SPG; red dots represent active state of the regulators in each cell, and the light grey dots represent inactive state of the regulators in each cell. **i**, Sketch of the expression patterns of different set of genes and signaling pathways during mouse germ cell development.

Supplementary Fig. 15

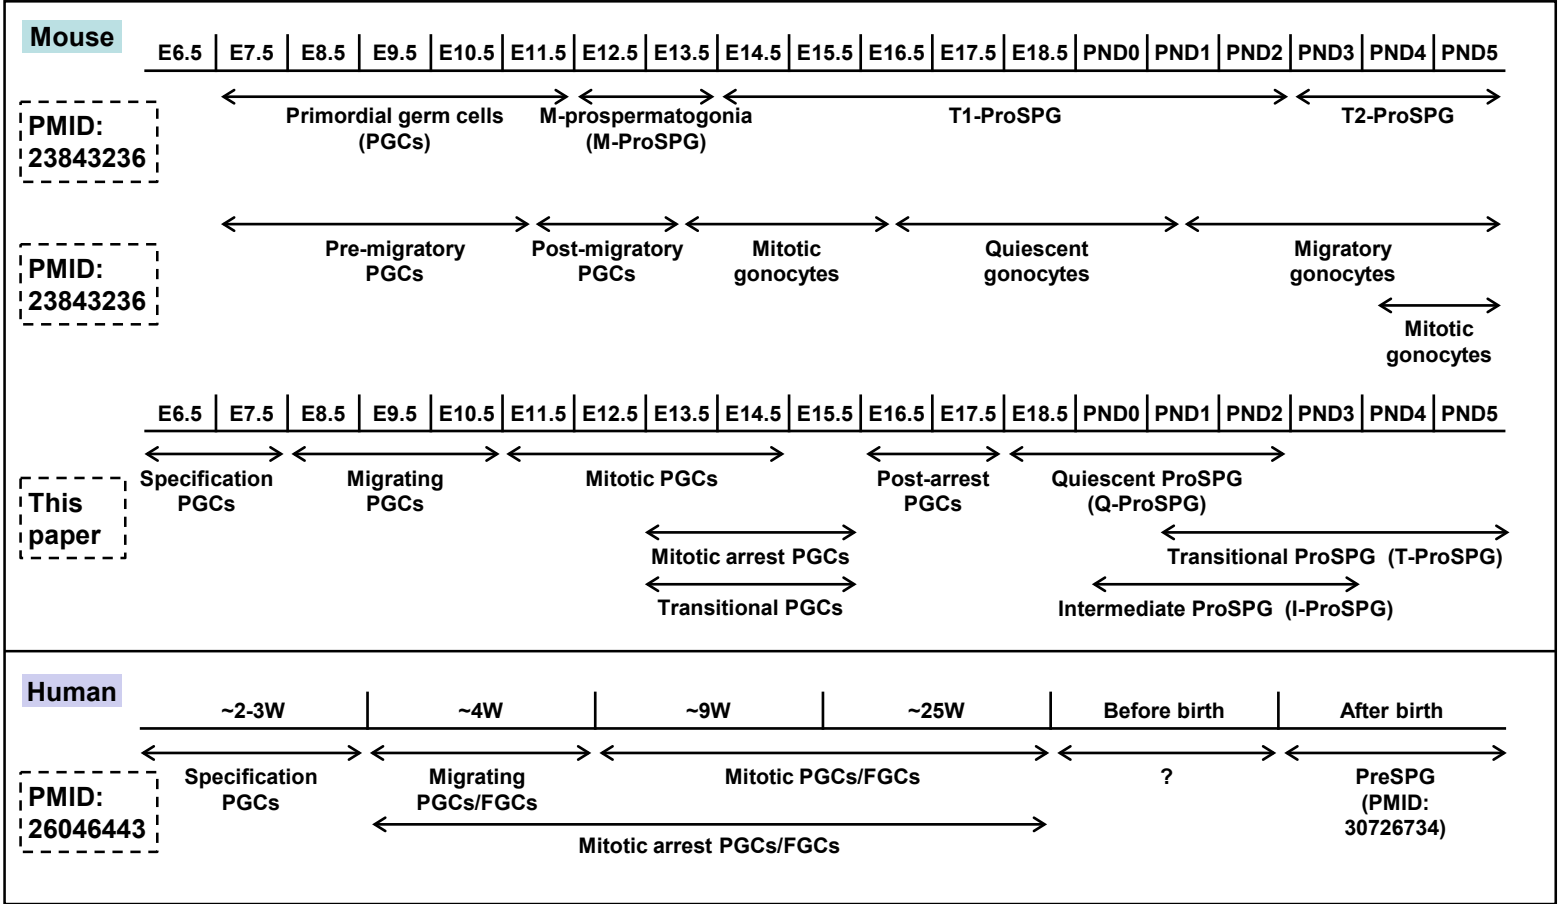

**Supplementary Fig. 15 Schematic representation of the time-lines of germ cell development in mouse and human.** Modified from available literatures: PMID: 23843236 and PMID: 19306346. M, mitotic; T1, transitional 1; T2, transitional 2.

Supplementary Fig. 16

a

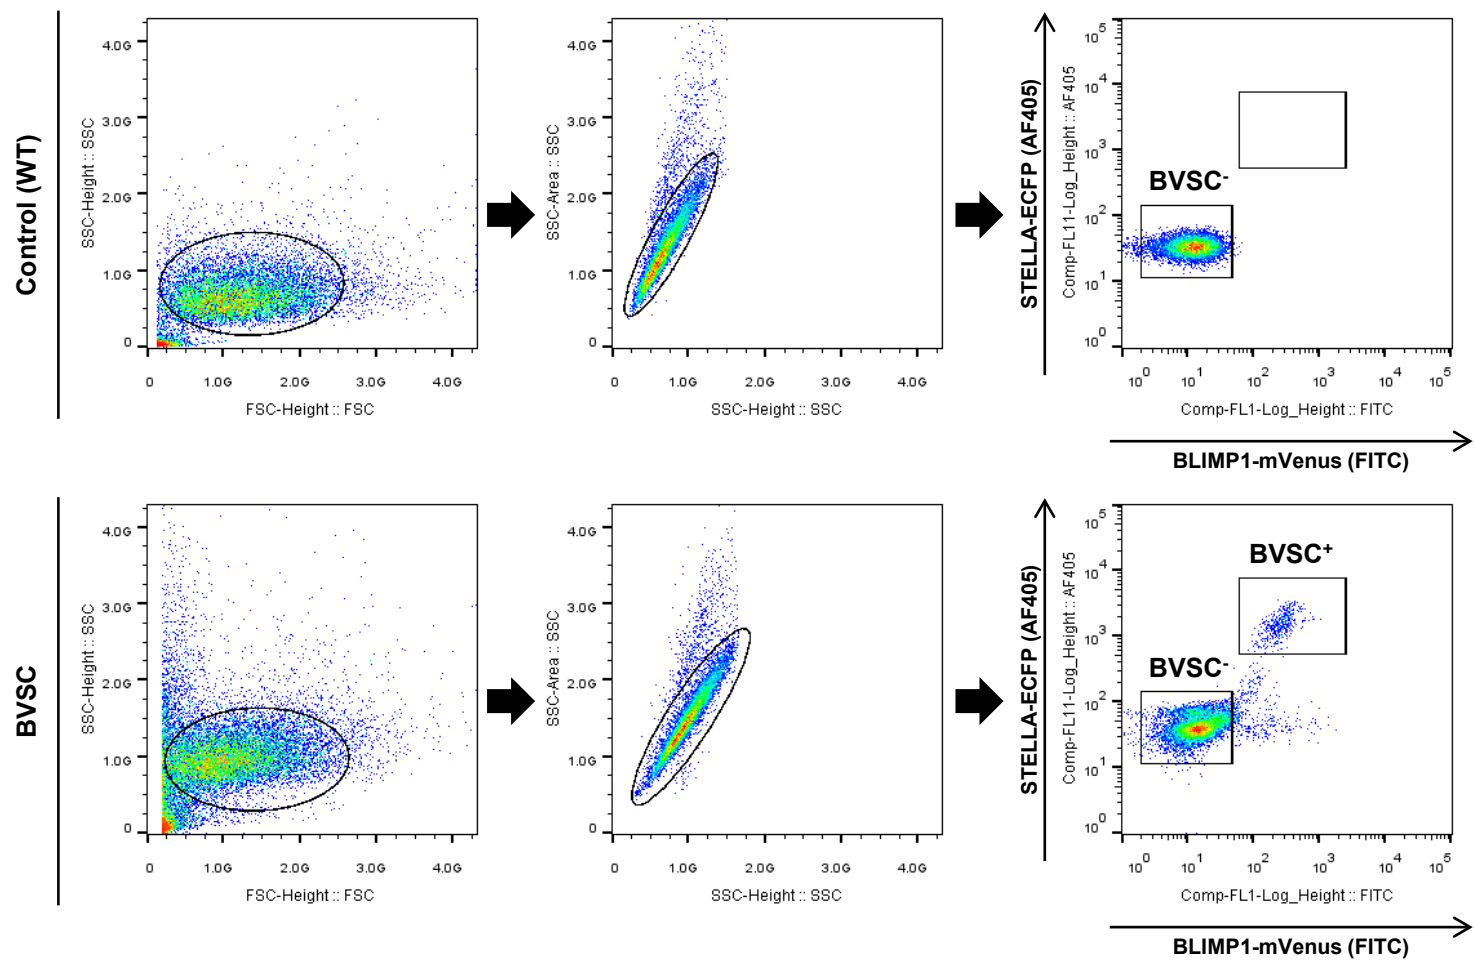

b

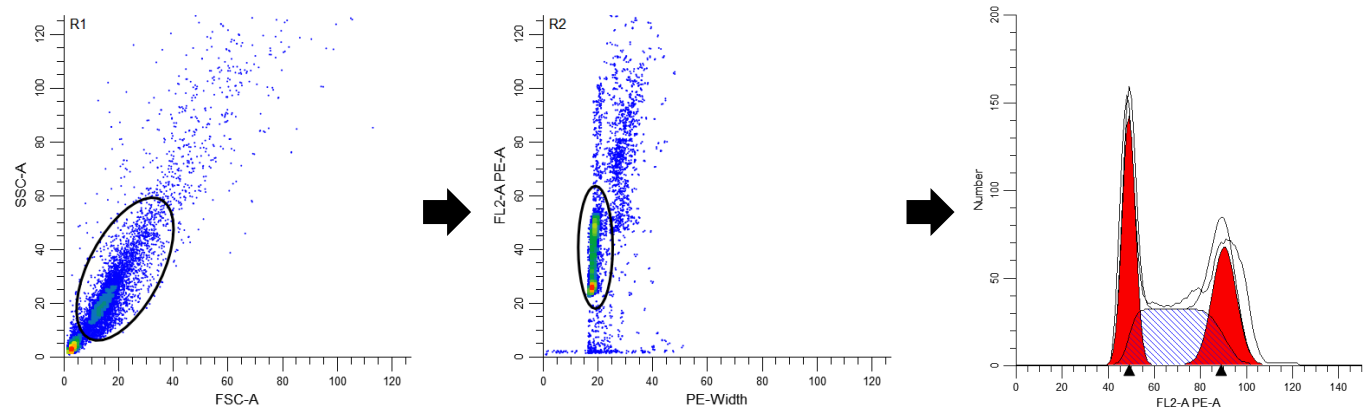

**Supplementary Fig. 16 Cell sorting and cell cycle analysis by FACS.** **a**, Representative FACS gating scheme for the sorting of prenatal germ cells and somatic cells (E16.5). Wild-type gonadal cells at the same time-point were served as gating control. Intact cells are identified on the basis of forward scatter (FSC-A) and side scatter (SSC-A) characteristics, and cell debris and aggregates were excluded. Germ cells (BVSC<sup>+</sup>) and somatic cells (BVSC<sup>-</sup>) were then identified based on the expression of mVenus and ECFP. **b**, Representative scheme for the cell cycle analysis. Intact cells are identified on the basis of forward scatter (FSC-A), side scatter (SSC-A) and PE-A characteristics, and cell debris and aggregates were excluded. The DNA content was then analyzed by ModFit software.

# Supplementary material for: Cell-fate transition and determination analysis of mouse male germ cells throughout development
**Source:** Nat Commun. 2021 Nov 25;12:6839. doi: 10.1038/s41467-021-27172-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Sample information of 11,598 germ cells and testicular somatic cells from male mice, 43 G1/S and 54 G2/M cell-cycle-related genes, global DEGs among 18 germ cell clusters, and genes related to pluripotency used in SOM plot.

File Name: Supplementary Data 2

Description: DEGs of epiblast cells, mix mesoderm cells, and specification PGCs, DEGs and GO terms of three states of migrating PGCs, DEGs and GO terms of mitotic PGCs, transitional PGCs, mitotic arrest PGCs, post-arrest PGCs, Q-ProSPG, and T-ProSPG, DEGs of mitotic PGCs, transitional PGCs, and mitotic arrest PGCs, DEGs and GO terms of transitional PGCs with mitotic PGCs and mitotic arrest PGCs, and list and GO Terms of mitotic to mitotic arrest transition-related genes.

File Name: Supplementary Data 3

Description: List and GO Terms of 156 cell cycle-related genes associated with male infertility or testicular cancer, sample information of 1,094 germ cells and testicular somatic cells from *Helq^-/-^* male mice, and DEGs and GO terms of mitotic PGCs, transitional PGCs, mitotic arrest PGCs, and E18.5 ProSPG in two genotypes, and misregulated mitotic to mitotic arrest transition-related genes from Fig. 3e.

File Name: Supplementary Data 4

Description: DEGs and GO terms of mitotic arrest PGCs, Q-ProSPG, T-ProSPG, undiff.ed SPG, diff.ing SPG, diff.ed SPG, DEGs and GO terms of two consecutive stages between mitotic arrest PGCs and undiff.ed SPG, and GO analysis of each spermatogenic cell stage with their former- and later-stage cells

File Name: Supplementary Data 5

Description: Sample information, DEGs, and GO terms of sh-*Hhex* and sh-NC mSSCs.

File Name: Supplementary Data 6

Description: DEGs and SCENIC results of different cell types in human and mouse in PGCs and SPG, mutant phenotypes of representative DEGs in mouse reproductive system from MGI database, and list of the intersection between mouse mitotic to mitotic arrest transition-related genes (Fig. 3e) and male infertility-, nonobstructive azoospermia-,and testicular germ cell tumor-related genes.

File Name: Supplementary Data 7

Description: Materials and software used.

How the deposited data were processed for this re-analysis (not part of the article)

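Single cells of male germ cells and gonads of 28 time-points were sequenced by the authors with a modified STRT-seq. A pool is the cells of one time-point, genotype and biological replicate, and there were 61 wild-type and 9 <i>Helq</i>-null pools. Time-point, genotype, replicate and sorting gate of each cell were taken from the authors' table of cells. Of 147 libraries, 39 carry a condition in their own labels, and in all 3264 cells of these the label of the cell was the same. The other 108 are described only per cell.

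The authors extracted cell barcodes and UMIs with UMI-tools, trimmed reads with seqtk, mapped them to mm10 with STAR and counted UMIs per gene with featureCounts. The file holds UMI counts without normalization. It was checked that all values of its 13032 cells are whole numbers of at least 0 and that each cell's sum equals the number of transcripts in the table of cells. The filter of the paper's methods was applied, more than 2000 genes and 10000 to 1000000 UMIs. No caller of doublets was run, since the cells were picked or sorted singly. Coordinates are those of GENCODE M21 on mm10, the build that the authors used, and another release of its annotation was used for their counts.

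Counts per cell were scaled to 100000, and 1000 highly variable genes, 30 principal components, 20 neighbours and a resolution of 0.3 were used for clustering (scanpy 1.11.5, igraph 0.11.9, Python 3.11.15). Left out of the clustering were 101 genes that the paper names or that serve as markers, 96 cell-cycle genes and, for gonadal PGCs of both genotypes, 72 genes that differed between the genotypes. A cluster with at least 10 labelled cells took the label of at least 50% of them. Otherwise it was named from markers, with a name in "-like". After the clusters were seen, those led by globin, yolk sac or visceral endoderm genes were left without a name. One cluster that took the label diff.ed SPG is led by <i>Defb19</i>, <i>Cldn11</i>, <i>Clu</i> and <i>Amhr2</i>, genes high in Sertoli cells, and the T-ProSPG cluster by <i>Mmp9</i> and <i>Timp1</i>, and whether this is RNA of other cells, somatic cells in the cluster or expression by the germ cells was not tested. The specification PGCs, Leydig cells, progenitor cells, post-arrest PGCs and the stages inside spermatocytes and round spermatids were not rebuilt.

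UMI counts were summed per pool and cell type, over at least 10 cells. The sums of cell types held 1011931 to 161977496 UMIs. Genotypes were compared with time-point as covariate, and cell types in fits that hold several types, leaving out all genes that any clustering had used. The test was edgeR's quasi-likelihood test with TMM and filterByExpr (edgeR 4.0.16, limma 3.58.1, R 4.3.3), at a false discovery rate of 0.05. The fit was tested on simulated data with 200 changed genes. DESeq2 1.42.0 was run beside it. The types compared differ in the time-points of their pools, and the pool was added as a block where pools that hold several types link the 2 compared. The list of cell-cycle genes was tested with limma's camera at a preset correlation of 0.01 and with fry. Genes named in the text are those that the paper names for the comparison, <i>Helq</i>, and for each comparison of 2 groups the 3 genes with the largest rise and the 3 with the largest fall past the threshold, with a mean log2 CPM of at least 5 and no overlap between the pools of the groups. Genes named for the embryonic transcripts at PND8 and for Leydig cells at E18.5 were chosen after their values were seen.

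Phases were scored from 43 G1/S and 54 G2/M genes in 24 bins of expression after thinning cells to 50000 UMIs. The scores with scanpy's choice of control genes were computed first and placed almost no cell in G1. The scheme of Seurat, named in the plan, was then used, and both are reported. Shares of classes and of S phase were compared by exact permutation of the genotype within time-points. Sex-chromosome ratios were compared by permutation over pools, counting every assignment, or with 100000 resamples for spermatocyte-like cells against SPG. The alternatives were other normalization, filters, thresholds, minimum cells, tools, blocks, covariates, resolutions, gene lists, thinning, control genes, classes from the authors' labels, cells as replicates, and leaving out each pool or replicate.

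Measures of purity, pseudotime, regulons, self-organizing maps, GO terms, imaging and the human data were not analysed here.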

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

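The tests of an explanation for a single pool were chosen only after the value of the pool was seen. In 157 groups of 4 to 10 pools of one cell type, 16 had a pool far from the others for a gene examined for the passages, 10.2%, where chance gives about 1 in 20.

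In the spermatocyte-like cells of adult replicate 2, <i>Klf2</i> lay at 3.49 CPM, <i>Klf4</i> at 13.4 CPM, <i>Etv5</i> at 4.04 CPM and <i>Lhx1</i> at 4.77 CPM, each above the other pools of the type. All 4 are higher in round spermatid-like cells. The excess over the mean of the other pools is 15.51%, 10.6%, 19.0% and 62.3% of the round spermatid-like level of these genes in the same order, and that of the 3 round spermatid markers has a median of 11.0% of theirs, with 11.0% for <i>Acrv1</i>, 9.45% for <i>Tex36</i> and 87.9% for <i>Prm1</i>. The median of the markers reaches the share that <i>Klf4</i> needs and stays below those of <i>Klf2</i>, <i>Etv5</i> and <i>Lhx1</i>, and the markers lie apart from each other, so RNA or cells of round spermatids cannot be told apart from other explanations. It was the only adult pool of the type, and a difference of age stays open, untested.

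<i>Nanos2</i> in the mitotic PGCs of E13.5 replicate 1 stood at 33.4 CPM, against 0 to 2.44 CPM in the other 5 pools. Over the 100 genes most raised in cluster 2 against mitotic PGCs, with <i>Nanos2</i> left out, this pool lay above E13.5 replicate 2 by a median of 1.23 on the log2 scale and in 90 of them, against 0.26 for random genes of like expression (one-sided, 1000 draws, p = 0.001, the smallest they can give). The authors' labels place later cells among the mitotic PGCs of this pool. Of the wild-type cells labelled mitotic arrest PGCs, from which the paper split transitional PGCs, 22 fell in mitotic PGCs. No other wild-type pool of E12.5 to E16.5 has labels at hand. The <i>Nanos2</i> of these cells was not measured apart, so that they give the value stays a hypothesis.

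5 more values lie in pools with 11 to 18 cells of the type, so that chance in the choice of cells was tested by drawing as many cells from each larger pool of the type. In the undiff.ed SPG of PND5 replicate 2 (14 cells), <i>Id4</i> was at 121 CPM, against 179.5 to 192 CPM in the other 3 pools, and 0.500% of 600 draws were as low. <i>Krt18</i> in the same cells was at 1.98 CPM, against 21.7 to 24.1 CPM in the other 3 pools, and 0% of 600 draws were as low. <i>Esx1</i> in the diff.ing SPG of PND10 replicate 2 (17 cells) was at 63.4 CPM, against 5.14 to 32.8 CPM in the other 9 pools, and 0% of 1400 draws were as high. <i>Krt18</i> in the Q-ProSPG of PND3 replicate 2 (18 cells) was at 117 CPM, against 198 to 256 CPM in the other 8 pools, and 0% of 1600 draws were as low. <i>Notch4</i> in the cluster 2 of E15.5 replicate 1 (11 cells) was at 14.55 CPM, against 0 to 2.83 CPM in the other 4 pools, and 0% of 800 draws were as high. The number of cells alone thus gives none of these 5 values in 5% of draws or more. A difference of stage inside the type stays open, untested.

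No explanation was tested for the rest. These are <i>Dazl</i> in the migrating PGCs of E10.5 replicate 1, at 10.2 CPM against 1.81 to 2.76 CPM in the other 3 pools, <i>Mki67</i> in the mitotic arrest PGCs of E15.5 replicate 1, at 16.8 CPM against 7.10 to 8.07 CPM in the other 3 pools, <i>Upp1</i> in the undiff.ed SPG of PND4 replicate 1, at 26.7 CPM against 34.5 to 34.7 CPM in the other 3 pools, <i>Lhx1</i> in the round spermatid-like cells of PND30 replicate 2, at 20.3 CPM against 2.12 to 4.90 CPM in the other 4 pools, <i>Zxdc</i> in the mitotic arrest PGCs of E15.5 replicate 1, at 78.3 CPM against 35.3 to 38.4 CPM in the other 3 pools, and <i>Notch1</i> in the mitotic PGCs of E11.5 replicate 1, at 39.4 CPM against 1.42 to 12.9 CPM in the other 5 pools. E10.5 is the last time-point of the migrating PGCs compared and E11.5 the first of the mitotic PGCs, and a difference of age stays open, untested.

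The paper does not report on genotype differences in the cells sorted as BVSC-negative. In them 22 of 15518 genes differed between the genotypes from E11.5 to E15.5 (8 <i>Helq</i>-null and 10 wild-type pools, edgeR, adjusted p under 0.05), 89 by DESeq2, and 4 from E13.5 to E15.5. A test of the difference itself found 2 of 19051 genes whose genotype effect differed between BVSC-positive and BVSC-negative cells (1156 at an unadjusted p under 0.05), and none of a change of the effect between E13.5 and E15.5 (1817 at an unadjusted p under 0.05). Of 59 genes changed in BVSC-positive cells and measured in both, 44 moved the same way in BVSC-negative cells, 74.6%, against 57.6% for random genes of like expression (one-sided, 1000 draws, p = 0.00200). A difference carried by every cell of the line, such as one of genetic background, may explain a part of the changes, and an effect of <i>Helq</i> in somatic cells stays open too.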

How the results depend on the processing

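Of the alternatives below, these were added after the data were seen, namely the clustering resolutions of 0.6 and 1.0, clustering with the cell-cycle genes, leaving out cells that the authors label as somatic, thinning before clustering, the authors' labels for <i>Helq</i>-null cells, scanpy's control genes, other draws of control genes and sex-chromosome ratios without the genes used for clustering or without the round spermatid-like cluster richest in adult cells. All others were set before the data were examined. Results of comparisons kept their direction and their side of the threshold, or for a count of genes stayed within 1.5 times, in 140 of 197 recomputations with another setting and in 64 of 95 without one pool or replicate. For the fold changes of single genes these were 862 of 982, with 46 no longer past the threshold, 37 newly past it and 37 of the other sign, and 543 of 653 without one pool or replicate. Where a value below moved, the cause was not tested unless one is named.

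The numbers of changed genes with the settings of the passages were 62 for <i>Helq</i>-null mitotic PGCs, 158 for <i>Helq</i>-null cluster 2, 179 for <i>Helq</i>-null mitotic arrest PGCs, 72 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, 163 for <i>Helq</i>-null E18.5 cells, 4877 for cluster 2 against mitotic PGCs, 5069 for cluster 2 against mitotic arrest PGCs, 7652 for Q-ProSPG against mitotic arrest PGCs, 5345 for T-ProSPG against Q-ProSPG, 840 for undiff.ed SPG against T-ProSPG and 85804 for the germ cell types. With DESeq2 the number of changed genes was 217 for <i>Helq</i>-null mitotic PGCs, 719 for <i>Helq</i>-null cluster 2, 592 for <i>Helq</i>-null mitotic arrest PGCs, 466 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5 and 1814 for undiff.ed SPG against T-ProSPG. With a change of at least 2-fold required, which can only lower a count, the number of changed genes was 3502 for T-ProSPG against Q-ProSPG and 392 for undiff.ed SPG against T-ProSPG. With at least 20 cells per pool, which leaves fewer pools, the number of changed genes was 41 for <i>Helq</i>-null cluster 2, 112 for <i>Helq</i>-null mitotic arrest PGCs and 4630 for Q-ProSPG against mitotic arrest PGCs. Without the filter on low counts, under which more genes are tested, the number of changed genes was 257 for <i>Helq</i>-null mitotic PGCs, 454 for <i>Helq</i>-null cluster 2, 543 for <i>Helq</i>-null mitotic arrest PGCs, 456 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5 and 316 for <i>Helq</i>-null E18.5 cells. With the series of libraries as a covariate the number of changed genes was 54 for <i>Helq</i>-null cluster 2, 632 for <i>Helq</i>-null mitotic arrest PGCs and 19 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5. With cells as replicates in a Wilcoxon test the number of changed genes was 484 for <i>Helq</i>-null mitotic PGCs, 1093 for <i>Helq</i>-null cluster 2 and 996 for <i>Helq</i>-null mitotic arrest PGCs. With cells as replicates and classes clustered with the cell-cycle genes the number of changed genes was 496 for <i>Helq</i>-null mitotic PGCs, 702 for <i>Helq</i>-null cluster 2 and 699 for <i>Helq</i>-null mitotic arrest PGCs. With classes clustered with the cell-cycle genes and pools as replicates the number of changed genes was 577 for <i>Helq</i>-null cluster 2 and 88 for <i>Helq</i>-null mitotic arrest PGCs. At a resolution of 0.6 the number of changed genes was 33 for <i>Helq</i>-null mitotic PGCs, 65 for <i>Helq</i>-null cluster 2 and 88 for <i>Helq</i>-null mitotic arrest PGCs. At a resolution of 1.0 the number of changed genes was 33 for <i>Helq</i>-null mitotic PGCs, 2280 for <i>Helq</i>-null cluster 2 and 57 for <i>Helq</i>-null mitotic arrest PGCs.

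With one pool or replicate left out, the numbers ranged over 27 to 80 for <i>Helq</i>-null mitotic PGCs, 67 to 755 for <i>Helq</i>-null cluster 2, 56 to 176 for <i>Helq</i>-null mitotic arrest PGCs, 40 to 174 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, 902 to 2000 for cluster 2 against mitotic PGCs, 863 to 1115 for cluster 2 against mitotic arrest PGCs, 2620 to 3717 for Q-ProSPG against mitotic arrest PGCs, 549 to 2489 for T-ProSPG against Q-ProSPG, 1 to 1251 for undiff.ed SPG against T-ProSPG and 51755 to 60682 for the germ cell types. The count for <i>Helq</i>-null mitotic PGCs moved by more than 1.5 times without <i>Helq</i>-null E12.5 replicate 1 (27). The count for <i>Helq</i>-null cluster 2 moved by more than 1.5 times without <i>Helq</i>-null E13.5 replicate 2 (67), without wild-type E13.5 replicate 1 (67), without <i>Helq</i>-null E14.5 replicate 2 (755), without <i>Helq</i>-null E15.5 replicate 1 (98), without <i>Helq</i>-null E15.5 replicate 2 (78) and without wild-type E15.5 replicate 2 (99). The count for <i>Helq</i>-null mitotic arrest PGCs moved by more than 1.5 times without <i>Helq</i>-null E14.5 replicate 2 (112), without wild-type E14.5 replicate 1 (112), without <i>Helq</i>-null E15.5 replicate 1 (108), without wild-type E15.5 replicate 1 (59) and without wild-type E15.5 replicate 2 (56). The count for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5 moved by more than 1.5 times without <i>Helq</i>-null E13.5 replicate 1 (47), without <i>Helq</i>-null E14.5 replicate 2 (174), without wild-type E14.5 replicate 1 (40) and without wild-type E15.5 replicate 2 (42). The count for cluster 2 against mitotic PGCs moved by more than 1.5 times without replicate 1 (2000) and without replicate 2 (902). The count for cluster 2 against mitotic arrest PGCs moved by more than 1.5 times without replicate 1 (1115) and without replicate 2 (863). The count for Q-ProSPG against mitotic arrest PGCs moved by more than 1.5 times without replicate 1 (2620) and without replicate 2 (3717). The count for T-ProSPG against Q-ProSPG moved by more than 1.5 times without replicate 1 (2489) and without replicate 2 (549). For undiff.ed SPG against T-ProSPG the count was 1251 without replicate 2. Without replicate 1 only the undiff.ed SPG of PND5 replicate 2 are left, so no count is given. The count for the germ cell types moved by more than 1.5 times without replicate 1 (51755). At E18.5 leaving out a wild-type pool would leave 1 pool against 1 and no residual degrees of freedom, so it was not run, and the spread in that comparison comes from the wild-type pools alone.

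Replicate numbers do not pair pools of the 2 genotypes. The differences of replicate 1 to replicate 2 in wild-type and <i>Helq</i>-null pools correlated across genes by -0.361, -0.424 and -0.261 at E13.5, E14.5 and E15.5, where pairing would give a positive value. With the replicate number as a block all the same, the number of changed genes was 39 for <i>Helq</i>-null mitotic PGCs, 144 for <i>Helq</i>-null cluster 2, 140 for <i>Helq</i>-null mitotic arrest PGCs and 58 for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5. For cell types the block was the pool itself, and the number was 887 for cluster 2 against mitotic PGCs, 3497 for cluster 2 against mitotic arrest PGCs, 1496 for T-ProSPG against Q-ProSPG and 22 for undiff.ed SPG against T-ProSPG. Cluster 2 and mitotic arrest PGCs share 3 pools with enough cells of both, and T-ProSPG and Q-ProSPG 3. Cluster 2 and mitotic PGCs share only E13.5 replicate 1, so the block sets 1 sum against 1 there, with no replicate check, and neither the number nor the signs decide about the changes between pools. Undiff.ed SPG and T-ProSPG share none and are compared only through diff.ing SPG, from pools that hold these beside one of the 2 types. Q-ProSPG and mitotic arrest PGCs share none and no other type of that fit links them, so this comparison was not run with a block.

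The fold changes that changed sign under another setting were, on the log2 scale, the following. For <i>Helq</i>-null mitotic PGCs, where <i>Helq</i> had 0.24, the sign changed at a resolution of 0.6 (<i>Helq</i> -0.031) and at a resolution of 1.0 (<i>Helq</i> -0.036). For <i>Helq</i>-null cluster 2, where <i>Rhox10</i> had -0.45 and <i>Dnmt3l</i> had 0.48, the sign changed with at least 20 cells per pool (<i>Dnmt3l</i> -0.12), at a resolution of 0.6 (<i>Rhox10</i> 0.057) and with classes clustered with the cell-cycle genes (<i>Dnmt3l</i> -0.97). For <i>Helq</i>-null mitotic arrest PGCs, where <i>Helq</i> had -0.22, the sign changed with at least 20 cells per pool (<i>Helq</i> 0.031). For all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, where <i>Rhox10</i> had 0.071, the sign changed with a block (<i>Rhox10</i> -0.32) and with the library series as a covariate (<i>Rhox10</i> -0.53). For cluster 2 against mitotic PGCs, where <i>Cdk2</i> had 0.21, <i>Ascl2</i> had 0.56, <i>Hesx1</i> had 1.95, <i>Hes1</i> had 1.64, <i>Sp5</i> had 1.39 and <i>Cdh1</i> had 0.0077, the sign changed without the filter on low counts (<i>Cdh1</i> -0.057) and with a block (<i>Cdk2</i> -1.51, <i>Ascl2</i> -2.96, <i>Hesx1</i> -0.43, <i>Hes1</i> -0.044, <i>Sp5</i> -1.43 and <i>Cdh1</i> -0.16). For cluster 2 against mitotic arrest PGCs, where <i>Cdk2</i> had -0.043, the sign changed with at least 20 cells per pool (<i>Cdk2</i> 0.32). For T-ProSPG against Q-ProSPG, where <i>Pecam1</i> had 0.082 and <i>Nefm</i> had 0.41, the sign changed with DESeq2 (<i>Pecam1</i> -0.062), with DESeq2's size factors in edgeR (<i>Pecam1</i> -0.062) and with a block (<i>Pecam1</i> -0.077 and <i>Nefm</i> -0.16). For undiff.ed SPG against T-ProSPG, where <i>Id4</i> had 0.059, <i>Etv5</i> had 0.065, <i>Zxdc</i> had -0.64, <i>Myog</i> had -1.59, <i>Mef2c</i> had -2.68, <i>Krt18</i> had -2.37, <i>Tmc6</i> had -0.67, <i>Hhex</i> had 0.040, <i>Tagln2</i> had 0.077 and <i>Nek3</i> had 1.50, the sign changed with DESeq2 (<i>Id4</i> -0.040, <i>Etv5</i> -0.029, <i>Hhex</i> -0.023 and <i>Tagln2</i> -0.0043), with DESeq2's size factors in edgeR (<i>Id4</i> -0.035, <i>Etv5</i> -0.025, <i>Hhex</i> -0.028 and <i>Tagln2</i> -0.0048), with at least 20 cells per pool (<i>Hhex</i> -0.082) and with a block (<i>Zxdc</i> 0.16, <i>Myog</i> 0.024, <i>Mef2c</i> 0.23, <i>Krt18</i> 0.30, <i>Tmc6</i> 0.46, <i>Hhex</i> -0.16, <i>Tagln2</i> -0.049 and <i>Nek3</i> -0.20). Of these, the genes past the threshold with the settings of the passages were <i>Hes1</i> for cluster 2 against mitotic PGCs, <i>Mef2c</i> for undiff.ed SPG against T-ProSPG and <i>Nek3</i> for undiff.ed SPG against T-ProSPG. With the other sign, <i>Cdk2</i> and <i>Ascl2</i> passed the threshold in cluster 2 against mitotic PGCs with a block, from E13.5 replicate 1 alone, and no other did.

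Without one pool or replicate these fold changes took both signs, over a range on the log2 scale of -0.0017 to 0.43 for <i>Helq</i> in <i>Helq</i>-null mitotic PGCs, -0.23 to 1.03 for <i>Dnmt3l</i> in <i>Helq</i>-null cluster 2, -0.44 to 0.031 for <i>Helq</i> in <i>Helq</i>-null mitotic arrest PGCs, -0.64 to 0.35 for <i>Rhox10</i> in all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, -0.56 to 1.73 for <i>Dnmt3l</i> in all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, -0.12 to 0.52 for <i>Cdk2</i> in cluster 2 against mitotic PGCs, -0.094 to 1.27 for <i>Ascl2</i> in cluster 2 against mitotic PGCs, -0.40 to 0.042 for <i>Helq</i> in cluster 2 against mitotic PGCs, -0.11 to 0.00067 for <i>Cdh1</i> in cluster 2 against mitotic PGCs, -0.27 to 0.28 for <i>Cdk2</i> in cluster 2 against mitotic arrest PGCs, -0.0029 to 0.67 for <i>Zxdc</i> in Q-ProSPG against mitotic arrest PGCs, -0.14 to 0.37 for <i>Pecam1</i> in T-ProSPG against Q-ProSPG, -0.43 to 0.19 for <i>Id4</i> in undiff.ed SPG against T-ProSPG, -0.41 to 0.27 for <i>Etv5</i> in undiff.ed SPG against T-ProSPG, -1.13 to 0.35 for <i>Zxdc</i> in undiff.ed SPG against T-ProSPG and -0.099 to 0.15 for <i>Tagln2</i> in undiff.ed SPG against T-ProSPG.

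The difference in the share of S-phase cells was past 0.05 with draw 2 of the control genes (14.1 percentage points, p = 0.0432), with draw 4 of the control genes (14.9 percentage points, p = 0.0396), with draw 6 of the control genes (14.2 percentage points, p = 0.0484) and with classes clustered with the cell-cycle genes (16.4 percentage points, p = 0.0453). Over the pools left out in turn it ranged from 9.60 to 17.3, and it passed without wild-type E11.5 replicate 1 (16.6, p = 0.0270), without <i>Helq</i>-null E13.5 replicate 2 (17.3, p = 0.0175) and without <i>Helq</i>-null E14.5 replicate 2 (16.2, p = 0.0267). In the share of cluster 2 the range was 14.8 to 26.9 percentage points over 9 other settings and 6.16 to 38.0 over the pools left out, and none of these passed. Mitotic arrest and late PGCs together ranged from -25.8 to -0.456 over 8 other settings and from -15.4 to 1.61 over the pools left out, with the other sign without <i>Helq</i>-null E14.5 replicate 1 (1.61).

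The share of cells in G1 by score moved by more than the spread between pools after thinning to 20000 UMIs (0% in PGC-like, E10.5 and 87.9% in mitotic arrest PGCs), without thinning (0% in PGC-like, E10.5, 96.8% in mitotic arrest PGCs, 1.71% in undiff.ed SPG and 1.46% in SPG-like) and with scanpy's control genes (0% in PGC-like, E10.5, 0% in cluster 2, 0% in mitotic arrest PGCs, 0% in late PGCs, 1.45% in Q-ProSPG, 0% in SPG-like, 0% in diff.ed SPG, 0% in spermatocyte-like cells and 14.2% in round spermatid-like cells). With scanpy's control genes the difference in S phase between the genotypes was 6.16 percentage points (p = 0.215). The list of cell-cycle genes in <i>Helq</i>-null cluster 2 was not past the threshold with fry (p = 0.117) or with camera's estimated correlation (p = 0.25).

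The log2 difference of the sex-chromosome ratio ranged from -3.79 to -3.42 between spermatocyte-like cells and SPG and from 2.32 to 2.94 between round spermatid-like and spermatocyte-like cells over the other settings, all past the threshold. Without a replicate it ranged from -4.32 to -3.32 and from 2.27 to 3.07, and the latter was no longer past the threshold without replicate 2 (3.07, p = 0.333), where fewer pools allow no smaller p.

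In data simulated from each comparison with 200 changed genes, the share of these genes that was called was 76.5% for <i>Helq</i>-null mitotic PGCs, 68.5% for <i>Helq</i>-null cluster 2, 67.0% for <i>Helq</i>-null mitotic arrest PGCs, 69.0% for all BVSC-positive <i>Helq</i>-null cells of E13.5 to E15.5, 23.5% for <i>Helq</i>-null E18.5 cells, 61.5% for cluster 2 against mitotic PGCs, 55.0% for cluster 2 against mitotic arrest PGCs, 67.5% for Q-ProSPG against mitotic arrest PGCs, 71.5% for T-ProSPG against Q-ProSPG, 59.5% for undiff.ed SPG against T-ProSPG and 73.5% for the germ cell types, and the share of calls that was false 4.38%, 4.20%, 3.6%, 2.13%, 6.00%, 1.60%, 1.79%, 4.93%, 2.05%, 3.25% and 31.3% in the same order. A change of 2-fold was called in 12.0% of genes at E18.5 and in 60.0% in mitotic PGCs, so that a gene not called in these comparisons can still differ by that much. In the smallest sum, 1011931 UMIs of undiff.ed SPG, 1 count stands for about 1 CPM, and lower levels are not resolved there.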

Differences from the paper's values

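A value is said below to fall within reach of the paper's where it lies within 1.5 times of it, up or down. For genes higher in one germ cell type, the paper gives 23204 calls and 9922 different genes, against 85804 and 23588 here. The paper's test took single cells of 18 types as replicates, and the values here come from pools of 13 wider types. For the calls, of the alternatives set before the data were examined, none fell within reach of the paper's value, as tried with DESeq2 (67169), DESeq2's size factors in edgeR (85538), no filter on low counts (86918), at least 20 cells per pool (82383) and a change of at least 2-fold (68971), and with one pool or replicate left out (51755 to 60682). For the different genes, of the same alternatives, none fell within reach of the paper's value, as tried with DESeq2 (20724), DESeq2's size factors in edgeR (23613), no filter on low counts (25408), at least 20 cells per pool (23603) and a change of at least 2-fold (20829), and with one pool or replicate left out (21420 to 21522).

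The paper gives 194 changed genes for <i>Helq</i>-null mitotic PGCs and the re-analysis 62. The paper's test took cells as replicates, and pools are the replicates here. Of the alternatives set before the data were examined, the value fell within reach of the paper's with DESeq2 (217) and no filter on low counts (257), and did not with DESeq2's size factors in edgeR (63), at least 20 cells per pool (62), a change of at least 2-fold (50), the replicate number as a block (39), the library series as a covariate (73) and cells as replicates in a Wilcoxon test (484), and with one pool or replicate left out (27 to 80).

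The paper gives 519 changed genes for <i>Helq</i>-null transitional PGCs and the re-analysis 158. The paper's test took cells as replicates, and pools are the replicates here. Among the settings fixed before the data were examined, the value fell within reach of the paper's with DESeq2 (719) and no filter on low counts (454) and without <i>Helq</i>-null E14.5 replicate 2 (755), and did not with DESeq2's size factors in edgeR (165), at least 20 cells per pool (41), a change of at least 2-fold (127), the replicate number as a block (144), the library series as a covariate (54) and cells as replicates in a Wilcoxon test (1093), and with one pool or replicate left out (67 to 136). The value also fell within reach with clustering with the cell-cycle genes (577) and cells as replicates and clustering with the cell-cycle genes (702), chosen after seeing the values.

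The paper gives 438 changed genes for <i>Helq</i>-null mitotic arrest PGCs and the re-analysis 179. The paper's test took cells as replicates, and pools are the replicates here. Of the alternatives set before the data were examined, the value fell within reach of the paper's with DESeq2 (592), no filter on low counts (543) and the library series as a covariate (632), and did not with DESeq2's size factors in edgeR (185), at least 20 cells per pool (112), a change of at least 2-fold (146), the replicate number as a block (140) and cells as replicates in a Wilcoxon test (996), and with one pool or replicate left out (56 to 176).

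The share of transitional PGCs in <i>Helq</i>-null cells of E15.5 was 41% in the paper and 65.0% here, as the mean of pools. Among the settings fixed before the data were examined, the value fell within reach of the paper's without <i>Helq</i>-null E15.5 replicate 1 (52.2%), and did not with all cells pooled (65.2%), and without <i>Helq</i>-null E15.5 replicate 2 (77.9%). The value also fell within reach with a resolution of 0.6 (48.5%), a resolution of 1.0 (48.1%), clustering with the cell-cycle genes (41.7%) and cells thinned to 50000 UMIs (44.9%), chosen after seeing the values.

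In wild-type cells of E15.5 the share of transitional PGCs was 7.0% in the paper and 25.1% here, as the mean of pools. Of the alternatives set before the data were examined, none fell within reach of the paper's value, as tried with all cells pooled (25.1%), and with one pool or replicate left out (11.8 to 38.3%). The value also fell within reach with a resolution of 0.6 (9.08%), a resolution of 1.0 (6.40%), clustering with the cell-cycle genes (8.00%) and cells thinned to 50000 UMIs (5.54%), chosen after seeing the values.

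The share of post-arrest PGCs in <i>Helq</i>-null cells of E15.5, here of late PGCs, was 0.0% in the paper and 0.543% here, as the mean of pools. Among the settings fixed before the data were examined, the value fell within reach of the paper's without <i>Helq</i>-null E15.5 replicate 2 (0%), and did not with all cells pooled (0.535%), and without <i>Helq</i>-null E15.5 replicate 1 (1.09%).

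Mitotic arrest PGCs of wild-type E13.5 were 4% in the paper and 0% here, as the mean of pools. Of the alternatives set before the data were examined, none fell within reach of the paper's value, as tried with all cells pooled (0%), and with one pool or replicate left out (0% each time). The value also fell within reach with a resolution of 1.0 (4.84%) and cells thinned to 50000 UMIs (3.30%), chosen after seeing the values.

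Mitotic PGCs of wild-type E15.5 were 1% in the paper and 0% here, as the mean of pools. Among the settings fixed before the data were examined, none fell within reach of the paper's value, as tried with all cells pooled (0%), and with one pool or replicate left out (0% each time). The value also fell within reach with cells thinned to 50000 UMIs (1.11%), chosen after seeing the values.

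Of undiff.ed SPG, about 2.5% are in G1 in Fig. 2c, read by eye, and 0.206% here. Of the alternatives set before the data were examined, the value fell within reach of the paper's with no thinning (1.71%), and did not with cells thinned to 20000 UMIs (0.302%).

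The paper lists <i>Prdm1</i>, <i>L1td1</i>, <i>Rhox10</i>, <i>Dnmt3l</i> and <i>Cdh1</i> among genes changed in <i>Helq</i>-null germ cells, and none of them was called in cluster 2 here, while <i>Dnmt3l</i> and <i>Cdh1</i> were called in mitotic arrest PGCs. In cluster 2, settings fixed before the data were examined did call <i>Prdm1</i> with DESeq2, with no filter on low counts, without <i>Helq</i>-null E14.5 replicate 2 and with the replicate number as a block, <i>L1td1</i> with DESeq2, with no filter on low counts, without <i>Helq</i>-null E14.5 replicate 2 and without wild-type E14.5 replicate 1, <i>Rhox10</i> without <i>Helq</i>-null E14.5 replicate 2, and <i>Cdh1</i> with DESeq2, with no filter on low counts, without <i>Helq</i>-null E13.5 replicate 2, without wild-type E13.5 replicate 1, without <i>Helq</i>-null E14.5 replicate 2 and with the replicate number as a block. <i>Prdm1</i> was also called with a resolution of 1.0 and with clustering with the cell-cycle genes, chosen after seeing the values. <i>L1td1</i> was also called with a resolution of 1.0, chosen after seeing the values. <i>Rhox10</i> was also called with clustering with the cell-cycle genes, chosen after seeing the values. <i>Cdh1</i> was also called with a resolution of 1.0 and with clustering with the cell-cycle genes, chosen after seeing the values. These settings chosen later drop <i>Dnmt3l</i> and <i>Cdh1</i> from the genes called in mitotic arrest PGCs, 2 of the 2 called there.

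Some statements on genes also differ. The paper takes <i>Wee1</i> as a marker specific for transitional PGCs, from single cells and from staining of its RNA and protein. The mean of <i>Wee1</i> here was 44.6 CPM in cluster 2 and 90.3 CPM in mitotic PGCs. Cluster 2 was built without cell-cycle genes, by which the paper split off its transitional PGCs. It took 129 of 251 <i>Helq</i>-null cells labelled mitotic arrest PGCs, so unlike classes stand side by side. Of the 5 transcription factors that the paper calls specific for transitional PGCs, <i>Hesx1</i>, <i>Tgif1</i> and <i>Sp5</i> had their highest mean of all types in cluster 2, while <i>Hes1</i> had it in T-ProSPG (213 CPM) and <i>Ascl2</i> in the SPG-like cluster (120.1 CPM). The paper reports raised <i>Hesx1</i> in mitotic arrest PGCs, whose mean of 38.1 CPM lay below the 244 CPM of cluster 2, a class that the authors split from the former. <i>Zxdc</i>, which the paper places mainly in Q-ProSPG, had 121 CPM in late PGCs and 76.7 CPM in Q-ProSPG. For <i>Helq</i> the paper reports high expression in the transition, and cluster 2 at 24.3 CPM did not differ from mitotic PGCs at 24.9 CPM.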

Other observations

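The tests of linked blocks, of the cells labelled as somatic, of the difference between pools of one time-point and of the embryonic transcripts at PND8 were chosen only after the results were seen.

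The <i>Helq</i>-null animals came from edited embryonic stem cells and the wild-type animals from a cross, so that the genotype is confounded with the line. Of the 72 genes changed in BVSC-positive cells of E13.5 to E15.5, the median distance to the nearest other changed gene of the same chromosome was 2218870 base pairs, against 10154000 for random genes of like expression (one-sided, 1000 draws, p = 0.001, the smallest they can give), and 24 against 8 had another within 1 Mb. Blocks of linked sequence that differ between the lines may explain such a grouping, as a hypothesis, and neighbouring genes of one family that share reads or regulation were not tested. Around <i>Helq</i> itself, within 10 Mb on chromosome 5, 1 gene changed where 0.658 are expected (Fisher's exact test, one-sided, p = 0.484), and 4 of the changed genes lie on that chromosome at all, so that sequence carried along with the allele is not the cause of the changes as a whole. With the series of libraries as a covariate the genotype could still be estimated, and 19 of the 72 genes were called with 6 residual degrees of freedom. Since 1 of the 3 series holds <i>Helq</i>-null pools alone, its pools do not compare the genotypes. The other genes may thus be lost through the series or through the fewer pools that compare the genotypes, and this stays open.

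Other splits of the pools within time-points gave at least as many changed genes in 1 of 27 splits for <i>Helq</i>-null mitotic PGCs, 1 of 36 for cluster 2 and 2 of 100 for all BVSC-positive cells of E13.5 to E15.5, the real one counted, so that chance in the grouping is excluded at 0.05 for these. The second split of the last reached 435 genes. It set <i>Helq</i>-null replicate 1 and wild-type replicate 2 of E13.5, <i>Helq</i>-null replicate 1 and wild-type replicate 2 of E14.5 and both <i>Helq</i>-null pools of E15.5 against the other 6 pools, and this follows no series of libraries. These 6 pools had the lower shares of cluster 2 at E13.5 and the higher ones at E14.5 and E15.5, so the split may follow a difference of stage between pools. With the replicate number as a block the real split gave 58 genes and with the series as a covariate 19, though the numbers do not pair the pools. For mitotic arrest PGCs the count was 1 of 6, and 6 splits cannot exclude chance. For the wild-type types the counts were 1 of 100 for cluster 2 against mitotic PGCs, 1 of 100 against mitotic arrest PGCs, 1 of 100 for Q-ProSPG against mitotic arrest PGCs, 1 of 100 for T-ProSPG against Q-ProSPG, 1 of 100 for undiff.ed SPG against T-ProSPG and 1 of 40 for each type against the others, the last over 1 in 5 genes. The wild-type types were built by clustering the same expression data, so a split along them is set up to exceed other splits. These last counts therefore cannot decide about chance in the grouping.

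The 2 pools of one genotype and time-point differed in their share of cluster 2 by 38.1 percentage points on average, 57.8 in <i>Helq</i>-null and 18.3 in wild-type pools, where the means of the genotypes lay apart by 29.7 on average over time-points, whichever was higher. A difference of stage between litters of one time-point may thus give a difference of this size. Thinning every cell to 50000 UMIs before clustering left a difference of 22.6 percentage points between the genotypes, and the median cell of E13.5 to E15.5 held 316626 UMIs in <i>Helq</i>-null and 292054 in wild-type pools, so that depth does not explain it.

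The authors label 42 BVSC-positive <i>Helq</i>-null cells of E13.5 replicate 1 as somatic cells. All 6 germ cell markers tested lie nearer to the other 38 BVSC-positive cells than to the 40 BVSC-negative cells of the pool. <i>Ddx4</i> is at 312, 327 and 39.9 CPM in these 3 groups and the somatic marker <i>Sox9</i> at 1.49, 0.261 and 112 CPM. These values exclude somatic cells as the identity of the group as a whole. Counting them as PGCs or leaving them out changes the share of transitional PGCs that the labels give at E13.5.

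In PND8 replicate 1, 185 of 187 cells (98.9%) hold at least 1 transcript of both embryonic globin and yolk sac genes, at 246 and 268 CPM over all cells. The genes were picked from these libraries. In <i>Helq</i>-null E12.5 replicate 1 nearly all cells (96.8%) hold embryonic globin at 60.3 CPM, so that a share of cells near all does not tell blood or yolk sac cells in the pool, with their RNA spread to other cells, from other sources, and this stays open. Transcripts carried over from embryo libraries of the same series to cells with the same barcode may explain it. The highest rank correlation over barcodes with such a library was 0.355 and 0.459 in the 2 libraries of the pool, against a median of 0.190 after permuting the barcodes of the former (1000 permutations, one-sided, p = 0.0709), and 0.490 with a library of another series, so that the test leaves this open. No biological explanation was tested.

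Of the genes that the paper names for specification PGCs, a class not rebuilt here, migrating PGCs (4 pools) and mitotic PGCs (6 pools) held <i>Elf3</i> at 124 ± 12.6 and 21.3 ± 16.1 CPM (adjusted p = 0.0244), <i>Porcn</i> at 135 ± 30.1 and 36.7 ± 27.0 CPM (adjusted p = 0.0244), <i>Slpi</i> at 132 ± 56.7 and 1.41 ± 2.31 CPM (adjusted p = 0.0153), <i>Rbm47</i> at 83.6 ± 5.31 and 62.4 ± 23.5 CPM (adjusted p = 0.188) and <i>Irf1</i> at 106 ± 12.2 and 99.0 ± 11.7 CPM (adjusted p = 0.407) (mean ± SD, exact permutation tests).

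By the authors' labels the share of transitional PGCs among labelled <i>Helq</i>-null PGCs was 65.3% and 11.46% in replicates 1 and 2 of E14.5 and 44.7% and 37.0% in those of E15.5.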
